# Tissue-location-specific transcription programs drive tumor dependencies in colon cancer

**DOI:** 10.1038/s41467-024-45605-4

**Published:** 2024-02-15

**Authors:** Lijing Yang, Lei Tu, Shilpa Bisht, Yiqing Mao, Daniel Petkovich, Sara-Jayne Thursby, Jinxiao Liang, Nibedita Patel, Ray-Whay Chiu Yen, Tina Largent, Cynthia Zahnow, Malcolm Brock, Kathy Gabrielson, Kevan J. Salimian, Stephen B. Baylin, Hariharan Easwaran

**Keywords:** Colon cancer, Cancer epigenetics, Cancer models, Cancer stem cells

## Abstract

Cancers of the same tissue-type but in anatomically distinct locations exhibit different molecular dependencies for tumorigenesis. Proximal and distal colon cancers exemplify such characteristics, with *BRAF*^*V600E*^ predominantly occurring in proximal colon cancers along with increased DNA methylation phenotype. Using mouse colon organoids, here we show that proximal and distal colon stem cells have distinct transcriptional programs that regulate stemness and differentiation. We identify that the homeobox transcription factor, *CDX2*, which is silenced by DNA methylation in proximal colon cancers, is a key mediator of the differential transcriptional programs. Cdx2-mediated proximal colon-specific transcriptional program concurrently is tumor suppressive, and *Cdx2* loss sufficiently creates permissive state for *BRAF*^*V600E*^-driven transformation. Human proximal colon cancers with *CDX2* downregulation showed similar transcriptional program as in mouse proximal organoids with *Cdx2* loss. Developmental transcription factors, such as CDX2, are thus critical in maintaining tissue-location specific transcriptional programs that create tissue-type origin specific dependencies for tumor development.

## Abstract (web summary)

Cancers of the same tissue type are characterized with different molecular features depending on anatomical location. Here, the authors show that proximal and distal colon stem cells have distinct transcriptional programs mediated by the transcription factor CDX2, with differential roles in colon cancers based on anatomical location.

## Introduction

Cancers occurring in different anatomical sites within same tissue type and organ can exhibit stark differences in molecular, pathological, and clinical features. Colon cancers exemplify such features wherein there is an increased likelihood of exhibiting the CpG-island methylator phenotype high (CIMP-high or CIMP-H), microsatellite instability high (MSI-high) and having *BRAF* mutations to dominate in the cancers occurring in the proximal colon^1,2^. Distal colon tends to have CIMP-Low, microsatellite stable (MSS), *APC*-mutant cancers, with an increased likelihood of *KRAS* mutations^3,4^. The mutually exclusive *BRAF* and *KRAS* mutations provide alternate means of activating the MEK-ERK signaling pathway and function as critical cancer driver mutations in colon cancers. Genome-wide association studies have shown further differences in genetic risk factors in proximal and distal colon cancer^5^. Developmentally, the proximal colon derives from the midgut and extends from the cecum to the proximal two-thirds of the transverse colon, while distal colon derives from the hindgut and extends from the distal third of the transverse colon to the sigmoid colon^6^. Anatomically, the proximal and distal colons have distinct blood supplies, with the superior and inferior mesenteric arteries supplying to proximal and distal colon respectively^6^. And microenvironmentally, proximal and distal colon have differences in microbiome^7,8^ and exposures to chemicals in the food as they pass along the axis of the colon^9^. What defines the mechanisms through which cancer cell-of-origin at sites along the proximal to distal (rostrocaudal) colon axis evolve different molecular dependencies for tumor development is not yet clarified. Dissecting this biology is important to understanding the basis for key differences in the molecular genetics and clinical features of these cancers, and in general for understanding why cancers arising within highly similar tissues may exhibit distinct features.

In relation to the molecular dependencies for cancer development, tumorigenesis involves profound alterations to the expression or activity of key transcription factors (TFs) in association with cancer driver mutations^10–12^. These TFs constitute combinations of cell and tissue-type lineage-specific transcription factors that normally maintain transcriptional programs important in development and differentiation^13–15^. The cell-type-specific transcriptional programs are important for maintaining cellular identities, and their alterations play important roles in mediating effects of cancer driver mutations^11^. The fact that the developmental and anatomical context of tissues are associated with different molecular dependencies for tumor initiation^16,17^ points to potential involvement of developmentally controlled transcriptional states and epigenetic programs in mediating effects of cancer driver mutations and driving tumor phenotypes.

A key feature of the proximal colon cancers with *BRAF*^*V600E*^ mutation is their increased likelihood to have the CIMP-H phenotype, leading to epigenetic silencing of critical tumor suppressors, including the key cell cycle checkpoint regulator *CDKN2A*, the Wnt-pathway regulators such as the *SFRPs* and *SOX17*, and developmental regulators including the key intestinal lineage determining homeobox TF, *CDX2*^18–20^. Work from our lab has shown that loss of these key epigenetically silenced genes predispose colon stem cells to undergo tumorigenesis by *BRAF*^*V600E*^ mutation^19^. However, considering the epigenetic variations in the CIMP phenotype in proximal and distal colon cancers, the impact of inactivation of these genes in proximal and distal colon cancer development is not known.

Here we show that the TF-mediated differential transcriptional states in proximal and distal colon stem cells are critical in driving differential dependencies for tumorigenesis in proximal and distal colon. Using mouse-derived organoids from normal proximal and distal colon, our studies show that loss of the homeobox transcription factor *CDX2*, which is important in lineage determination of colon epithelium during development^21–28^, is critical in facilitating the dependency of the *BRAF*^*V600E*^ mutation in driving proximal colon cancers. Mechanistic studies reveal important roles of Cdx2 in regulating stem and differentiated cell states specifically in proximal colon epithelial cells. The studies reveal that the transcriptional programs driven by key lineage specification TFs, such as CDX2, are critical determinants of tissue-site-specific susceptibility to colon cancer development by cancer driver mutations. These studies have implications in understanding why very closely related tissues exhibit different molecular genetic features, as well as in understanding the parameters that lead to driving tumorigenesis by these mutations

## Results

### Abnormal activation of Wnt pathway facilitates Wnt-factor-independent growth in both proximal and distal colon organoids

We started our studies by exploring basal differences in stem cell activity and tumorigenic potential in proximal and distal colon stem cells in the context of strong Wnt-activating mutations. To this end, we derived proximal and distal colon organoids from two months old mice carrying heterozygous Cre-activable *BRAF*^*V600E*^ (termed Braf^+/LSL^) transgene at the endogenous *Braf* locus and Cre-activable gene encoding red fluorescence marker protein, TdTom (termed TdTom^+/LSL^), to mark cells that have undergone Cre-mediated recombination of the above alleles (Supplementary Fig. 1A). Cre-mediated recombination generates a mouse-human hybrid form of the V600E variant allele, which we label as *BRAF*^*V600E*^ as per previous nomenclature^19,29^. Both the wild-type proximal and distal organoids have typical organoid morphology with cystic structures and “crypt” like, stem cell buds^30^. In general, the proximal organoids tended to grow into larger structures with small buds while the distal organoids were smaller with more budded protrusions (Supplementary Fig. 1B–E).

As Wnt-pathway activation is a key dependency for colon cancers, which in the majority cases occurs via inactivating mutations in *APC*, and in rare cases by activating mutations in *CTNNB1* (β-catenin)^31,32^, we studied Wnt-independent growth properties of the proximal and distal organoids by introducing these mutations using CRISPR (clustered regularly interspaced short palindromic repeats)-Cas9 and single-guide RNAs (sgRNAs) targeting these genes (Fig. 1a). Organoid clones with integrated lentiviral constructs expressing Cas9-CRISPR/Apc-sgRNA or Ctnnb1-sgRNA were obtained after a two-week drug selection. Both Apc-sgRNA and Ctnnb1-sgRNA organoid clones exhibited ability to grow in medium lacking stem cell niche factors required for organoid growth (Wnt3a, EGF, Noggin, and R-Spondin-1), termed WENR-minus medium. Clones able to grow in WENR-minus medium harbored truncating mutations in *Apc* or mutations affecting phosphorylation sites in *Ctnnb1* (β-catenin gene) (Supplementary Fig. 1F, G).

**Fig. 1:**
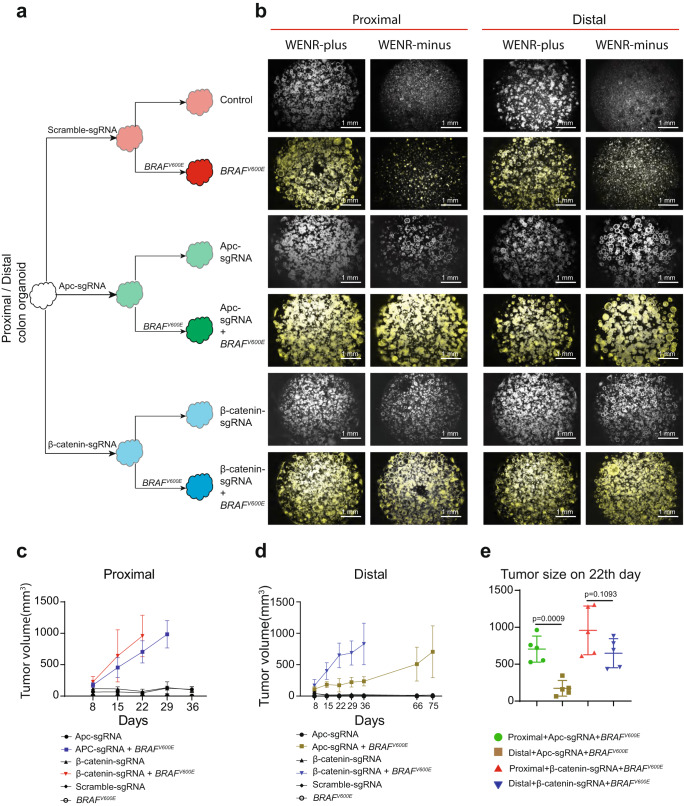
Abnormal Wnt pathway activation facilitates *BRAF*^*V600E*^ mutation-driven tumorigenesis in proximal and distal organoids derived from mouse colon. **a** Schematic representation of gene editing of proximal or distal colon organoid using CRISPR-Cas9 targeting *Apc* or N-terminal of *Ctnnb1* (β-catenin) gene, followed by induction of *BRAF*^*V600E*^ by Cre recombinase. **b** Representative composite images (phase-contrast and red fluorescent) of Wnt-factor independency analysis for proximal/distal colon organoid with/without abnormal Wnt-pathway activation (Apc-sgRNA, β-catenin-sgRNA group), and with *Braf* wild type or *BRAF*^*V600E*^ (growth assay data are representative of two biological replicates). **c**, **d** Subcutaneously grafted organoid-derived tumor growth curve of proximal (**c**)/distal (**d**) colon organoid with/without constitutive Wnt-pathway activation by mutant *Apc* or *Ctnnb1* (β-catenin) (APC/ β-catenin-sgRNA) and with/without Cre-mediated *BRAF*^*V600E*^ activation injected subcutaneously into NSG mice. Error bars indicate means ± SD (*n* = 5 mice, right flank each mouse, one biological organoid replicate injected in the mice for assays). Source data are provided in FigurePlotsSourceData.xlsx. **e** Tumor volume formed by proximal versus distal colon organoids at day 22. Error bars indicate ± SD (*n* = 5 mice, right flank each mouse, one biological organoid replicate injected in the mice for assays). Two-sided Welch’s *t*-test. Source data are provided in FigurePlotsSourceData.xlsx.

As a key property of colon stem cells is the ability of single stem cells to independently regenerate the organoid structures^30,33^, the organoid regeneration capacity of these genetically edited proximal and distal colon organoids in Wnt-independent growth factor conditions was evaluated. As expected, single cells derived from organoids harboring the selected mutations in *Apc* or *Ctnnb1* exhibited constitutive Wnt activation, rendering these organoids to grow indefinitely in medium lacking stem cell niche factors (WENR-minus) upon subsequent passages. In contrast, the control (Scramble-sgRNA) organoids could be cultured only in WENR-plus medium, containing all niche factors (Fig. 1b). Organoids with *Apc* or *Ctnnb1* mutations exhibited the typical spheroidal structures lacking the budded patterns indicating loss of differentiated cells and increased stem cell properties (Supplementary Fig. 1D, E)^33^. Thus, both proximal and distal organoids acquire Wnt-independent growth properties upon *Apc* or *Ctnnb1* mutations, in concordance with expectations from previous studies that constitutive Wnt activation due to these mutations imparts stem cell renewal and growth in the absence of Wnt-pathway activating ligands in the growth medium^33,34^.

### Differences in *BRAF*^*V600E*^-driven tumors in proximal and distal colon stem cells with abnormal Wnt activation

As introduced earlier, colon cancers occurring in the proximal and distal colon tend to exhibit distinctive genetic and epigenetic alterations, with those in proximal colon cancers more frequently harboring *BRAF*^*V600E*^ mutations and being mutually exclusive of *APC* mutations^1,3^. It is not known whether the *BRAF*^*V600E*^ mutation has differential effects on transformation of proximal and distal colon stem cells, and especially how this is modulated by the key Wnt-activating *APC* mutations. To address this, we activated the *BRAF*^*V600E*^ mutation in the proximal and distal colon organoids by introducing lentiviral-expressed Cre recombinase, and monitored successful Cre-mediated recombination using the red fluorescent *TdTom* reporter as in our previous work^20^ (Fig. 1b). In terms of Wnt-independent growth ability, both proximal and distal organoids harboring *Apc* or *Ctnnb1* mutation with activated *BRAF*^*V600E*^ mutation were able to grow equally well in WENR-minus and plus medium. However, organoids with only *BRAF*^*V600E*^ (wild type for *Apc* or *Ctnnb1*) did not exhibit Wnt-independent growth but grew proficiently in medium containing all colon stem cell niche factors (Fig. 1b). Thus, constitutive Wnt activation by *Apc* loss or *Ctnnb1* gain-of-function mutations is a strong driver of growth and organoid morphology in both proximal and distal organoids which is not affected by the *BRAF*^*V600E*^ mutation.

Tumorigenesis assays by subcutaneous transplantation of organoids in NSG mice showed that cells harboring only the *BRAF*^*V600E*^ mutation or *Apc* or *Ctnnb1* mutations were not able to form tumors indicating the requirement of the combination of MEK-ERK activation by *BRAF*^*V600E*^ along with Wnt activation for tumorigenesis (Fig. 1c–e). This is consistent with previous studies showing that *Apc* loss alone in organoids does not form tumors upon subcutaneous engraftment^34^. When compared with distal organoids, the proximal organoids with *Apc* mutation and *BRAF*^*V600E*^ showed more rapid tumor growth resulting in larger tumor volumes (Fig. 1e). In H & E staining, tumor cells derived from proximal and distal colon organoids both formed abundant cystic structures (Supplementary Fig. 2A, B). But the tumor cells derived from the proximal colon organoids were small, with a high nuclear-to-cytoplasmic ratio, and without vesicular structures. Tumor cells derived from the distal colon organoids were bigger with a low nuclear-to-cytoplasmic ratio, large vesicular structures at the apical surface, and basally positioned nuclei. Further, *BRAF*^*V600E*^-driven tumors in the context of mutant *Apc* from distal organoids presented more clusters of differentiated cell morphologies compared to those from proximal organoids in H&E staining, and a tendency to have increase in Krt20-positive cells (Supplementary Fig. 2A, B). The above results imply that while both proximal and distal organoids with constitutive Wnt-pathway activating *Apc* or *Ctnnb1* mutations and *BRAF*^*V600E*^ mutation undergo transformation and ability to form tumors, they have a tendency to exhibit differences in stem cell and differentiation potential during tumorigenesis.

### Loss of Cdx2 gene imparts transient Wnt-independent growth specifically in proximal colon organoids

In view of all the above results, and the fact that *BRAF* mutations occur at higher incidence in the context of proximal colon cancers characterized by the CIMP-H phenotype^1^, we focused our studies to determine the impact of loss of genes subject to frequent silencing by promoter hypermethylation in proximal CIMP-H cancers. In our previous work we have shown that simultaneous inactivation of key genes that get typically silenced by promoter hypermethylation in human colon cancers, viz. *CDX2*, *CDKN2a*, *SFRP4*, and *SOX17*, drives *BRAF*^*V600E*^-induced tumor development in the proximal colon-derived organoids from mouse^20^. These genes are all subject to frequent loss by promoter hypermethylation and rarely by mutations in human proximal colon cancers. However, it is not known if inactivation of these genes plays differential roles in proximal and distal colon cancer development. Among these genes, *CDX2* is a homeobox transcription factor that is important for lineage and segment specification of the small intestine during development of the GI tract^21–28^, which in accordance with previous studies shows a gradient of high to low expression along the proximal to distal (rostrocaudal) colon axis in adult mice (Supplementary Fig. 6E) and human^35^. Sfrp4, Sox17, and Cdkn2a have similar expression in proximal and distal colon, with Cdkn2a showing upregulation upon *BRAF*^*V600E*^ induction (Supplementary Fig. 6F). We thus addressed the role of *Cdx2* and the other key epigenetically silenced genes, i.e., *Cdkn2a*, *Sfrp4*, and *Sox17*, in facilitating tumorigenesis driven by *BRAF*^*V600E*^ in the proximal and distal colon organoids.

We generated proximal and distal colon organoids harboring gene mutations (indels) using CRISPR-Cas9 and sgRNA guides individually targeting these genes, termed Cdx2-sgRNA, Cdkn2a-sgRNA, Sfrp4-sgRNA, and Sox17-sgRNA (Fig. 2a, Supplementary Fig. 3A–D, Supplementary Table 1). Single cells derived from these organoids were evaluated for Wnt-independent growth ability. Cells harboring individual mutation of these four genes were able to form new organoid structures in normal medium indicating preservation of organoid regenerative capacity in the presence of exogenous Wnt factors (WENR-plus). In contrast, only single cells generated from proximal organoids with the *Cdx2* mutation regenerated organoid structures when challenged to grow in WENR-minus medium (Fig. 2b). Neither the proximal nor the distal organoids harboring Cdkn2a-sgRNA, Sfrp4-sgRNA, and Sox17-sgRNA survived in WENR-minus medium (Fig. 2b). *Cdx2* loss in proximal, but not distal, organoids altered overall growth morphology independent of exogenous Wnt signaling, observed as spheroidal-like oblong morphology, when grown in WENR-plus medium (Supplementary Fig. 3E, F). This morphology differed from that of large cystic, spheroidal organoids due to *Apc* and *Ctnnb1* mutation (Supplementary Fig. 1D).

**Fig. 2:**
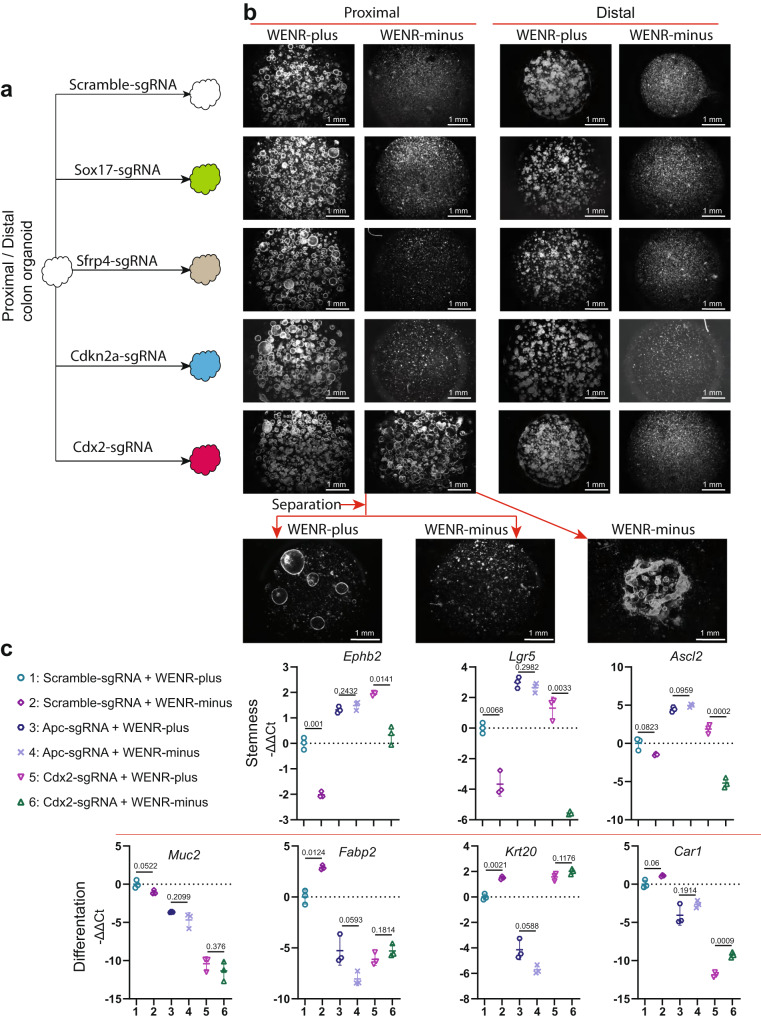
Loss of *Cdx2* gene imparts transient Wnt-independent growth specifically to proximal colon organoids. **a** Schematic representation showing proximal or distal colon organoids transduced with lentivirus containing Scramble-sgRNA, Sox17*-*sgRNA, Sfrp4*-*sgRNA, Cdkn2a*-*sgRNA, or Cdx2-sgRNA to individually target these genes using CRISPR-Cas9. **b** Representative images showing Wnt-factor-independent growth of proximal and distal colon organoids transduced with lentivirus expressing the Scramble-sgRNA, Sox17-sgRNA, Sfrp4-sgRNA, Cdkn2a-sgRNA, or Cdx2-sgRNA targeting these genes separately using CRISPR-Cas9 technology (growth assay data are representative of two biological replicates). **c** Quantitative real-time PCR analysis of stemness (*Ephb2*, *Lgr5*, and *Ascl2*) or differentiation (*Muc2*, *Fabp2*, *Krt20*, and *Car1*) markers for proximal colon organoids with Cdx2-sgRNA or Apc-sgRNA and cultured in WENR-plus or -minus medium. *n* = 3 biological replicates. Error bars indicate means ± SD. Two-sided Welch’s *t*-test. Source data are provided in FigurePlotsSourceData.xlsx.

We explored whether *Cdx2* mutation imparts complete Wnt-independency similar to that of mutations in *Apc* or *Ctnnb1*. As mentioned earlier, Apc-sgRNA or Ctnnb1-sgRNA organoids exhibit complete and autonomous Wnt-pathway activation promoting indefinite stemness, wherein enzymatically separated single cells from these organoids can be indefinitely cultured in WENR-minus medium at successive passages. In stark contrast to the Apc-sgRNA or Ctnnb1-sgRNA organoids, Cdx2 loss resulted only in transient stemness and organoid regeneration properties. Single cells derived from Cdx2-sgRNA organoids surviving in the WENR-minus medium during the first week after transfer from WENR-plus medium did not form new organoids when challenged to again grow in WENR-minus medium for a second passage (Fig. 2b, bottom panel). These same Cdx2-sgRNA single cells formed organoids in WENR-plus medium at subsequent passages, thus indicating that exogenous Wnt-ligands in the medium is required for organoid formation (Fig. 2b). Interestingly, the Cdx2-sgRNA cells that transiently survive in WENR-minus medium, continue to grow into larger and fused structures when not re-passaged any further, suggesting maintenance of differentiated cells without further proliferation.

The above results suggest that Cdx2 plays differential roles in proximal and distal organoids. Its loss specifically in proximal organoids allows transient Wnt-independent growth without activating the canonical stem cell activity, which is typically activated in colon epithelial cells upon loss of *Apc* or *Ctnnb1* functions.

### *Cdx2* loss drives transient Wnt-independent growth specifically in proximal organoids by altering epithelial cell differentiation state

Previous studies have shown that Cdx2 is an important regulator of differentiation in colonic epithelium^36^. We thus compared the impact of *Cdx2* loss with that of *Apc* loss on the stem cell and differentiation states by monitoring expression of key intestinal stem cell (ISC) (Ephb2, Lgr5, Ascl2) and differentiation (Fabp2, Krt20, Car1, and Muc2) markers (Fig. 2c, Supplement Table 2)^37^. Organoids carrying Apc or Cdx2-sgRNA were cultured in WENR-plus medium for 2 days. Subsequently, they were cultured in WENR-plus or WENR-minus medium for 3 days before assessing their growth and monitoring the expression of stem cell and differentiation markers. We chose 3 days for the qPCR (and RNA-seq) analyses as beyond this time point the control (reference) organoids in WENR-minus start differentiating and disintegrating. As expected, *Apc* loss resulted in upregulation of the stem cell markers in WENR-plus medium, but importantly also in the organoids growing in WENR-minus medium. In contrast, although ISC markers increased in Cdx2-sgRNA organoids in relation to control (Scramble-sgRNA) organoids, most significant being EphB2, this phenomenon is dependent on exogenous Wnt activation as these ISC markers were starkly downregulated in Cdx2-sgRNA organoids grown in WENR-minus medium (Fig. 2c). Thus, like that in the wild-type organoids, activation of stem cell pathway in the Cdx2-mutant organoids depends on exogenous Wnt-ligands. Differentiation states of Cdx2-sgRNA organoids were significantly affected in comparison to wild-type organoids, with significant downregulation of *Fabp2*, *Car1*, and *Muc2*, while an upregulation in the key epithelial cell marker, *Krt20* (Fig. 2c). In contrast, Apc-sgRNA organoids showed downregulation of all differentiation markers, including *Krt20*, consistent with its increased stem cell state. Thus, while *Apc* loss resulted in sustained activation of stemness, *Cdx2* loss mainly resulted in altered differentiation states with partial increases in Wnt-pathway factors. It is important to note that Cdx2 deficiency results in upregulation of the key stemness genes only in the presence of external Wnt-stimulation (WENR-plus). As shown in Fig. 2c, in the absence of Wnt-ligands (WENR-minus), Lgr5 and Ascl2 are downregulated in both presence (Scramble-sgRNA + WENR-minus) or absence (Cdx2-sgRNA + WENR-minus) of Cdx2. EphB2, which is another stem cell marker known to be high in intestinal stem cells, is not altered much in Cdx2-sgRNA organoids transferred to WENR-minus medium (condition-6, Fig. 2c), indicating that these stem cell markers follow different dynamics of expression in the 3-day period post transfer of the organoids to WENR-minus medium. Further, as shown in the later sections, Cdx2 loss does not directly activate the Wnt/β-Catenin pathway (Supplementary Fig. 5G). These data thus indicate that Cdx2 does not directly suppress Wnt-target genes, which may explain why Cdx2 loss results in only the transient Wnt-independent growth properties shown in the previous section.

Further, H&E and immunohistochemistry (IHC) analyses highlight partial activation of the Wnt pathway in the survival of Cdx2-deficient organoids in WENR-minus medium compared to Apc-deficient organoids (Supplementary Fig. 2C, D). Control (Scramble-sgRNA) organoids in WENR-minus medium showed more frequent disintegration of organoid structures, with the cells displaying increased vacuolar-like structures. Both Apc-sgRNA and Cdx2-sgRNA organoids maintained structural integrity in both WENR-plus and minus conditions. Cdx2-sgRNA proximal organoids cultured in WENR-minus medium exhibited a thin epithelial layer and reduced size of the epithelial cells, compared to those grown in WENR-plus medium. No such differences were observed for the Apc-sgRNA proximal organoids (Supplementary Fig. 2C). IHC for activated β-catenin indicated that Cdx2 loss did not result in complete activation of canonical Wnt pathway as highlighted by the distribution of β-catenin at the cell membrane and junction between colon cells in the Cdx2-sgRNA organoids, similar to that of control organoids (Supplementary Fig. 2D). In contrast, β-catenin is relocalized throughout the cytoplasm and nucleus in the Apc-sgRNA organoids, which is characteristic of Wnt-pathway activation by Apc loss (Supplementary Fig. 2D). Taken together with the qPCR analyses, these data indicate that Cdx2 loss results in only partial activation of the Wnt pathway, and that Cdx2 does not have direct roles in suppressing Wnt-dependent transcription.

### Synergistic effects of *Sfrp4*, *Cdkn2a*, and *Sox17* loss with *Cdx2* deficiency in driving *BRAF*^*V600E*^-driven tumorigenesis of proximal colon stem cells

As mentioned earlier, *BRAF*^*V600E*^-driven colon cancers have increased likelihood of occurring in the proximal colon in the context of increased frequency of DNA methylation-mediated silencing of multiple genes, such as *Cdx2*, *Sfrp4*, *Cdnk2a*, and *Sox17*. In previous work we have demonstrated that simultaneous inactivation of *Cdx2*, *Sfrp4*, *Cdnk2a*, and *Sox17* facilitates *BRAF*^*V600E*^-driven tumor development in organoids derived from proximal colon^20^. As *Cdx2* inactivation in proximal and distal organoids resulted in significant growth differences, we determined the role of *Cdx2* in facilitating BRAF^V600E^-driven tumorigenesis in combination with the loss of *Sfrp4*, *Cdnk2a*, and *Sox17* in proximal and distal organoids. The data below reveal that *Cdx2* loss specifically promotes the pro-tumorigenic, Wnt-independency property in proximal but not distal colon organoids.

We performed targeted gene editing of above four genes (Cdx2, *Sfrp4*, *Cdnk2a*, and *Sox17*) simultaneously, or in combinations, using the CRISPR-AsCpf1 approach that employs linear array of guide RNAs (gRNAs) targeting these genes (Supplementary Fig. 4A)^20,38^. The suffix “gRNA” is used to term the organoid lines generated using the CRISPR-AsCpf1 approach to differentiate it from the nomenclature used for generating organoid lines using the CRISPR-Cas9 approach in the previous section which uses single-guide RNA (sgRNA). Three combinations of these guide RNA (gRNA)-organoids were generated: C2-gRNA (targeting Cdx2), SSC-gRNA (targeting Sfrp4, Sox17, and Cdkn2a), and C2SSC-gRNA (targeting Cdx2, Sfrp4, Sox17, and Cdkn2a) (Fig. 3a, Supplementary Table 2). Sequencing the regions targeted by the guide RNAs confirmed gene editing of the targeted regions (Supplementary Fig. 4B). Wnt-independency assays on the enzymatically separated single cells with these targeted gene editing showed critical dependencies of the proximal organoids on these genes for Wnt-independent growth (Fig. 3b). Firstly, as expected, organoids with control guide RNA (Control gRNA) did not grow in WENR-minus medium with or without *BRAF*^*V600E*^ mutation. Distal organoids were obligately dependent on Wnt-ligands for growth as none of these combinations of gene KOs (C2-gRNA, SSC-gRNA, C2SSC-gRNA) resulted in Wnt-independency, both with or without *BRAF*^*V600E*^ activation (Fig. 3b). In contrast, proximal organoids were critically dependent on *Cdx2* mutation alone or in combination with *Sfrp4*, *Sox17* and *Cdkn2a* mutations for Wnt-independent growth, which was further enhanced by the *BRAF*^*V600E*^ mutation (Fig. 3b). Consistent with findings in the previous section, the C2-gRNA organoids (Cdx2 loss) showed only transient Wnt-independent growth in the absence of *BRAF*^*V600E*^ mutation, but activation of *BRAF*^*V600E*^ led to the ability to form organoids at subsequent passages (Fig. 3b, c). In stark contrast to proximal organoids, distal organoids were not able to grow in WENR-minus medium with or without *Cdx2* mutation (C2-gRNA), and in the presence or absence of *BRAF*^*V600E*^ mutation (Fig. 3b). The importance of *Cdx2* loss in imparting partial Wnt-independent properties is highlighted by observations that SSC-gRNA proximal organoids harboring *Sfrp4*, *Cdnk2a*, and *Sox17* mutations did not result in Wnt-independent growth regardless of *BRAF*^*V600E*^ mutation (Fig. 3b). In contrast, targeting *Cdx2* along with *Sfrp4*, *Cdnk2a*, and *Sox17* (C2SSC-gRNA) in the proximal organoids with *BRAF*^*V600E*^ mutation not only resulted in transient niche factor independence for the first passage (Fig. 3b), but also resulted in persistent growth at further passages (Fig. 3c). Thus, importantly *BRAF*^*V600E*^ mutation synergized with *Cdx2*, *Sfrp4*, *Sox17*, and *Cdnk2a* mutations in promoting Wnt-independent growth only in proximal organoids. In summary, *Cdx2* loss promotes a Wnt-independent pro-tumorigenic state in stem cells of the proximal colon, which is intensified by the *BRAF*^*V600E*^ mutation.

**Fig. 3:**
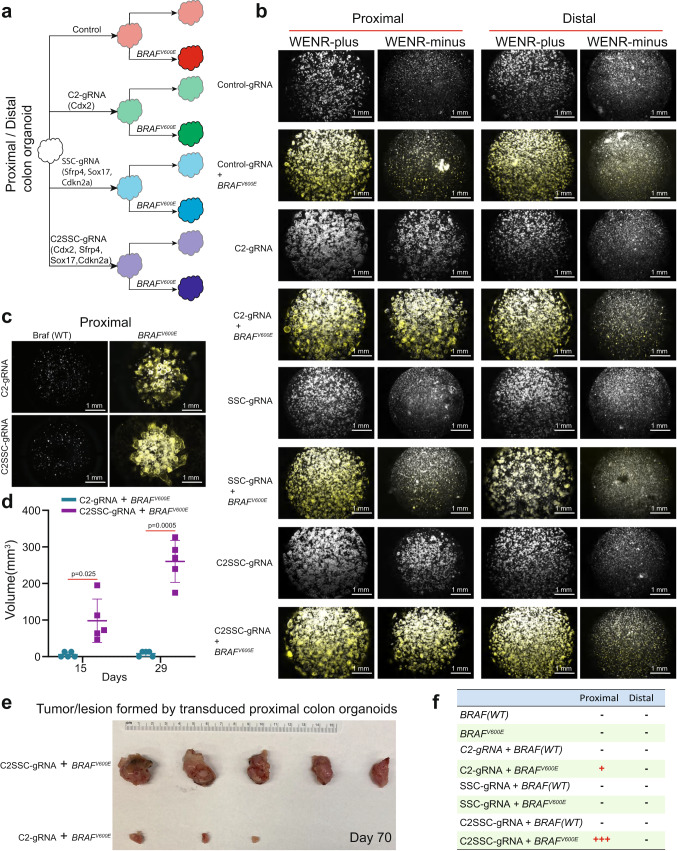
Mutations in *Sfrp4*, *Cdkn2a*, and *Sox17* synergize with *Cdx2* deficiency to facilitate proximal colon-specific *BRAF*^*V600E*^-driven tumorigenesis. **a** Schematic representation showing proximal and distal colon organoids transduced with lentivirus expressing control gRNA, C2-gRNA (targeting *Cdx2*), SSC-gRNA (simultaneously targeting *Sfrp4*, *Sox17*, and *Cdkn2a*), and C2SSC-gRNA (simultaneously targeting *Cdx2*, *Sfrp4*, *Sox17*, and *Cdkn2a*) for targeted mutations in these genes using CRISPR-AsCpf1 and followed with induction of *BRAF*^*V600E*^ using Cre recombinase. **b** Representative composite images (phase-contrast and red fluorescent) of Wnt-factor independency analysis for proximal and distal colon organoids treated with control Scramble-gRNA, C2-gRNA, SSC-gRNA, and C2SSC-gRNA separately with or without of *BRAF*^*V600E*^ activation (growth assay data are representative of two biological replicates). **c** Representative images showing the ability of proximal colon-derived organoids with C2-gRNA and C2SSC-gRNA to form new organoids in WENR-minus medium upon *BRAF*^*V600E*^ induction. The organoids were cultured in WENR-minus medium for 7 days, separated into single cells, and challenged to grow in WENR-minus medium for a second passage (growth assay data are representative of two biological replicates). **d** Plot showing volume of subcutaneously grafted organoid-derived tumor/lesion formed by proximal colon organoids edited with C2-gRNA or C2SSC-gRNA combined with *BRAF*^*V600E*^ induction at 15th and 29th day after subcutaneous grafting. Error bars indicate means ± SD (*n* = 5 mice, right flank each mouse, one biological organoid replicate injected in the mice for assays). Two-sided Welch’s *t*-test. Source data are provided in FigurePlotsSourceData.xlsx. **e** Representative subcutaneously grafted organoid-derived tumors dissected from the groups in (**d**) at day 70. **f** Table summarizing subcutaneously grafted organoid-derived tumor/lesion growth of proximal and distal colon organoids with control gRNA, C2-gRNA, SSC-gRNA, or C2SSC-gRNA and with or without *BRAF*^*V600E*^ induction.

Subcutaneous grafting assays for tumorigenicity further shows that proximal organoids exhibited critical dependency on *Cdx2* mutation for *BRAF*^*V600E*^-driven tumorigenesis (Fig. 3d–f). Amongst the various groups of proximal and distal organoids injected subcutaneously into NSG mice, only C2SSC-gRNA proximal colon organoids harboring *BRAF*^*V600E*^ formed tumors (Fig. 3d–f). *BRAF*^*V600E*^-activated C2-gRNA proximal organoids formed small nodular growth at the site of injection, which however did not increase in size over time (Fig. 3d). SSC-gRNA proximal organoids with activated *BRAF*^*V600E*^ did not form tumors, thus indicating the requirement of *Cdx2* mutation for tumorigenic growth. None of the of the mutation combinations in distal organoids-initiated tumor formation, consistent with the observations above that these mutations did not impart Wnt-independent growth properties to the distal organoids. Thus, although *Cdx2* loss by itself facilitated *BRAF*^*V600E*^-activated proximal organoids to acquire long-term Wnt-independent growth, it was not enough to sustain subcutaneous tumors in vivo. Complete transformation of the proximal organoids in these experiments depended on combined inactivation of *Cdx2* along with *Cdkn2a*, *Sfrp4*, and *Sox17* (Fig. 3e, f, Supplementary Fig. 4C).

IHC analyses of β-catenin showed that proximal organoids with *Cdx2* loss resulted in tumors lacking canonical Wnt activation, which typically in the Apc-mutant tumors involves β-catenin translocation into the nucleus^39^. The lesions and tumors arising from C2-gRNA and C2SSC-gRNA proximal organoids, respectively, showed membranous β-catenin staining, similar to that of normal colon or normal organoids (Supplementary Figs. 2D, 4D, F). In contrast, β-catenin shows cytoplasmic and nuclear localization in tumors formed in the context of *Apc* mutation (Supplementary Fig. 4E). In general, C2SSC-gRNA tumors show loss of differentiated glandular structures and increased proliferation (Supplementary Fig. 4F). Taken together with observations from previous sections, these studies show that inactivation of *Cdx2* along with *Cdkn2a*, *Sfrp4*, and *Sox17*, which are frequently inactivated in proximal colon cancers by epigenetic silencing, synergizes with *Cdx2* loss to result in *BRAF*^*V600E*^-driven tumor in proximal, but not distal, colon-derived stem cells.

### Loss of *Cdx2* results in profound gene expression changes in proximal organoids compared to distal organoids

As Cdx2 loss was the critical factor in the Wnt-independent growth and transformation of the proximal organoids, we sought to understand the underlying molecular mechanisms. We thus determined the impact of *Cdx2* loss in proximal and distal colon organoids by profiling the transcriptome (RNA-seq) of Cdx2-sgRNA organoids grown in WENR-plus and minus medium for the first passage (Supplementary Fig. 5A–C). These transcriptomic analyses reveal key differences in the transcriptional circuitry involved in stem cell and differentiation programs in the proximal and distal colon organoids. 

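Transcriptomes were read from proximal and distal mouse colon organoids that carried Scramble-sgRNA (control) or Cdx2-sgRNA. The organoids were kept in WENR-plus or WENR-minus medium, which gives 8 groups of 2 libraries. WENR-minus medium lacks Wnt3a, R-spondin 1, Noggin and EGF, and "Wnt factors" stands for all of these below. Effects of the medium can therefore not be credited to Wnt signaling alone. The methods state that both replicates of a group come from different mice and that the Cdx2-sgRNA organoids grew out of single cells with frameshift mutations in both alleles. No such single-cell step is described there for the Scramble-sgRNA organoids. After 4 months of culture the organoids spent 2 days in WENR-plus and then 3 days in either medium. The authors quantified transcripts with Salmon, and the deposited values are its estimated counts per transcript, without scaling between libraries. Of 140748 transcripts, 139864 were found in the mouse GENCODE vM21 annotation and summed to 54123 genes, and the other 884 held at most 0.510% of the counts of a library. Total counts per library ranged from 12465194 to 18922143, with a median of 16836530. The proximal Scramble-sgRNA libraries held 16832851 and 18922143 counts in WENR-minus and 14079566 and 15997895 in WENR-plus, and the proximal Cdx2-sgRNA libraries 12465194 and 16840209 in WENR-minus and 15806729 and 16229558 in WENR-plus. In distal organoids the totals were 17094021 and 17436165 (Scramble-sgRNA, WENR-minus), 16479050 and 18319430 (Scramble-sgRNA, WENR-plus), 16961962 and 18339036 (Cdx2-sgRNA, WENR-minus) and 16055752 and 17634440 (Cdx2-sgRNA, WENR-plus). Comparisons used the quasi-likelihood test of edgeR on TMM-scaled counts of 15289 genes, with 8 residual degrees of freedom over all 16 libraries. A gene was called upregulated or downregulated at an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change over 1. With at most 3 reads in each library of a group a gene is at the floor of detection, and only the smallest fold change that the counts allow is given for it.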

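Transcripts of Cdx2 itself (chromosome 5, 147300805 to 147307270 of GRCm38) were present in every library, with 515 to 3269 reads. In proximal organoids their mean was 177 ± 36.5 CPM (TMM-scaled counts relative to library size, ± SD, n = 2) in Scramble-sgRNA and 72.4 ± 2.00 in Cdx2-sgRNA organoids in WENR-minus medium. In WENR-plus medium it was 134 ± 10.3 and 31.6 ± 2.44. The log2 fold changes were −1.29 (SE 0.20, adjusted p = 0.000679) and −2.09 (SE 0.21, adjusted p = 5.48e-05). Distal means were 111 ± 1.69 and 106 ± 28.5 in WENR-minus and 72.4 ± 6.28 and 56.2 ± 8.52 in WENR-plus medium. Neither distal difference held up against the spread between replicates, with log2 fold changes of −0.067 (SE 0.20, adjusted p = 0.876), or −0.35 without replicate 1 and 0.17 without replicate 2, and −0.36 (SE 0.20, adjusted p = 0.857). The proximal change minus the distal one was −1.22 (SE 0.28, adjusted p = 0.0132) in WENR-minus and −1.72 (SE 0.28, adjusted p = 0.00499) in WENR-plus medium. In Scramble-sgRNA organoids, Cdx2 was higher in proximal than in distal colon by 0.67 (SE 0.20, adjusted p = 0.0548) in WENR-minus and 0.89 (SE 0.20, adjusted p = 0.0444) in WENR-plus medium. These values measure Cdx2 RNA and not protein, and transcripts with a frameshift are counted like any other.

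**Figure D1:**
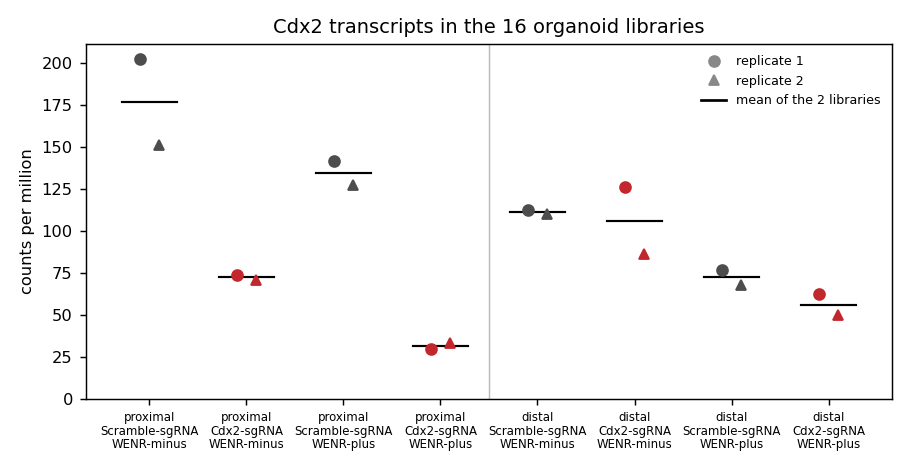
Cdx2 CPM (y axis) in the 8 groups (x axis; proximal left and distal right of the grey line), with Scramble-sgRNA in grey, Cdx2-sgRNA in red, circles for replicate 1, triangles for replicate 2 and black lines for the means. Proximal Cdx2-sgRNA libraries lie at 29.9 and 33.3 in WENR-plus against 142 and 127 in Scramble-sgRNA.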

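In Scramble-sgRNA organoids the withdrawal of Wnt factors was compared within each region. Among 15289 tested genes, 1260 were higher and 1335 lower in WENR-plus than in WENR-minus proximal organoids, and 2167 higher and 1872 lower in distal organoids. Calls shared by the regions numbered 2066, of which 2063 went in the same direction. Without a fold change threshold the counts were 4490 in proximal and 6182 in distal organoids, the largest shift under any other setting. RLE size factors turned the balance in distal organoids, with 2000 higher and 2051 lower genes. The stem cell marker Lgr5 was higher in WENR-plus by 3.58 (SE 0.66, adjusted p = 0.00244) on the log2 scale in proximal and 4.63 (SE 0.71, adjusted p = 0.000478) in distal organoids, and the differentiation marker Krt20 changed by −5.09 (SE 0.63, adjusted p = 0.000401) and −5.33 (SE 0.64, adjusted p = 0.000122). A list of the stem cell markers Ephb2, Lgr5 and Ascl2 had a median log2 fold change of 3.53 (adjusted p = 0.0163) in proximal and 3.51 (adjusted p = 0.0346) in distal organoids, tested with camera. For the differentiation markers Muc2, Fabp2, Krt20 and Car1 it was −4.28 (adjusted p = 2.84e-06) and −3.10 (adjusted p = 0.00126).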

Culturing proximal and distal organoids without Wnt factors resulted in significant gene expression differences compared to culturing with Wnt factors. In the absence of exogenous Wnt signaling, 465 and 616 genes were up- and downregulated in proximal vs. distal comparisons in WENR-minus medium. In contrast, in the presence of Wnt factors, only 188 and 270 genes were up- and downregulated in proximal and distal comparisons in WENR-plus medium (Fig. 4a and Supplementary Fig. 5D). Thus, despite their similar basal transcriptomic profiles, proximal and distal colonic epithelial cells exhibit different molecular changes when external Wnt signaling is absent.

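The deposited counts gave 929 genes for this comparison, 440 higher and 489 lower in proximal Scramble-sgRNA organoids. The filter on low counts moved this number most, to 1619 genes without it, and 1604 of those calls were of genes that pass the filter. Among called genes with at least 5 CPM, the largest changes were at the floor of detection in 1 region. Proximal organoids held at least 363-fold less Aqp4 (adjusted p = 0.0119) and 200.1-fold less Hottip (adjusted p = 4.85e-06), and at least 33.2-fold more Tcf24 (adjusted p = 0.00462) and 23.5-fold more Cyp2c66 (adjusted p = 0.00748). In a list of 5 regional Hox genes, Hoxa13 and Hoxb13 had enough counts to be tested, and their log2 fold changes were −4.77 (SE 0.36, adjusted p = 3.77e-05) and −9.13 (SE 0.35, adjusted p = 2.74e-07). The median of both was −6.95, with an adjusted p of 6.65e-27, and both were also called when adjusted over the list alone. Hoxb13 never exceeded 18 reads in a proximal library and never fell under 1649 in a distal one, in either guide or medium.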

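In WENR-plus medium 104 genes were called higher and 163 lower in proximal than in distal Scramble-sgRNA organoids. This count depended more on the settings than the one in WENR-minus medium: it rose to 534 with DESeq2 and 1039 without a filter, and fell to 107 for genes with at least 10 counts in every library. At an unadjusted p under 0.05 there were 2165 genes, against 3984 in WENR-minus medium. The largest changes were again in genes near 0 in 1 region, with at least 566-fold less Aqp4 (adjusted p = 0.0236) and 130.1-fold less Hoxa10 (adjusted p = 3.01e-05) in proximal organoids. Zfp503 and Hoxd8 were at least 99.95-fold and 104-fold higher there (adjusted p = 3.01e-05 and 0.000598). The Hox list had a median log2 fold change of −6.64 (adjusted p = 3.75e-39).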

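Whether the region effect depends on the medium was tested directly in Scramble-sgRNA organoids. The difference between the region effects in WENR-minus and WENR-plus medium was called for 11 genes, 5 with a positive and 6 with a negative difference, against 1503 at an unadjusted p under 0.05. With RLE size factors 8 genes were called, 2 positive and 6 negative, and with DESeq2 153. Both media come from the same cultures, and with a replicate block 20 genes were called, or 199 with a block for each culture, added after the data had been seen. Car4 had a difference of −6.65 (SE 0.74, adjusted p = 0.0109) on the log2 scale. All 200 genes called for the regions in both media had the same direction in both. Of the 729 genes called in WENR-minus medium alone, 627 (86.0%) also had the same sign in WENR-plus medium.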

**Fig. 4:**
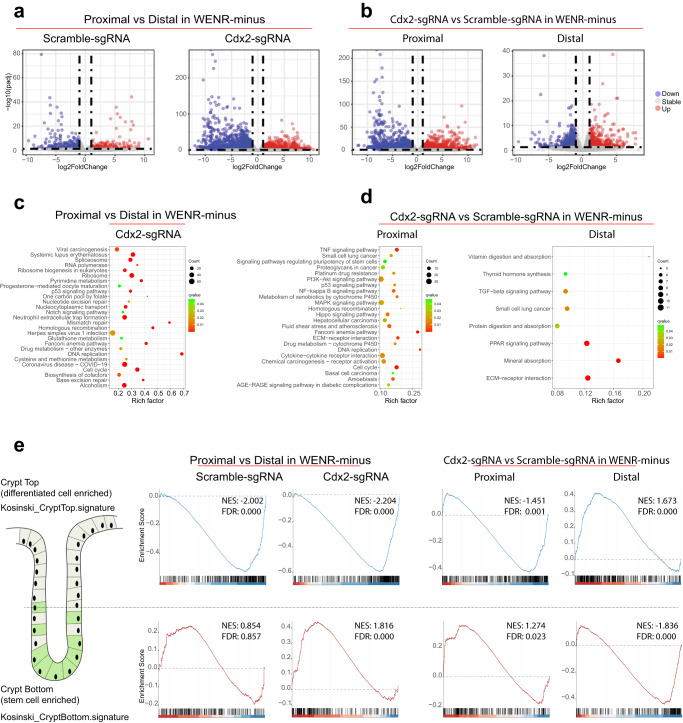
Alterations to key pathways and stemness versus differentiation status in proximal colon organoids upon loss of *Cdx2*. **a** Volcano maps representing the differentially expressed genes in proximal versus distal colon organoids, and those after *Cdx2* loss, cultured in WENR-minus medium (*n* = 2 biological replicates each). Differential gene expression analyses were corrected for multiple hypothesis using BH-methods implemented in R/DESeq2. **b** Volcano maps showing differentially expressed genes in proximal and distal colon organoids upon *Cdx2* loss compared to corresponding control organoids cultured in WENR-minus medium (*n* = 2 biological replicates each). Proximal organoids show greater number of genes with significantly altered expression compared to distal organoids. **c** Dot plots summarizing enriched KEGG pathways in the differentially expressed genes from comparing gene expression profiles of proximal versus distal colon organoids with *Cdx2* loss (Cdx2-sgRNA) cultured in WENR-minus medium (*n* = 2 biological replicates each). **d** Dot plots summarizing enriched KEGG pathways in proximal and distal colon organoids upon *Cdx2* loss compared to corresponding control organoids cultured in WENR-minus medium (*n* = 2 biological replicates each). **e** GSEA analysis showing *Cdx2* deficiency (Cdx2-sgRNA) results in decreased differentiated cell (Crypt Top) gene expression signatures and an increase in stemness (Crypt Bottom) signature in proximal colon organoids cultured in WENR-minus medium, but not distal colon organoids (*n* = 2 biological replicates each). Gene signatures are from Kosinski et al.^41^.

The transcriptional programs in proximal and distal organoids responded differently to Cdx2 loss in the presence or absence of exogenous Wnt signaling. 

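Cdx2-sgRNA and Scramble-sgRNA organoids of the proximal colon were compared in each medium. The test called 3239 genes in WENR-minus (1382 upregulated and 1857 downregulated) and 2427 in WENR-plus medium (1060 and 1367), and 1573 of 1596 shared genes had the same direction. They became 1790 and 1258 when genes with fewer than 10 counts in any library were left out, and 4728 and 3787 without a fold change threshold. In WENR-minus medium the largest changes were at least 620.3-fold lower Slc30a10 (adjusted p = 0.000140), 242-fold lower Ryr2 (adjusted p = 0.000306), 202-fold higher Wdr72 (adjusted p = 2.48e-05) and 154-fold higher Zfpm2 (adjusted p = 0.00190). In WENR-plus medium they were at least 78.1-fold lower Piwil4 (adjusted p = 9.10e-05), 53.7-fold lower Cped1 (adjusted p = 0.0168), 214-fold higher Scgb3a1 (adjusted p = 0.00302) and 152-fold higher Adm (adjusted p = 0.0164). Genes that changed beyond 2-fold in either replicate changed in the same direction in the other in 86.1 to 88.5% of cases in WENR-minus medium, over the pairings of the replicates.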

Proximal organoids with Cdx2 loss exhibited significant changes in gene expression compared to control organoids when grown in either WENR-minus or WENR-plus medium, with 1404 and 1669 genes up- and downregulated in the former, and 1082 and 1236 genes up- and downregulated in the latter (Fig. 4b and Supplementary Fig. 5D). In contrast, the impact of Cdx2 loss on distal organoids was less pronounced, with smaller changes in gene expression compared to control organoids grown in either WENR-minus (467 and 536 genes up- and downregulated) or WENR-plus media (86 and 62 genes up- and downregulated) (Fig. 4b and Supplementary Fig. 5D). 

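In distal organoids 802 genes were called after Cdx2 loss in WENR-minus medium (343 upregulated, 459 downregulated) and 40 in WENR-plus medium (21 and 19). At an unadjusted p under 0.05 there were 3984 and 973. The count in WENR-plus medium was the least stable, at 4 with only its own 4 libraries, 65 with a replicate block, 173 with DESeq2 and 586 without a filter. Without a filter 1531 genes were called in WENR-minus medium. Among the larger changes were at least 124-fold lower Thbs4 in WENR-minus (adjusted p = 0.00619) and at least 61.8-fold lower Slc30a10 in WENR-plus medium (adjusted p = 0.0380). Tchh rose by 7.74 (SE 1.47, adjusted p = 0.0107) on the log2 scale in WENR-minus and Cp by 6.44 (SE 0.85, adjusted p = 0.0121) in WENR-plus medium. Also at the floor of detection in 1 group, 5033404E19Rik was at least 28.8-fold lower and Hrnr at least 48.7-fold higher in WENR-minus medium (adjusted p = 0.00618 and 0.0425), and Adgrg6 at least 34.2-fold higher and Thbs4 at least 149-fold lower in WENR-plus medium (adjusted p = 0.0301 and 0.0354). Of the genes called in both regions, 292 of 356 in WENR-minus and 34 of 34 in WENR-plus medium changed in the same direction.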

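A count that is larger in one region than in the other is not itself a test of a difference, so the effect of Cdx2 loss in proximal organoids was tested against that in distal organoids gene by gene. This difference was called for 2180 genes in WENR-minus (791 positive, 1389 negative) and 762 in WENR-plus medium (187 and 575). The count in WENR-plus medium was 1220 with DESeq2 and 426 for genes with at least 10 counts in every library. A large difference was found for Cdx1, the paralog of Cdx2 (chromosome 18, 61018862 to 61036199). Its mean fell from 108 ± 8.73 to 0.366 ± 0.218 CPM (SD, n = 2) in proximal WENR-minus organoids, where 4 to 16 reads per library were left over both media. In distal WENR-minus organoids it was 106 ± 8.81 and 70.6 ± 0.105. The log2 fold changes were −8.26 (SE 0.33, adjusted p = 4.71e-08) and −0.58 (SE 0.21, adjusted p = 0.107) in WENR-minus, and −6.62 (SE 0.29, adjusted p = 1.69e-07) and −0.23 (SE 0.21, adjusted p = 0.968) in WENR-plus medium, proximal before distal. Proximal and distal effects on Cdx1 differed by −7.68 (SE 0.39, adjusted p = 6.11e-07) in WENR-minus and −6.38 (SE 0.36, adjusted p = 3.08e-06) in WENR-plus medium. Scramble-sgRNA organoids of both regions held like amounts of Cdx1 in WENR-minus medium, with a log2 fold change of 0.030 (SE 0.21, adjusted p = 0.956), or 0.14 without replicate 1 and −0.14 without replicate 2.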

The above findings suggest that Cdx2 plays differential roles in regulating the transcriptional programs of proximal and distal colonic epithelial cells.

### Key growth-promoting molecular pathways are upregulated in proximal colon organoids upon loss of *Cdx2*

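Reactome pathways of 15 to 500 tested genes (673 in all) stood in for the KEGG pathways of the study and were tested with camera. For Cdx2 loss, 91 pathways were called in proximal WENR-minus organoids (36 higher, 55 lower) and 110 in WENR-plus (10 and 100). In distal organoids 232 were called in WENR-minus (48 and 184) and 134 in WENR-plus medium (26 and 108). Pathways share genes, so these are not independent counts. Ranked enrichment with fgsea called 135, 153, 294 and 177 in the same order. Over-representation among the called genes (one-sided Fisher's exact test against 12880 genes), chosen after these counts had been seen, gave 52 and 57 proximal pathways, and 41 and 0 distal ones (11 at an unadjusted p under 0.05). The difference between the regions in the effect of Cdx2 loss was called by camera for 280 pathways in WENR-minus and 57 in WENR-plus medium.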

Geneset enrichment analyses showed that a greater number of pathways are affected upon *Cdx2* loss in proximal compared to distal organoids (Supplementary Fig. 5E). These pathways were found to be associated with key signaling pathways (Fig. 4c, d). 

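Named Reactome pathways were read for Cdx2-sgRNA against Scramble-sgRNA organoids in WENR-minus medium with camera. The pathway Cell Cycle (463 tested genes) had a median log2 fold change of 0.23 (adjusted p = 0.0188) in proximal and −0.31 (adjusted p = 3.75e-05) in distal organoids, and the effects differed by 0.51 (adjusted p = 2.39e-07). For DNA Replication (97 genes) the medians were 0.048 (adjusted p = 0.478) and −0.34 (adjusted p = 1.02e-05), with a difference of 0.42 (adjusted p = 0.000371). PI3K/AKT activation changed by −0.35 (adjusted p = 0.195) in proximal and 0.26 (adjusted p = 0.0682) in distal organoids. The PI3K cascade had −0.13 (adjusted p = 0.277) in proximal organoids, and ERK/MAPK targets had −0.40 (adjusted p = 0.478) and nuclear events mediated by MAP kinases −0.19 (adjusted p = 0.776). Hippo signaling (19 genes) had medians of 0.16 (adjusted p = 0.434) and 0.21 (adjusted p = 0.0235), and no difference between the regions was detected (−0.042, adjusted p = 0.902). Between proximal and distal Cdx2-sgRNA organoids, Cell Cycle and DNA Replication had medians of 0.76 (adjusted p = 3.66e-06) and 0.65 (adjusted p = 0.000167), and PI3K/AKT activation −0.53 (adjusted p = 0.000375).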

Upregulated pathways in Cdx2-sgRNA proximal organoids grown in WENR-minus medium include proliferation (replication, cell cycle, PI3/Akt, MAPK), stem cell pluripotency, and differentiation (Hippo pathway) (Fig. 4c, d), which contrasts with the very few pathways altered in corresponding distal organoids (Fig. 4d and Supplementary Fig. 5E). These pathways are critical for tumorigenesis and matched with the organoid growth phenotype shown earlier, i.e., Cdx2-sgRNA proximal, but not distal, colon organoids acquired transient Wnt-independent growth in the first 7-day passage. 

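Wnt signaling was read from a list of 20 Wnt target genes and from 3 Reactome pathways. After Cdx2 loss in proximal organoids the target list had a median log2 fold change of 0.15 (adjusted p = 0.439; 0.29 with genes at the floor of detection set to their limits; −0.0093 without replicate 1 and 0.44 without replicate 2) in WENR-minus and 0.048 (adjusted p = 0.790, −0.069 without replicate 1 and 0.084 without replicate 2) in WENR-plus medium. In WENR-minus medium it had 5 genes called higher and 5 lower, the same as when adjusted over the list alone. Axin2 changed by 0.58 (SE 0.33, adjusted p = 0.205), or −0.21 without replicate 1 and 1.56 without replicate 2. In distal organoids the list had −0.17 (adjusted p = 0.751, −0.12 with these limits) in WENR-minus and −0.19 (adjusted p = 0.330; −0.17 with these limits; −0.067 without replicate 1 and −0.27 without replicate 2) in WENR-plus medium. The same list rose with Wnt factors in Scramble-sgRNA organoids, by 2.09 in proximal (adjusted p = 8.72e-09) and 2.61 in distal ones (adjusted p = 9.39e-06). For Cdx2 loss in proximal WENR-minus organoids the pathway Signaling by Wnt (198 genes) had −0.068 (adjusted p = 0.663), TCF-dependent signaling −0.037 (adjusted p = 0.846) and beta-catenin-independent signaling −0.17 (adjusted p = 0.401). In WENR-plus medium Signaling by Wnt had −0.17 (adjusted p = 0.238), and fgsea called it lower there (adjusted p = 0.0248).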

Pathways related to cell cycle and proliferation were upregulated in Cdx2-sgRNA proximal organoids, but the Wnt pathway itself was not observed to be upregulated (Supplementary dataset 1, Supplementary Fig. 5G). These changes in gene expression at the pathway level help to explain why Cdx2-sgRNA proximal organoids exhibit only transient Wnt-independent growth. However, because the Wnt pathway is not strongly activated, these organoids do not have the ability to form new organoids in WENR-minus medium.

We next investigated key biological pathways to understand the transient growth ability of *Cdx2*-deficient proximal organoids in the absence of Wnt factors during the first passage. 

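Proliferation was read from the lists of S phase (43 genes) and G2M genes (54 genes) that Seurat uses to score the cell cycle. Between proximal and distal Cdx2-sgRNA organoids in WENR-minus medium, the S phase list had a median log2 fold change of 1.89 (adjusted p = 1.44e-08) and the G2M list 2.25 (adjusted p = 1.00e-14). The S phase list had 32 genes called higher and 1 lower, the same as when adjusted over the list alone, and the G2M list 44 and 0 (44 and 0 adjusted over the list alone). Over the 12 lists and 17 contrasts camera called 100 of 204 tests, of which 82 held under the rotation test fry and 15 when the correlation between genes was estimated. Both lists above were called by fry (adjusted p = 0.00244 and 0.00120) and neither with the estimated correlation (adjusted p = 0.376 and 0.295), the alternative that moved them most. In WENR-plus medium the same regions differed by −0.77 (adjusted p = 0.000597, −1.07 without replicate 1 and −0.44 without replicate 2) and −0.44 (adjusted p = 0.0812, −0.68 without replicate 1 and −0.14 without replicate 2). In Scramble-sgRNA WENR-minus organoids the medians were 0.31 (adjusted p = 0.279, 0.57 without replicate 1 and −0.19 without replicate 2) and 0.14 (adjusted p = 0.828, 0.23 without replicate 1 and −0.12 without replicate 2).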

Analyses of gene expression signatures reflecting well-defined biological processes in the Molecular Signatures Database (MSigDB) hallmark gene sets^40^ showed that proliferation-related gene sets ‘G2M_CHECKPOINT’ and ‘E2F_TARGETS’ were enriched in the *Cdx2*-deficient proximal organoids compared to corresponding distal colon organoids cultured in WENR-minus medium (Supplementary Fig. 5H). These gene sets were also upregulated when Cdx2-deficient proximal, but not distal, organoids were directly compared to their corresponding control (Scramble-sgRNA) organoids cultured in WENR-minus medium (Supplementary Fig. 5I). 

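Compared with Scramble-sgRNA organoids in WENR-minus medium, proximal Cdx2-sgRNA organoids had a median log2 fold change of 0.82 (adjusted p = 0.000399, 0.41 without replicate 1 and 1.32 without replicate 2) for S phase and 0.97 (adjusted p = 2.25e-07, 0.67 without replicate 1 and 1.58 without replicate 2) for G2M genes. The S phase list had 11 genes called higher and 1 lower (12 and 1 adjusted over the list alone), and the G2M list 23 and 0 (25 and 0 adjusted over the list alone). Under fry the G2M list was called (adjusted p = 0.0245) and the S phase list was not (adjusted p = 0.0586). Distal Cdx2-sgRNA organoids had lower values of both, with medians of −0.78 (adjusted p = 1.07e-06) and −1.05 (adjusted p = 8.43e-15), and 13 G2M genes were called lower (21 adjusted over the list alone). The proximal and distal effects differed by 1.79 (adjusted p = 5.31e-10, 1.08 without replicate 1 and 2.32 without replicate 2) for S phase and 2.04 (adjusted p = 1.20e-20) for G2M genes. In WENR-plus medium the order was the other way round, since proximal Cdx2-sgRNA organoids had medians of −0.95 (adjusted p = 5.08e-08) and −0.74 (adjusted p = 0.000228). Distal medians in WENR-plus were −0.29 (adjusted p = 1.01e-06) and −0.11 (adjusted p = 0.237, 0.056 without replicate 1 and −0.31 without replicate 2), and the effects of the regions differed by −0.66 (adjusted p = 0.000688, −0.99 without replicate 1 and −0.30 without replicate 2) and −0.62 (adjusted p = 0.00202, −0.84 without replicate 1 and −0.29 without replicate 2).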

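WENR-plus and WENR-minus medium were then compared within proximal Cdx2-sgRNA organoids. S phase genes had a median log2 fold change of 0.14 (adjusted p = 0.361, −0.12 without replicate 1 and 0.31 without replicate 2) and G2M genes 0.20 (adjusted p = 0.122, 0.029 without replicate 1 and 0.42 without replicate 2). The S phase list had 1 gene called higher and 0 lower, the same as when adjusted over the list alone, and the G2M list 1 gene called higher and 0 lower (0 and 0 adjusted over the list alone). With only the 4 libraries of this comparison the G2M list was called higher in WENR-plus (adjusted p = 0.0280). In proximal Scramble-sgRNA organoids the same comparison gave 1.99 (adjusted p = 4.16e-26) and 2.00 (adjusted p = 1.32e-28). Over all genes 978 were called for the medium in proximal Cdx2-sgRNA organoids (455 higher and 523 lower in WENR-plus). That count was 0 with only the 4 libraries, where 2958 genes had an unadjusted p under 0.05, and 1546 with a replicate block for each culture, added after the data had been seen.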

Importantly, proliferation-related pathways are similar in *Cdx2*-deficient proximal organoids grown in WENR-plus compared to WENR-minus medium indicating that *Cdx2* deficiency sufficiently results in activation of proliferation signals in proximal organoids independent of external Wnt activation (Supplementary Fig. 5J). In contrast, in Cdx2-deficient distal organoids activation of these proliferation pathways was dependent on exogenous Wnt from WENR-plus medium, with upregulation of these pathways only in WENR-plus condition (Supplementary Fig. 5K). These data highlight that *Cdx2* loss in proximal organoids specifically renders them insensitive to absence of Wnt-ligands during the first passage in WENR-minus medium by promoting expression of biological pathways important for growth.

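In distal Cdx2-sgRNA organoids, Wnt factors raised S phase genes by a median log2 fold change of 2.86 (adjusted p = 6.61e-18) and G2M genes by 2.92 (adjusted p = 2.69e-23). In distal Scramble-sgRNA organoids the rise was 2.32 (adjusted p = 7.50e-21) and 1.97 (adjusted p = 1.92e-16). Of 5055 genes called for the medium in distal Cdx2-sgRNA organoids, 3344 were also called in Scramble-sgRNA organoids, 3343 of them in the same direction. The effect of Wnt factors in Cdx2-sgRNA minus that in Scramble-sgRNA organoids had a median of −1.84 (adjusted p = 2.36e-29) for S phase and −1.74 (adjusted p = 4.90e-30) for G2M genes in proximal organoids. In distal organoids the medians were 0.45 (adjusted p = 0.0114) and 0.84 (adjusted p = 1.97e-16), and under fry neither was called (adjusted p = 0.568 and 0.130). Over all genes this difference was called for 550 in proximal and 0 in distal organoids, against 3277 and 1457 at an unadjusted p under 0.05. With a replicate block the counts were 829 and 8, and with a block for each culture, added after the data had been seen, 1596 and 48.

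**Figure D2:**
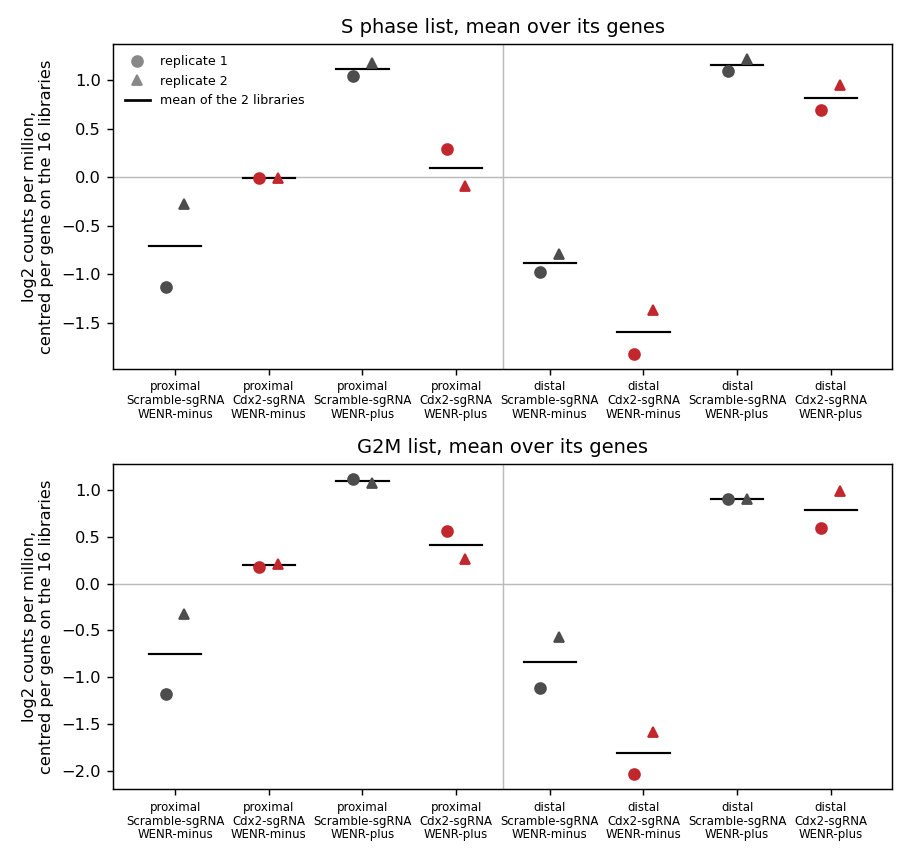
Mean over the S phase list (top) and the G2M list (bottom) of log2 CPM centred per gene on the 16 libraries (y axis) in the 8 groups (x axis), with Scramble-sgRNA in grey, Cdx2-sgRNA in red, circles for replicate 1, triangles for replicate 2 and black lines for the means. Proximal Cdx2-sgRNA organoids have G2M means of 0.18 and 0.21 in WENR-minus and 0.57 and 0.26 in WENR-plus, and distal ones −2.04 and −1.58 against 0.60 and 0.99.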

### Cdx2 regulates stem cell and differentiation programs specifically in the proximal colon stem cells

Based on the findings above, we asked if Cdx2 plays differential roles in maintaining colonic stem cell and differentiation phenotypes in proximal and distal colon epithelial cells. To this end we analyzed enrichment of gene signatures specific to the stem cell and differentiated cell compartments in the colon crypt. We obtained gene signatures corresponding to bottom of colon crypts (enriched for stem cells) and the top regions of the crypts (enriched for differentiated cells)^41^ (Fig. 4e). Additionally, we mined gene expression signatures of human colonic epithelial cell types derived using single-cell RNA-seq analyses^42^. 

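A list of 20 genes of the crypt bottom (Lgr5, Ascl2, Ephb2, Smoc2, Axin2 and others; 19 tested) was fixed in place of the published signatures. Between proximal and distal Cdx2-sgRNA organoids in WENR-minus medium its median log2 fold change was 1.09 (adjusted p = 0.0919, 0.95 with genes at the floor of detection set to their limits), with 7 genes called higher and 1 lower, the same as when adjusted over the list alone. Ephb2 was higher in proximal organoids by 0.85 (SE 0.22, adjusted p = 0.00706), and Ascl2, at the floor of detection in distal Cdx2-sgRNA organoids, was at least 1.85-fold higher (adjusted p = 0.0365). The stem cell markers of the study had a median of 1.53 (adjusted p = 0.279, 0.88 with these limits). In Scramble-sgRNA organoids the crypt bottom list had 0.32 (adjusted p = 0.193, 0.33 without replicate 1 and −0.011 without replicate 2).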

The crypt-bottom stem cell signature (CryptBottom_signature) is enriched in proximal organoids with *Cdx2* loss compared to corresponding distal organoids in WENR-minus medium (Fig. 4e, bottom panel). In contrast, the differentiated crypt top cell signature (CryptTop_signature) was reduced in proximal organoids with *Cdx2* loss compared to corresponding distal organoids in WENR-minus medium (Fig. 4e, top panel). 

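For differentiated cells of the crypt top a list of 24 colonocyte genes was used (Krt20, Car1, Car4, Slc26a3, Aqp8, Guca2a and others). It had a median log2 fold change of −4.70 (adjusted p = 1.74e-18, −3.59 with genes at the floor of detection set to their limits) in proximal against distal Cdx2-sgRNA WENR-minus organoids, with 0 genes called higher and 20 lower, the same as when adjusted over the list alone. The call held under fry (adjusted p = 8.14e-05) but not with the correlation estimated from the data (adjusted p = 0.124).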

The wild-type (Scramble-sgRNA control) proximal organoids showed decrease in the differentiated cell signature compared to corresponding distal organoids in WENR-minus medium indicating inherent disposition of the proximal colon epithelial cells to reduced activation of differentiation pathways in response to absence of exogenous Wnt factors (Fig. 4e, top panel). 

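In Scramble-sgRNA organoids in WENR-minus medium the colonocyte list was lower in proximal than in distal organoids by a median log2 fold change of −0.60 (adjusted p = 0.000519), with 1 gene called higher and 4 lower, the same as when adjusted over the list alone. It was not called under fry (adjusted p = 0.104). In WENR-plus medium the median was −0.066 (adjusted p = 0.324; −0.10 with genes at the floor of detection set to their limits; 0.22 without replicate 1 and −0.37 without replicate 2), and the difference between the media was −0.50 (adjusted p = 4.18e-05, −1.02 without replicate 1 and −0.31 without replicate 2).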

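Each list was also compared between Cdx2-sgRNA and Scramble-sgRNA organoids of the same region in WENR-minus medium. In proximal organoids the colonocyte list had a median log2 fold change of −3.91 (adjusted p = 3.22e-19), with 0 genes called higher and 19 lower (0 and 20 adjusted over the list alone). The crypt bottom list had −0.13 (adjusted p = 0.842, −0.39 without replicate 1 and 0.42 without replicate 2), with 3 genes called higher and 4 lower, the same as when adjusted over the list alone. For that list camera gave a rise and fry a fall, neither of them called (fry adjusted p = 0.931). The stem cell markers of the study, Ephb2, Lgr5 and Ascl2, changed by −0.13 (SE 0.21, adjusted p = 0.670), −0.73 (SE 0.65, adjusted p = 0.422) and −0.46 (SE 0.71, adjusted p = 0.659), a median of −0.46 (adjusted p = 0.851, −0.61 without replicate 1 and 0.14 without replicate 2). Leaving out a replicate gave Lgr5 values of −1.12 without replicate 1 and 0.14 without replicate 2. The differentiation markers Muc2, Fabp2, Krt20 and Car1 had a median of −7.52 (adjusted p = 2.25e-05), with 0 genes called higher and 3 lower, the same as when adjusted over the list alone. In distal organoids the colonocyte list had 0.57 (adjusted p = 0.546, 0.95 without replicate 1 and 0.23 without replicate 2), with 2 genes called higher and 4 lower (4 and 7 adjusted over the list alone), the crypt bottom list −0.46 (adjusted p = 0.113; −0.32 with genes at the floor of detection set to their limits; −0.12 without replicate 1 and −0.23 without replicate 2) and the differentiation markers 0.47 (adjusted p = 0.842, 0.62 without replicate 1 and 0.24 without replicate 2). The proximal effect minus the distal one was −4.11 (adjusted p = 2.02e-23) for the colonocyte list, and 0.44 (adjusted p = 0.145, −0.030 without replicate 1 and 0.94 without replicate 2) for the crypt bottom list.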

Direct comparison of these gene expression signatures in *Cdx2*-deficient (Cdx2-sgRNA) vs. control proximal organoids in WENR-minus condition highlights the increase in stem cell signature and decrease in differentiation signature upon *Cdx2* loss specifically in the proximal organoids (Fig. 4e), while distal organoids lacking *Cdx2* showed absolutely the opposite patterns when grown in WENR-minus medium (Fig. 4e). These analyses reveal the importance of Cdx2 in regulating stem cell and differentiation related gene signatures specifically in the proximal colonic epithelial cells.

The above shifts towards increased stem and decreased differentiated states in proximal organoids upon loss of *Cdx2* were corroborated by analyses of the gene expression signatures from the single-cell datasets (Supplementary Fig. 6A–D). Gene expression signatures corresponding to differentiated cell types (colonocytes, crypt top colonocytes, enteroendocrine, goblet cells) showed a significant decrease in the Cdx2-sgRNA proximal organoids compared to corresponding distal organoids in WENR-minus medium (Supplementary Fig. 6A). 

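Lists of 15 goblet cell genes (14 tested) and 16 enteroendocrine genes (15 tested) were read beside the colonocyte list. In proximal against distal Cdx2-sgRNA organoids in WENR-minus medium the goblet cell list had a median log2 fold change of −6.74 (adjusted p = 1.58e-05, −6.00 with genes at the floor of detection set to their limits), with 0 genes called higher and 12 lower (0 and 13 adjusted over the list alone). The enteroendocrine list had −7.01 (adjusted p = 6.74e-09, −4.68 with these limits), with 0 genes called higher and 12 lower (0 and 14 adjusted over the list alone), and 12 of its genes were at the floor of detection in 1 group. In Scramble-sgRNA organoids the goblet cell list had 0.19 (adjusted p = 0.751, 0.69 without replicate 1 and −0.29 without replicate 2) and the enteroendocrine list −1.22 (adjusted p = 2.38e-05). Under fry both lists were called in Cdx2-sgRNA organoids (adjusted p = 0.00540 and 6.00e-07).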

The Cdx2-sgRNA proximal organoids showed reduced expression of differentiated cell markers regardless of being grown in WENR-plus or minus medium (Supplementary Fig. 6B, D). 

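Against Scramble-sgRNA organoids of the same region, proximal Cdx2-sgRNA organoids had lower differentiated cell lists in both media. In WENR-minus medium the goblet cell list had a median log2 fold change of −6.36 (adjusted p = 6.74e-09, −5.89 with genes at the floor of detection set to their limits) and the enteroendocrine list −6.43 (adjusted p = 4.43e-08, −3.73 with these limits). In WENR-plus medium they had −4.94 (adjusted p = 1.28e-07, −4.68 with these limits) and −3.72 (adjusted p = 1.40e-06, −2.49 with these limits). The colonocyte list in WENR-plus medium had −1.96 (adjusted p = 3.48e-05; −1.18 with these limits; −1.15 without replicate 1 and −1.78 without replicate 2), with 1 gene called higher and 12 lower, the same as when adjusted over the list alone. The differentiation markers of the study had −3.18 (adjusted p = 0.0545) there, and of these Krt20 rose by 2.78 (SE 0.57, adjusted p = 0.00515) while Fabp2 changed by −3.21 (SE 0.84, adjusted p = 0.0179). The goblet cell regulator Atoh1 was at least 193-fold lower in WENR-plus medium (adjusted p = 7.83e-05), and Muc2 changed by −8.61 (SE 1.00, adjusted p = 0.000102) in WENR-minus and −5.97 (SE 0.89, adjusted p = 0.000874) in WENR-plus medium.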

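Cdx2 loss in distal organoids gave medians of −0.016 (adjusted p = 0.653, −0.71 without replicate 1 and 0.37 without replicate 2) and 0.32 (adjusted p = 0.744, −0.56 without replicate 1 and 0.62 without replicate 2) for goblet cell genes in WENR-minus and WENR-plus medium. They were −0.20 (adjusted p = 0.819, 0.048 without replicate 1 and −0.38 without replicate 2) and 0.23 (adjusted p = 0.788, −0.12 without replicate 1 and −0.028 without replicate 2) for enteroendocrine genes, and 0.24 (adjusted p = 0.137; 0.21 with genes at the floor of detection set to their limits; 0.49 without replicate 1 and 0.075 without replicate 2) for colonocyte genes in WENR-plus medium. In WENR-plus medium the proximal effect minus the distal one was −5.46 (adjusted p = 4.42e-11) for goblet cell, −4.12 (adjusted p = 2.74e-09) for enteroendocrine and −1.47 (adjusted p = 6.23e-08) for colonocyte genes. In WENR-minus medium it was −6.57 (adjusted p = 5.31e-10) for goblet cell and −5.47 (adjusted p = 6.74e-09) for enteroendocrine genes.

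**Figure D3:**
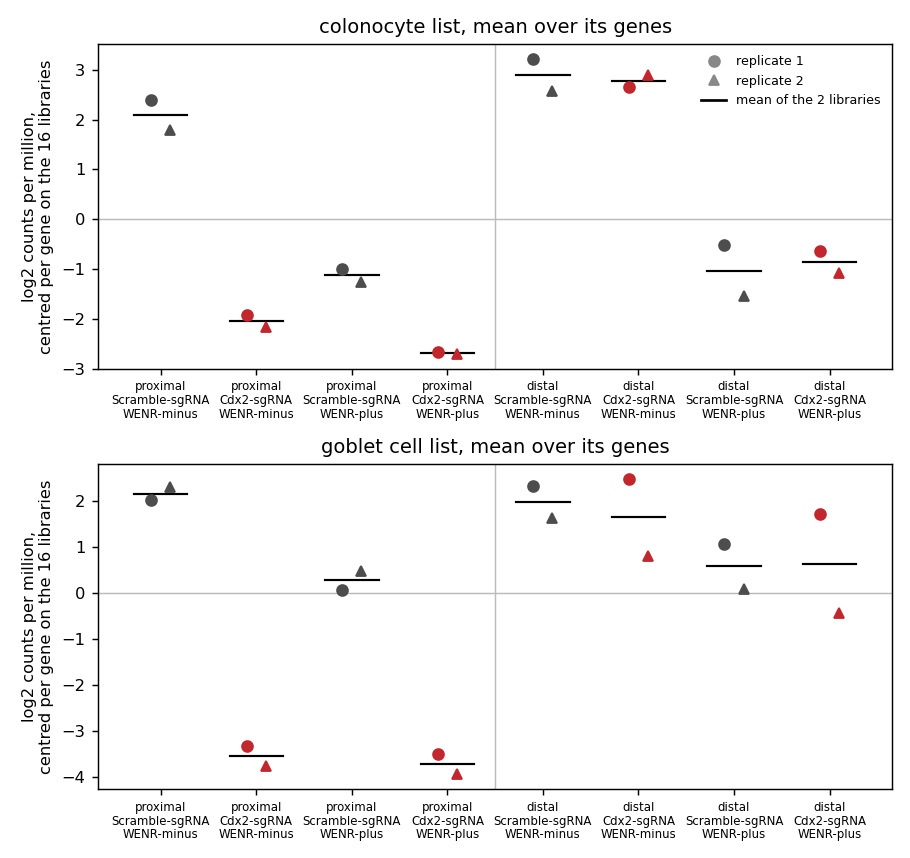
Mean over the colonocyte list (top) and the goblet cell list (bottom) of log2 CPM centred per gene on the 16 libraries (y axis) in the 8 groups (x axis), with Scramble-sgRNA in grey, Cdx2-sgRNA in red, circles for replicate 1, triangles for replicate 2 and black lines for the means. Goblet cell means are lowest in the 4 proximal Cdx2-sgRNA libraries (−3.31 and −3.75 in WENR-minus, −3.49 and −3.93 in WENR-plus).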

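In WENR-plus medium the crypt bottom list was compared between proximal and distal Cdx2-sgRNA organoids. Its median log2 fold change was −0.30 (adjusted p = 0.662; −0.21 with genes at the floor of detection set to their limits; −0.12 without replicate 1 and 0.0099 without replicate 2), with 3 genes called higher and 4 lower, the same as when adjusted over the list alone. The stem cell markers Ephb2, Lgr5 and Ascl2 had a median of 0.57 (adjusted p = 0.530, 0.11 without replicate 1 and 1.67 without replicate 2). In Scramble-sgRNA organoids of both regions the crypt bottom list had −0.10 (adjusted p = 0.430, −0.049 without replicate 1 and 0.073 without replicate 2).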

Proximal organoids with *Cdx2* loss displayed an elevated stem cell state, regardless of exogenous Wnt factors, as evident in the enrichment of the stem cell signature (Undifferentiated #1)^42^ in proximal organoids when compared to distal organoids (Supplementary Fig. 6A, C). Finally, the Cdx2-sgRNA proximal, but not distal, organoids sustained increased stem cell signature independent of Wnt-ligands as the stem cell marker genes were upregulated upon Cdx2 loss regardless of being grown in WENR-plus or minus medium (Supplementary Fig. 6B, D).

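After Cdx2 loss in WENR-plus medium the crypt bottom list had a median log2 fold change of −0.44 (adjusted p = 0.0812, −0.14 without replicate 1 and −0.87 without replicate 2) in proximal organoids, with 2 genes called higher and 6 lower, the same as when adjusted over the list alone. With only the 4 libraries of this comparison the fall was called (adjusted p = 0.0352). The distal median was −0.12 (adjusted p = 0.0416, −0.050 without replicate 1 and −0.29 without replicate 2), and the proximal effect minus the distal one 0.18 (adjusted p = 0.341, 0.11 without replicate 1 and −0.12 without replicate 2). Ephb2, Lgr5 and Ascl2 changed by 0.0068 (SE 0.21, adjusted p = 0.990), 0.87 (SE 0.58, adjusted p = 0.307) and 0.20 (SE 0.56, adjusted p = 0.833) in proximal WENR-plus organoids, a median of 0.20 (adjusted p = 0.704). In distal organoids the median of the 3 markers was −0.99 (adjusted p = 0.0349) in WENR-minus and −0.087 (adjusted p = 0.751, 0.27 without replicate 1 and −0.72 without replicate 2) in WENR-plus medium, and the proximal effect minus the distal one 0.72 (adjusted p = 0.308, 0.30 without replicate 1 and 1.13 without replicate 2) and 0.39 (adjusted p = 0.552, 0.010 without replicate 1 and 1.05 without replicate 2). In WENR-minus medium Ephb2 changed there by −0.85 (SE 0.22, adjusted p = 0.0320), and Ascl2, at the floor of detection in distal Cdx2-sgRNA organoids, was at least 2.34-fold lower (adjusted p = 0.0738).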

Taken together, above gene expression analyses show that *Cdx2* is important in regulating cell proliferation pathways, and the stem cell and differentiation gene expression signatures in the proximal colon organoids. Activation of the proliferation and stem cell related pathways in conjunction with suppression of genes involved in differentiation in response to *Cdx2* loss in proximal organoids may thus lead to transient independence from Wnt factors, and play critical roles in facilitating *BRAF*^*V600E*^-induced tumorigenesis.

### Cdx2 directs transcriptional programs critical for maintenance of differentiation responsive genes in proximal colon stem cells

As Cdx2 is an important homeobox transcription factor that binds to gene regulatory elements^25^, we determined its genomic targets to understand mechanisms underlying the maintenance of differential transcriptional landscape in the proximal and distal organoids by Cdx2. ChIP-seq analyses of genomic target binding sites of Cdx2 were performed in three independent mouse-derived proximal and distal colon organoid cultures grown in WENR-plus or minus medium. These analyses revealed a unique dependence of proximal organoids on Cdx2 for expression of Cdx2-bound target genes (Fig. 5a). As shown in the PCA analysis (Fig. 5b), most of the variation in the genomic binding sites of Cdx2 was derived from independent mouse groups (PC1), while the next major source of variation was derived from the proximal vs distal colon site of origin of the organoids (PC2). This latter observation is reflected in the large numbers of differential Cdx2-bound genomic sites between proximal and distal organoids, which were observed to occur independent of organoid culture in WENR-plus or minus medium (Fig. 5a). Exogenous Wnt signaling had little impact on Cdx2 binding as the Cdx2 binding profiles of each of the proximal and distal organoids cultured in WENR-plus or minus medium tended to cluster together (Fig. 5b). Accordingly, there are very few genomic sites with differential Cdx2 binding in both proximal and distal colon organoids cultured in WENR-plus medium vs. WENR-minus medium (Fig. 5a).

**Fig. 5:**
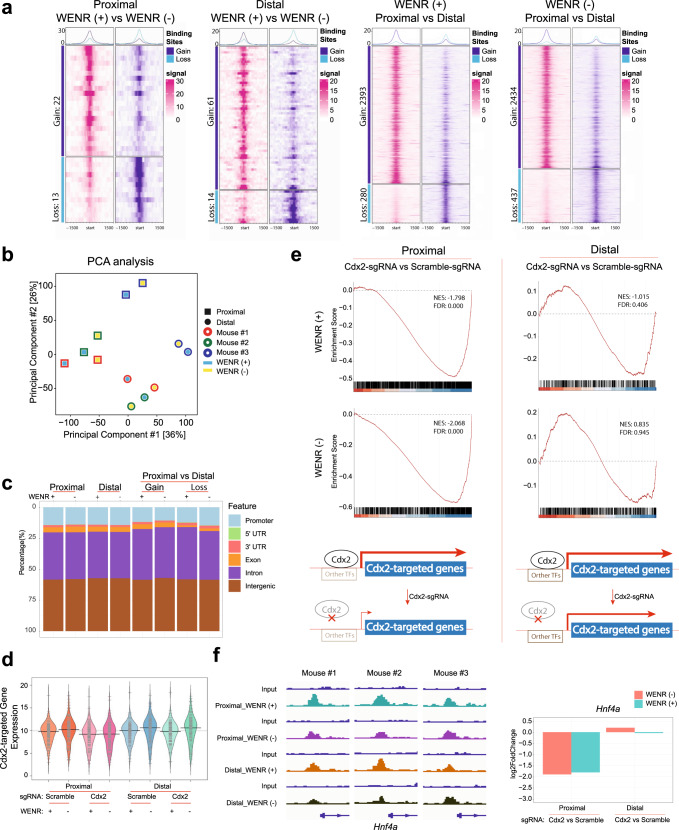
Cdx2 directs transcriptional program critical for maintenance of differentiation responsive genes in proximal colon stem cells. **a** ChIP-seq heatmaps showing differential binding of Cdx2 in proximal or distal colon organoids cultured in WENR-plus versus WENR-minus medium (the two panels on the left), and in proximal versus distal colon organoids cultured in WENR-plus or -minus medium (the two panels on the right) (*n* = 3 biological replicates). **b** PCA representation of Cdx2 enrichment at genomic loci. Each dot of the same color represents 3 replicates from independent mice-derived proximal and distal colon organoids cultured in WENR-plus or -minus medium. **c** Annotation with respect to gene structure for regions bound by Cdx2 at sites across the genome in proximal or distal colon organoids cultured in WENR-plus or -minus medium, and annotation for those regions showing gain or loss of Cdx2 binding in proximal versus distal colon organoid cultured in WENR-plus or -minus medium. **d** Violin maps summarizing the expression changes of genes whose promoters are directly bound by Cdx2 in proximal and distal colon organoids with or without Cdx2 deficiency cultured in WENR-plus or -minus medium (*n* = 2 biological replicates for gene expression data). **e** GSEA results from comparing gene expression of genes whose promoters are bound by Cdx2 in proximal and distal organoids. Comparisons are made between Cdx2 deficient (Cdx2-sgRNA) vs. control (Scramble-sgRNA) for proximal and distal organoids grown in WENR-plus (top panel) or WENR-minus (middle panel) (*n* = 2 biological replicates for gene expression data). Schematic model diagram showing that Cdx2-bound genes in proximal organoids are dependent on Cdx2 for their expression while in distal organoids these genes are less dependent on Cdx2. **f** Left panel shows ChIP-seq enrichment traces showing Cdx2 binding in *Hnf4a* gene locus for the three replicates of proximal and distal colon organoids cultured in WENR-plus or -minus medium. Right panel shows histogram summarizing *Hnf4a* mRNA expression changes in *Cdx2* deficient (Cdx2-sgRNA) versus control proximal and distal colon organoids cultured in WENR-plus or -minus medium. Barplots depict mean log2-fold change differences in gene expression from DESeq2 analyses. (*n* = 2 biological replicates for each comparison).

Genomic region annotation of Cdx2 binding sites shows that Cdx2 binds to similar regulatory sites in both proximal and distal colon organoids. Approximately 12.5% of binding sites are located in the promoter area, while over 75% of binding sites are found within intronic and intergenic regions. These regions potentially represent enhancer elements (Fig. 5c). In total we observe 1651 number of genes with Cdx2 enrichment near the gene promoters (±3Kb around TSS) in the proximal and distal organoids across the WENR-plus and -minus media, with a significant set of genes commonly targeted among these conditions (*p*-value < 10^−16^). Genes with Cdx2 enrichment at their promoters were found to be enriched for the gene expression signature of enterocyte of colon epithelium in the Tabula Muris cell types (adjusted *p*-value = 0.0005927; all other cell types, including cell types corresponding to colon stem cells did not show any significant enrichment). We addressed the differential roles of Cdx2 in gene expression regulation in proximal and distal organoid by analyzing the impact of *Cdx2* loss on expression differences of genes whose promoter is bound by Cdx2 in both proximal and distal organoids (Fig. 5d, e). Strikingly, only in the proximal colon organoids Cdx2 was found to be critical for expression of the genes whose promoter is bound by Cdx2 (Fig. 5d). Genes targeted by Cdx2 have a significant overlap with the differentially expressed genes identified in proximal organoids with Cdx2 loss compared to that if the distal organoids with Cdx2 loss in both WENR-plus and -minus media (*p*-value ≤ 0.001, Supplementary Fig. 5L). Cdx2 loss in the proximal colon organoids resulted in significant downregulation of Cdx2-targeted genes in both WENR-plus or minus medium. In contrast, distal organoids did not show significant changes in expression of the Cdx2-targeted genes (Supplementary Fig. 5L). Importantly, the Cdx2-targeted genes were upregulated when control proximal or distal organoids are transferred to WENR-minus medium, indicating that induction of differentiation due to removal of Wnt-factors^43^ is accompanied by increase in expression of these Cdx2-targeted genes (Fig. 5d). This is consistent with previous studies showing that Cdx2 controls expression of genes important in differentiation processes in colonic epithelium^25^. Our findings here show that proximal colon stem cells are more dependent on Cdx2 in regulating expression of these differentiation responsive genes.

The deep dependency of the proximal organoids on the Cdx2-maintained transcriptional program is highlighted in the geneset enrichment analyses showing significant downregulation of these genes in *Cdx2*-mutant proximal organoids compared to corresponding control organoids in both WENR-plus or minus conditions, while distal organoids are resilient to *Cdx2* loss in both WENR-plus or minus conditions (Fig. 5e). 

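Car1 (chromosome 3, 14766216 to 14808368) and Hnf4a (chromosome 2, 163506808 to 163572910) were read in each group. In Scramble-sgRNA organoids Car1 rose from 176 ± 44.8 to 7331 ± 1950 CPM (SD, n = 2) between WENR-plus and WENR-minus medium in proximal and from 201 ± 53.6 to 3953 ± 1262 in distal organoids. The log2 fold changes of WENR-plus against WENR-minus medium were −5.38 (SE 0.42, adjusted p = 7.02e-05) and −4.30 (SE 0.40, adjusted p = 3.92e-05). Hnf4a rose from 252 ± 3.41 to 839.8 ± 108 in proximal and from 373 ± 104 to 1347 ± 18.0 in distal organoids, with log2 fold changes of −1.74 (SE 0.29, adjusted p = 0.00164) and −1.85 (SE 0.30, adjusted p = 0.000581).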

Some specific examples of the Cdx2-targeted genes upregulated in response to differentiation signals in base medium are *Car1* and *Hnf4a*, the former being a colon epithelial differentiation marker and the latter a key differentiation regulator^44,45^. This loss of upregulation with *Cdx2* deficiency for both of these genes is seen in proximal but not distal colon organoids despite the fact that their promoters are bound by Cdx2 in both proximal and distal organoids (Fig. 5f and Supplementary Fig. 5N) suggesting a model wherein proximal colon stem cells are more dependent on Cdx2 to induce a differentiation-specific transcriptional program (Fig. 5e, bottom panel). 

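In proximal Cdx2-sgRNA organoids Car1 stayed at 19.7 ± 3.83 CPM in WENR-plus and 15.7 ± 5.99 in WENR-minus medium (SD, n = 2), a log2 fold change of 0.33 (SE 0.37, adjusted p = 0.606) for WENR-plus against WENR-minus. The effect of the medium differed from that in Scramble-sgRNA organoids by 5.72 (SE 0.54, adjusted p = 0.00147). Hnf4a was lower than in Scramble-sgRNA organoids in both media, at 48.6 ± 24.3 and 142 ± 18.5, and its change between the media was −1.55 (SE 0.29, adjusted p = 0.00786). This change differed from the one in Scramble-sgRNA organoids by 0.19 (SE 0.41, adjusted p = 0.861), or −0.41 without replicate 1 and 0.61 without replicate 2, which is not a detectable difference. In distal Cdx2-sgRNA organoids Car1 went from 432 ± 126 to 7975 ± 846 and Hnf4a from 371 ± 32.4 to 1725 ± 35.7, with log2 fold changes of −4.21 (SE 0.40, adjusted p = 1.55e-05) and −2.22 (SE 0.30, adjusted p = 0.000120) for WENR-plus against WENR-minus. The medium effects of Cdx2-sgRNA and Scramble-sgRNA distal organoids differed by 0.091 (SE 0.50, adjusted p = 1) for Car1 and −0.37 (SE 0.40, adjusted p = 0.850) for Hnf4a.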

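Against Scramble-sgRNA organoids of the same region and medium, Car1 changed by a log2 fold change of −8.88 (SE 0.50, adjusted p = 5.49e-07) in proximal WENR-minus and −3.16 (SE 0.39, adjusted p = 0.000239) in proximal WENR-plus organoids. Distal values were 1.01 (SE 0.35, adjusted p = 0.0967) and 1.10 (SE 0.36, adjusted p = 0.439). The proximal and distal effects differed by −9.89 (SE 0.59, adjusted p = 1.64e-06) in WENR-minus and −4.26 (SE 0.52, adjusted p = 0.000928) in WENR-plus medium. For Hnf4a the proximal effect minus the distal one was −2.92 (SE 0.41, adjusted p = 0.000956) and −2.37 (SE 0.41, adjusted p = 0.00722). From the loss of upregulation of both genes in proximal organoids alone, although Cdx2 binds their promoters in both regions, the paper proposes that proximal stem cells depend more on Cdx2 to induce differentiation (Fig. 5f and Supplementary Fig. 5N).

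**Figure D4:**
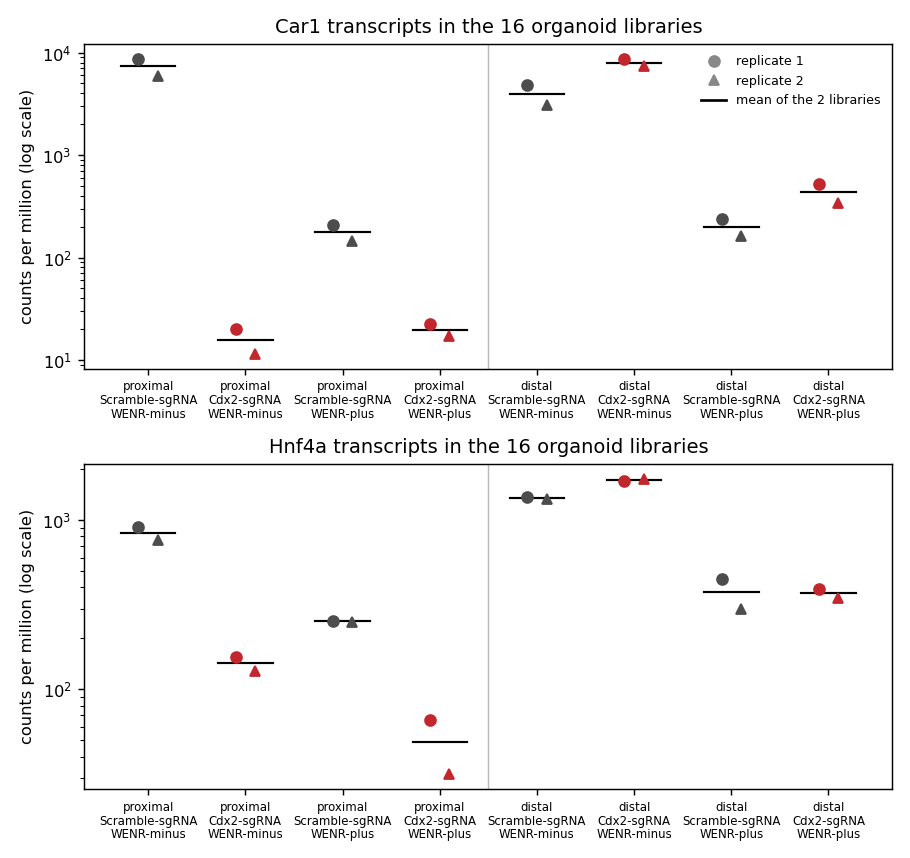
CPM (y axis, log scale) of Car1 (top) and Hnf4a (bottom) in the 8 groups (x axis), with Scramble-sgRNA in grey, Cdx2-sgRNA in red, circles for replicate 1, triangles for replicate 2 and black lines for the means. Car1 lies at 19.9 and 11.4 in the proximal Cdx2-sgRNA WENR-minus libraries against 8710 and 5952 in Scramble-sgRNA, and Hnf4a at 155 and 129 against 916 and 764.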

In summary, these data suggest that the suppression of the differentiation program due to Cdx2 loss may thus drive *BRAF*^*V600E*^-induced tumors specifically in the proximal organoids, illustrated in the previous sections.

### *Cdx2* loss in mouse proximal colon organoids recapitulates the gene expression patterns of human colon cancers with low *CDX2* expression

The data in the above sections, including our mouse and in vitro organoid data, are highly correlated with the transcriptional state of CDX2 in human colon cancers. Analyses of the TCGA colon cancer data^3^ shows that *CDX2* mRNA is most downregulated in proximal colon cancers (Fig. 6a), which was further corroborated in an independent colon cancer gene expression dataset (Fig. 6b), consistent with previous findings^19^. IHC analyses in a set of proximal and distal colon cancers further show that CDX2 protein level is lower in proximal compared to distal colon cancers (Supplementary Fig. 7A–C). These associations match with observations that colon cancers with low *CDX2* expression predominantly occur in the proximal side of the colon (*p*-val < 0.001) and/or in the context of *BRAF* mutation (*p*-val < 0.001) (Fig. 6c)^19,46^. We thus tested if the transcriptional programs identified in the mouse proximal organoids lacking *Cdx2* relates to the transcriptional state in human proximal colon cancers with low *CDX2* expression. Using the TCGA colon cancer gene expression cohort, we identified gene sets whose expression is correlated with *CDX2* expression in proximal and distal colon cancers, and analyzed expression of these genes in our organoid model. The majority of these CDX2-correlated genes from human proximal colon cancers were significantly downregulated in the proximal colon organoids with *Cdx2* loss (in both WENR-minus and plus) (Fig. 6d). In contrast, CDX2-correlated genes from human distal colon cancers were not significantly altered in distal organoids upon *Cdx2* loss (Fig. 6d). 

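Hnf4a and Vil1 (chromosome 1, 74409376 to 74435559) were compared between Cdx2-sgRNA and Scramble-sgRNA organoids. In proximal organoids the log2 fold changes in WENR-minus and WENR-plus medium were −2.57 (SE 0.30, adjusted p = 0.000115) and −2.38 (SE 0.30, adjusted p = 0.000314) for Hnf4a, and −1.61 (SE 0.19, adjusted p = 0.000128) and −0.32 (SE 0.19, adjusted p = 0.248) for Vil1. Vil1 therefore passed the fold change threshold in WENR-minus medium alone. The effect of WENR-plus on Vil1 in Cdx2-sgRNA minus that in Scramble-sgRNA organoids was 1.29 (SE 0.27, adjusted p = 0.0302) in proximal organoids. Mean CPM (± SD, n = 2) of Vil1 were 598 ± 30.7 and 196 ± 22.3 in proximal Scramble-sgRNA and Cdx2-sgRNA WENR-minus organoids. In distal WENR-minus organoids the log2 fold changes were 0.36 (SE 0.29, adjusted p = 0.470) for Hnf4a and 0.66 (SE 0.19, adjusted p = 0.0490) for Vil1. Distal WENR-plus values were −0.0091 (SE 0.29, adjusted p = 1) and 0.31 (SE 0.19, adjusted p = 0.908), and for Hnf4a 0.19 without replicate 1 and −0.18 without replicate 2. The proximal effect minus the distal one was −2.27 (SE 0.27, adjusted p = 0.000309) for Vil1 in WENR-minus and −0.63 (SE 0.27, adjusted p = 0.208) in WENR-plus medium.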

Amongst the CDX2-correlated genes from human colon cancers, those downregulated in proximal organoids with *Cdx2* loss included the key epithelial regulatory genes, such as *Hnf4A*, *Satb2*, and *Vil1* (Fig. 6f). In human proximal colon cancers these genes are significantly downregulated (Fig. 6a) and furthermore their expression is significantly correlated with *CDX2* expression (Fig. 6e). Thus, disruption of *Cdx2* in proximal organoids resulted in an altered transcriptional expression state of key mediators of epithelial cell maintenance in proximal colon stem cells, such as *Hnf4a* and *Satb2*, that recapitulates the transcriptional state of human proximal colon cancers with low CDX2.

**Fig. 6:**
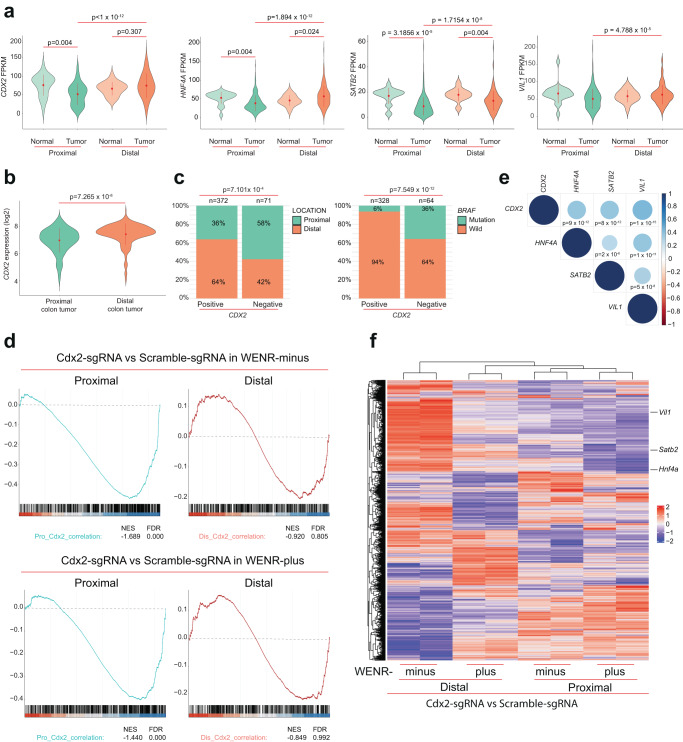
*Cdx2* loss in mouse proximal colon organoid recapitulates gene expression patterns of human colon cancers with low *CDX2* expression. **a** Violin plots showing expression of *CDX2*, *HNF4A*, *SATB2*, and *VIL1* in normal proximal colon tissue, proximal colon cancer, normal distal colon tissue and distal colon cancer in human colon cancers (TCGA-COAD) database^3^ (*p*-values from one-sided Games-Howell test for post hoc analysis for comparing multiple groups with unequal variances is shown) (normal proximal colon samples = 21; proximal colon cancer samples = 293; normal distal colon samples = 20; distal colon cancer samples = 180). **b** Violin plots showing expression of *CDX2* in proximal versus distal colon cancer using GEO database (GSE39582) (*p*-values from two-sided Welch’s *t*-test shown) (proximal colon cancer samples = 176; distal colon cancer samples = 267). **c** Histogram on the left shows distribution of proximal and distal tumors classified into CDX2-positive (*n* = 372) and CDX2-negative (*n* = 71) expression groups. Histogram on the right shows distribution of colon cancers with *BRAF* mutation or wild type for *BRAF* classified into the same CDX2-positive (*n* = 328) and CDX2-negative (*n* = 64) expression groups. Data were analyzed from GEO database (GSE39582)^72^. Chi-Squared test *p*-values shown. **d** GSEA results from comparing gene expression of mouse gene orthologues of the human genes whose expression is correlated with *CDX2* expression in human colon cancers (TCGA-COAD). Comparisons are made between Cdx2 deficient (Cdx2-sgRNA) vs. control (Scramble-sgRNA) for proximal and distal organoids grown in WENR-minus (top panel) or WENR-plus (bottom panel) (*n* = 2 replicates each). The set of genes whose expression is correlated with CDX2 expression in human proximal colon cancers is used for comparing gene expression relationship in the proximal organoids (left panels), while the genes correlated with CDX2 expression in human distal colon cancers are used for comparing gene expression relationship in the distal organoid (right panels). Human colon cancer gene expression dataset is from the TCGA^3^. **e** Correlation of *CDX2*, *HNF4A*, *SATB2*, and *VIL1* gene expression in proximal colon cancer in the TCGA-COAD database^3^. *P*-values from Pearson’s correlation test are shown (proximal colon cancer samples = 293). **f** Heat map showing gene expression profiles in Cdx2-KO versus Scramble-sgRNA in proximal or organoids cultured in WENR-minus or -plus medium (*n* = 2 replicates each case). Plot shows expression values for mouse gene orthologues of the human genes whose expression is correlated with *CDX2* expression in human colon cancers (TCGA-COAD)^3^.

Taken together, all the studies above indicate that proximal and distal colon stem cells differ in their transcriptional states that is critical for transformation. We show that mechanistically these proximal vs. distal differences in transcriptional state are mediated by differential roles of *CDX2* in maintaining the cell differentiation programs in proximal colon stem cells. Further, *CDX2* plays an important role in regulating a wider transcriptional regulatory network specifically in proximal colon stem cells. Its loss may thus play a key mechanistic role in predisposing proximal colon stem cells to transformation by *BRAF* mutation.

## Discussion

Why tumors arising in a very closely related tissue type but different anatomical locations differ in molecular drivers of cancers is an important and basic question in cancer biology. In colon cancers, *BRAF* mutations tend to occur predominantly in the proximal colon in the context of the epigenetic CIMP-H phenotype^1,47^. Using the organoid-based colon cancer model to address the molecular dependencies for BRAF-driven colon cancers, our studies here show that transcriptional states of cells vary by the rostrocaudal axis in the colon, and importantly these transcriptional states are critical determinants of tumor development by *BRAF* mutations. Our studies here reveal *Cdx2* to be critical for maintaining stem cell and differentiation programs specifically in the proximal colon-derived epithelial cells. Mechanistically, our studies show that Cdx2 helps maintain a cell-intrinsic tumor suppressive epigenetic state specifically in proximal colon stem cells, and that loss of *Cdx2* results in suppression of the transcriptional response to differentiation signals and partial activation of stem cell markers in the proximal colon stem cells. Importantly, Cdx2 does not directly suppress the Wnt pathway, but by being an important regulator of the differentiation program, it is required to maintain the balance between stemness and differentiation. These molecular effects of *Cdx2* loss resulted in acquisition of transient Wnt-independent growth in the proximal but not distal colon-derived organoids, which further specifically resulted in transformation of only the proximal colon stem cells by mutant *BRAF*. This dependency on *Cdx2* for maintaining stem and differentiation programs and tumor development by *BRAF* specifically in proximal colon stem cells strongly suggests that the underlying transcriptional states and its regulation play central roles in defining differences in tumors along the colonic axis.

In regard to Cdx2 being a key mediator of these transcriptional states, Cdx2 has been shown to play differential roles in embryonic and adult intestinal functions. However, its role in maintaining differential states in proximal vs. distal colon epithelium and the cancer dependency arising out of these roles has not been identified in previous studies. It is a lineage-restricted transcription factor expressed in the midgut and hindgut and is important for embryonic development of intestinal epithelium (small and large intestine)^21–28^. Embryonic loss of *Cdx2* in mice results in homeotic conversion to foregut/esophageal differentiation program^23^. In the adult intestine, Cdx2 maintains regulation of stem and differentiated cells^48^, and loss of *Cdx2* leads to disruption of intestinal functions^49^. *Cdx2* is expressed at higher levels in the proximal colon of adult intestine^50^, and heterozygous loss results in spontaneous intestinal adenomatous polyps, predominantly in the proximal colon^35^. Mouse models combining *Cdx2* loss with mutant *BRAF*^*V600E*^ spontaneously harbor serrated lesions that develop into invasive carcinomas, again predominantly in the proximal colon^19^. Human colon cancers driven by *BRAF* mutation, predominantly occurring in the proximal colon, tend to occur in the context of *CDX2* downregulation by epigenetic silencing^19,20^. In a previous study, we have shown that Cdx2 loss in the context of Sfrp4, Sox17, and Cdkn2a inactivation results in complete transformation of proximal colon organoid^19^. However, it should be noted that while our earlier studies show a link between *Cdx2* loss and colon cancer development in general, the proximal vs. distal colon dependencies have remained unexplored. Our studies here using genetically engineered organoid models provide important insights into the mechanistic bases of Cdx2’s differential roles in proximal vs. distal colon cancer development. We started our studies by first establishing that both proximal and distal colon organoids can be transformed by *BRAF*^*V600E*^ and *Apc* or *Ctnnb1* mutations indicating that strong and constitutive Wnt activation sufficiently allows tumorigenesis in both proximal and distal colon stem cells. Proximal vs. distal differences in tumorigenicity were observed only when *Cdx2* was inactivated. Thus, our findings here show that *Cdx2* has starkly different roles in regulating stem and differentiation programs, and the resulting cancer dependencies, in the proximal compared to distal colon stem cells.

Our studies here have important implications for the mechanistic basis of tissue-specific molecular differences and dependencies in colon cancer development. Based on the phenotypic findings, we explored the mechanistic basis of Cdx2-mediated differential transcriptional programs in proximal and distal colon stem cells. Firstly, we observe that although Cdx2 binds to its target genes involved in differentiation in both proximal and distal colon stem cells, Cdx2 has a strong regulatory role only in the proximal colon organoid. This is potentially because Cdx2 is a primary TF regulating these target genes in proximal colon stem cells. In distal colon stem cells, where Cdx2 is basally expressed at lower levels, the Cdx2-targeted genes are potentially subject to regulation by other transcription factors which maintain expression of these genes in the absence of Cdx2. A limitation of the current study is that the exact mechanisms underlying the differential roles of key TFs in proximal and distal colon homeostasis and tumor development are not clear. These mechanisms should be further explored to identify key TFs in distal colon and its functional relationship to Cdx2. Secondly, our ChIP-seq studies show that while Cdx2 has differential binding to target gene promoters and enhancer regulatory elements in proximal vs. distal colon stem cells, the data also suggests that Cdx2 is a key effector of a wider transcriptional regulatory network in proximal colon stem cells, such as by regulating expression of Hnf4a and Satb2, which are important differentiation regulators. The changes to pathways and cell-type gene expression signatures show that Cdx2 loss results in a shift towards stem cell programs that is driven predominantly by suppression of differentiation signal. Multiple lines of evidence are suggestive of this: (a) tumors resulting from Cdx2 loss did not exhibit nuclear translocation of active β-Catenin; (b) gene expression and geneset enrichment analyses show that while some of the stem cell markers are upregulated, there is no overt activation of Wnt pathway; (c) When Cdx2-deficient proximal colon organoids were challenged to differentiate by removing Wnt-ligands, the differentiation gene expression program was suppressed, whereas no such effect was observed in distal colon organoids. These observations in the context of the increased expression of crypt-bottom stem cell gene signatures specifically in proximal organoids with Cdx2 loss indicates that the shift towards increased stemness in proximal colon organoids is driven by suppression of the differentiation programs. Furthermore, the transcriptional program induced by *Cdx2* loss specifically in proximal organoids was recapitulated in human proximal colon cancer samples from the Cancer Genome Atlas. We thus postulate that CDX2 potentially functions as a key effector of the tissue-location-specific epithelial cell transcriptional program by regulating a broader transcriptional regulatory network in proximal colon stem cells.

As mentioned earlier, *BRAF* mutation is predominant in proximal colon cancers in the context of CIMP-H and with a tendency to be mutually exclusive of *APC* mutations^3^. In contrast, *KRAS* mutated cancers are distributed throughout the colon tending to co-occur with *APC* mutations, with a higher tendency in the distal colon cancers^1,2^. In *BRAF*-mutant colon cancers, *CDX2* downregulation is associated with promoter DNA methylation at CpG islands, which mainly occurs in the context of CIMP-H phenotype^19^. In the etiology of these cancers, as CIMP phenotype is an early event occurring before the oncogenic *BRAF* mutation^51^, our findings here suggest that downregulation of *CDX2* in the context of CIMP-H phenotype might create an early permissive state allowing *BRAF* mutation to exert its oncogenic effects. While our studies indicate how *CDX2* downregulation-driven transcriptional state may select for *BRAF* mutation in proximal colon cancers, it is intriguing what the key dependencies for *KRAS* mutation-driven tumor development are, and why *KRAS* mutations tend to occur less frequently than *BRAF* in CIMP-H cases. Most *KRAS*-mutant colon cancers tend to occur in the context of *APC* mutation, suggesting that profound Wnt activation might be a key dependency for *KRAS* mutation. We postulate that precursor mutations like *APC* and epigenetic states like CIMP define the nature of subsequent mutations driving tumorigenesis. Herein the microenvironmental factors may further be important in modulating the epigenome and influencing evolution of cancer mutations. Factors that may cause CIMP-H phenotype include an aging-like acquisition of DNA methylation, inflammation, or the microbiome microenvironment in the proximal colon^20,52^. In regard to this, it should be noted that the in vivo dynamics of tumor initiation will involve more complexities. Using in vitro organoid cultures, here we show that the transcriptional programs in proximal and distal colon stem cells are differentially regulated by Cdx2, which drives different dependencies for tumor development. Analyses of the in vivo human colon cancer data show that the transcriptional programs in the Cdx2-deficient organoid model recapitulate those in proximal human colon cancers. Future studies using organoid models in conjunction with in vivo studies could help further address the differential dependencies for proximal vs. distal colon cancer development, as well as for *KRAS* and *BRAF* mutation-driven tumorigenesis.

In summary, our study highlights the role of developmental and lineage-restricted transcription factors, such as Cdx2, in maintaining tissue-location-specific transcriptional programs that differentially regulate stemness and differentiation, and are critical dependencies for tumor development. In this regard, a recent study has shown how positional identities of cells defined by transcriptional programs specific to cutaneous (body skin) and acral (skin at extremities) anatomic locations is a key determinant of the transforming potential of oncogenes in melanoma using a zebra fish model^53^. In relation to this study in melanoma, our studies reveal critical differences in the role of developmental programs in setting up tumor dependencies based on cancer tissue type. In the case of melanoma, these dependencies are shown to be defined by the very early body axis and limb patterning developmental programs defined by HOXB/HOX13 while in the case of colon cancers the differences in the proximal and distal colon epithelial cells arise due to differential gene expression control by later organ developmental programs regulated by the parahox CDX2. Our data provides a conceptual framework for approaching cancers occurring along different anatomical locations in the colon as distinct entities, rather than the same disease. For cancer prevention approaches, it will thus be important to consider the factors that affect changes to transcriptional programs, in addition to detecting mutations. Such dependencies on transcriptional programs may provide new opportunities for treatment approaches that takes into consideration anatomic location-specific transcriptional programs, factors affecting these programs, and the mutational drivers.

## Methods

### Contact for reagent and resource sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by Lead Contact, Hariharan Easwaran ().

### Experimental model and subject details

#### Animal models

We used Braf^CA^ mice, which express normal *Braf* prior to Cre-mediated activation of a mouse-human hybrid form of the V600E variant allele, which we have labeled as *BRAF*^*V600E*^. Mice were bred and implemented at the Johns Hopkins Animal Care Facility. All animal protocols and care were in accordance with guidelines of the Institutional Animal Care and Use Committee (IACUC) and all experiments with mice were approved by the Johns Hopkins Animal Care and Use Committee. Briefly, bred homozygous tdTomato reporter (B6;129S6- t(ROSA)26Sortm9(CAG-tdTomato)Hze/J) mouse with heterozygous Cre-inducible *Braf*^*V600E*^ mouse(B6.129P2(Cg)-Braftm1Mmcm/J) to generate heterozygous Cre-inducible *BRAF*^*V600E*^ with heterozygous tdTomato reporter.

### Method details

Details of reagents, antibody dilutions, datasets, and software used are also provided in Supplementary Table 3.

#### Research animal ethics statement

Mice were housed at Johns Hopkins and cared for in accordance with the policies of The Johns Hopkins University Animal Care and Use Committee and our approved animal protocol. All mice used for organoid generation, subcutaneous grafting assays, or breeding were housed in rooms maintained at 67–77 °F, 30–70% RH, ventilation of 10–15 ACH, and 14:10-h light:dark cycle. Mice are housed in individually ventilated cages (JAG 75 Ventilated Cages, Allentown Caging Equipment, Allentown, PA) with 1/4” corn cob bedding (ENVIGO Teklad 1/4” Corncob Bedding, 7097, Madison, WI), a single cotton nestlet (Ancare Nestlets, NES3600, Bellmore, NY) for enrichment, and autoclavable feed (ENVIGO Teklad Global 18% Protein Extruded Rodent Diet, 2018SX, Madison, WI). Cages are autoclaved and changed every 2 weeks under a cage changing station (AG4 Animal Transfer Station, The Baker Company, Sanford, Maine). Reverse-osmosis-treated water is either hyperchlorinated or UV treated prior to distribution to cages via automated in-cage watering systems (Edstrom Industries, LLC, Waterford, WI) or water bottles (Allentown Caging Equipment, Allentown, PA). Health checks are conducted twice daily and mice are monitored quarterly for pathogens via serology and PCR of soiled-bedding sentinel mice and exhaust air duct PCR. Excluded pathogens include Sendai virus, pneumonia virus of mice (PVM), mouse hepatitis virus (MHV), minute virus of mice (MVM), mouse parvovirus 1 and 2 (MPV1, MPV2), Theiler’s murine encephalomyelitis virus (TMEV, GDVII), reovirus, epizootic diarrhea of infant mice (EDIM), lymphocytic choriomeningitis virus (LCMV), ectromelia virus, murine adenovirus I and II (MAV1, MAV2, MAD), murine cytomegalovirus (MCMV), Mycoplasma pulmonis (MPUL), fur mites (Myobia, Mycoptes, Radfordia spp.), tropical rat mites (Ornithonyssus bacoti), pinworms (Aspiculuris and Syphacia spp.). Mice used for organoids generation we in addition tested to exclude for the bacterium (Helicobacter pylori) spp.

Animal breeding and harvest of tissue was performed with fewest numbers of mice necessary to reduce the numbers of animals required to satisfy the “3Rs alternatives”, which refers to the replacement, reduction, and refinement of animals used in research. For monitoring in vivo tumorigenicity, ~8-week-old mice with NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ (NSG) (JAXTM background) were subcutaneously injected with the various organoid lines described further below in section “Cell counting for subcutaneous grafting model”. We followed the Johns Hopkins University ACUC guidelines, which specify a maximum allowable tumor size of approximately 2 cm in any one single dimension for a single spontaneous or implanted tumor in the adult mice. This maximal tumor size/burden was not exceeded in any of the experiments. ACUC stipulates animal welfare policies as per the Animal Welfare Act regulations and Public Health Service (PHS) Policy. Accordingly, mice were monitored weekly for weight loss and other signs of distress during the course of the experiment and observed for the following symptoms of disease progression/distress which necessitates euthanizing of animal: greater than 20% loss of body weight, hypothermia, hunching, poor grooming, loss of mobility, and decreased food/water consumption.

#### Organoid culture and transfection

Female mice of age 8 weeks with heterozygous Cre-inducible *BRAF*^*V600E*^ and heterozygous *tdTomato* reporter were euthanized by Fluriso^TM^ (VET one cat# 501017). In this work we focused on female mice to avoid gender-based variability, and because *BRAF*^*V600E*^-driven proximal colon cancer has a higher incidence in female gender. Organoids were derived from two mice in these studies. Experiments with *BRAF*^*V600E*^ induction and *Apc*, *Ctnnb1*, and *Cdx2* knockout were done with organoids from both mice. Later studies with detailed multi-gene knockout and growth assays were done from one of the replicates. The first 1.0 cm of proximal colon and the last 1.0 cm of descending colon were extracted from the mice. Normally, organoids were plated in 6-well plate with 150 μl of Matrigel (Corning cat# 356231) and cultured in WENR-plus medium containing 50% of Wnt3a conditioned medium, 20% of R-spondin 1 conditioned medium, 10% of Noggin conditioned medium, 20% Advanced DMEM/F12 (Thermo Fisher #12634010) with B27(Thermo Fisher #17504044) and 100 ng/mL of EGF (Millipore Sigma cat# E9644-.2MG) or WENR-minus medium (without any of Wnt3a, R-spondin 1, Noggin and EGF). The conditioned media of Wnt3a, R-Spondin 1, and Noggin were made followed the protocol described previously^54^. Cre recombinase or CRISPR system was delivered into the cells using lentivirus system to active *BRAF*^*V600E*^ or for targeted gene editing, respectively. After transfection, Hygromycin (100 μg/ml) (Thermo Fisher Scientific Cat# 10687010) was used to select Cre-transduced organoids. Puromycin (2 μg/ml) (Millipore Sigma cat# P8833) or blasticidin (5 μg/ml) (Thermo Fisher Scientific cat# R21001) was used to select CRISPR-transduced organoids. Drug selection was performed for two weeks during which control organoids stopped growing.

#### DNA/RNA isolation

Each of group of organoids was embedded in 150 μl of Matrigel and cultured in 6-well plate with 2 ml of WENR-plus or WENR-minus medium. Normally, one well of organoids was used to extract DNA, two wells of organoids were used to extract RNA. The organoids embedded in Matrigel were collected using 2 ml of Cell recovery solution (Corning cat# 354253) for each well and rotated slowly in 4 °C room for 25 min. Tubes were centrifuged at 400 g (rcf) and supernatant discarded to remove dead cells on the top level of the residual Matrigel. Cells were washed one time with PBS. DNA was extracted using Quick-DNA^TM^ miniprep kit (ZYMO research cat# D3025). RNA extracted using RNeasy Mini Kit (QIAGEN cat# 74104). The concentrations of DNA and RNA were calculated using SimpliNano (GE Healthcare).

#### Cell counting for subcutaneous grafting model

Organoids were collected using cell recovery solution, embedded in Matrigel, mixed via pipetting ten times, divided equally into 6-well plate with 150 μl Matrigel, and cultured them in WENR-plus for 6 days. After that, one well of organoid was used as a representative to count the live cell number in each well. For the well of organoids used to count the cell number, medium was discarded, Matrigel washed one time with PBS, Matrigel embedded organoids were collected using 2 ml of 5 U/μl dispase (Stemcell technologies cat# 07913) in a 5 ml tube coated with 10% FBS. Organoids were incubated at 37 °C for 10 min with intermittent rocking. After that, tube was centrifuged at 400 g (rcf) for 5 min, supernatant discarded, washed 1 time with PBS. 2 ml of Accumax was added, incubated at 37 °C for 10 min with intermittent shaking, and washed 1 time with PBS. 1 ml of PBS was added and organoids pipetted using 26-gauge syringe for 8 times. 25 μl of the cell suspension was mixed with 2× trypan blue and used to count cells. Bio-Rad’s TC10 automated cell counter machine was used to count the live cell number. Cell counts from one of the wells was used as representative for the other wells in the same batch. Organoids in the remaining wells were collected similarly using cell recovery solution and pelleted. 0.75 million cells were injected subcutaneously in the right flank of NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ (NSG) (JAXTM) with 100 μl of Matrigel. After injection, the right flank of mice was examined every week to check the tumor formation. Tumor sizes were measured every week using digital vernier caliper and calculated using this formula *V* = (*L* * *W* * *H*)/2. Mice are sacrificed as soon as the tumor size reach 2000 mm^3^.

#### pGEM-T easy vector system and Sanger sequence

All CRISPR-transduced organoids were screened by corresponding antibiotics for 2 weeks. For each sample, 1 well of organoids was collected using cell recovery solution, pelleted by spinning, washed 1 time with PBS. After that, DNA was extract using the Quick-DNA^TM^ miniprep kit (ZYMO research cat# D3025). PCR was used to clone the desired sequence of target gene. The PCR product was cleaned by PCR purification kit (QIAGEN cat# 28004). After that, Sanger sequencing was used to check whether there was gene mutation by Genetic Resources Core Facility at Johns Hopkins University. After checking, the residual cleaned PCR product was linked to pGEM-T Easy Vector and clone the PCR product using pGEM®-T and pGEM®-T Easy Vector Systems kit (Promega cat# A1380). After the transformed JM109 bacteria formed clone on LB/ampicillin plates spread with IPTG/X-Gal, pick up single clone into 10 ml tubes filled with 2 ml Terrific Broth (Quality Biological cat# 340-071-101) added with 10 μg/ml penicillin. Transformed *E. coli* was grown overnight at 37 °C shaking at 220 rpm. Plasmid was extracted using PureLink^TM^ Quick plasmid Miniprep Kit (Thermo Fisher Scientific cat# K210010) and used for Sanger sequencing to confirm presence of the DNA PCR fragment clone in the T-vector.

#### RT-PCR

For each sample, 1 μg of RNA was used to generate cDNA using qScript cDNA SuperMix kit (Quantabio cat# 95048-100). In quantitative PCR, aliquots of cDNA samples with three replicates were used to detect differential expression of Fabp2, Krt20, Car1, Muc2, Ephb2, Lgr5, Ascl2 with SYBR Green technology (Bio-Rad cat# 1725124), while β-actin was applied as an endogenous control. These marker genes were used as previous studies have reported that they represent markers of stem cell or differentiated cells in the colon epithelium. The markers we used for stem cells are Ephb2, Lgr5, and Ascl2, which have been shown to be expressed at high levels in intestinal stem cells^37,55^. The differentiated cell markers used are: (a) Fabp2, which is an intestinal fatty acid-binding apoprotein expressed in intestinal enterocytes^56–58^; (b) Car1 (Carbonic anhydrase I) is expressed in colonocyte^56,57^; (c) Krt20 (Cytokeratin 20) is expressed in differentiated epithelial cells^55,59^; (d) Muc2 (mucin) is expressed in goblet cells^56,60^. The delta-delta Ct method and log2-fold change were used to calculate the relative gene expression. The exact primer sequences are listed in Supplementary Table 4. The experiment was repeated three times.

#### Cloning of guide RNA in CRISPR lentivirus vector

We use CRISPR-Cas9 gene editing technology to mutate single gene, such as *Apc*, β-catenin (*Ctnnb1*), *Sfrp4*, *Sox17*, *Cdkn2a* and *Cdx2*. To simultaneously edit several genes, we applied CRISPR-ASsCpf1 gene editing technology which could target 3 genes (SSC-gRNA: *Sfrp4*, *Sox17*, and *Cdkn2a*, simultaneously), 4 genes (C2SSC-gRNA: *Sfrp4*, *Sox17*, *Cdkn2a*, and *Cdx2*, simultaneously) as well as 1 gene (C2-gRNA: *Cdx2*). The sequence of sgRNAs or crRNAs are listed in Supplementary Table 2. The sgRNAs for Cas9 or crRNAs for AsCpf1 were designed by the CRISPR Design Tool (http://crispor.tefor.net/) and synthesized by the company of Integrated DNA Technologies (IDT). Gene-specific sgRNA oligos or crRNA oligos were cloned into lentiCRISPR v2-Blast (Addgene cat# 83480) or pY108 (lenti-AsCpf1) (Addgene cat# 84739) separately.

#### Construction of Lenti-Cre and Lenti-empty vector

We applied Gibson Assembly cloning kit (NEB cat# E5510s) to replace puromycin resistance gene in Puro.Cre empty vector (Addgene cat# 17408) by hygromycin resistance gene amplified from pBABE-hygrohTERT (Addgene cat# 1773) using primers (Hygro F and Hygro R) to generate Lenti-Cre vector. After that, primers (Cre deletion F and R) were applied to delete Cre in Lenti-Cre vector using Gibson Assembly cloning kit (New England Biolabs cat# E5510S) to generate Lenti-empty vector. All of these primers were listed in our previous study^20^.

#### Lentivirus packaging

Lentivirus was packaged in Lenti-XTM 293T cells using Lipofectamine™ 3000 Transfection Reagent (Thermo Fisher Scientific cat #L3000008). Lenti-XTM 293T Cell line used were freshly obtained from Takara Bio USA, Inc., and so the cell line was not authenticated. The Lenti-XTM 293T were cultured in DMEM + 10%FBS. Cell lines were tested to be negative for Mycoplasma contamination using the MycoAlert (Lonza) kit. Contamination was tested routinely every 3–6 months. The MycoAlert by Lonza kit was used as per manufacturer’s protocol. Briefly, Lenti-XTM 293T cells were cultured in T75 flask until the cells were 95% confluent. Cells were transfected with vector plasmids (Lenti-Cre vector, Lenti-empty vector, sgRNA-lentiCRISPR v2-Blast vector or gRNA-lenti-AsCpf1 vector) and packaging plasmid (psPAX2 and PMD2.G) using Lipofectamine™ 3000 Transfection Reagent. Cell culture supernatant was throwed away after 12 h and changed to 15 ml of DMEM medium with 10% FBS. After that, supernatant was collected and changed to new medium every 24 h. The collected supernatant containing lentivirus was concentrated to about 500 μl by centrifugation using Amicon® Ultra-15 Centrifugal Filter Unit (Millipore Sigma cat# UFC901024) and aliquoted to 50 μl per tube and preserved in −80 °C refrigerator before use.

#### Organoid transfection

After separation from mouse colon tissue, the proximal and distal colon organoids were cultured for 2 weeks before transfection. Briefly, organoids were dissociated using 2 ml of Accumax and incubated at 37 °C for 20 min with intermittent mixing. After washing one time with PBS, separated cells were resuspended with 200 μl of organoid culture medium containing 10 μM Y-27632 (Cell Signaling Technology cat# 13624), 10 nM CHIR99021 (Millipore Sigma cat# SML1046), 1.25 μl of TransDux (SBI System Biosciences cat# LV860A-1) and 50 μl of concentrated lentivirus particles. Drops of 200 μl of Matrigel was laid into each well of 24-wells plate and incubated at 37 °C for 20 min until Matrigel solidifies. The mixture of separated cells and lentivirus particles were overlaid on the top of the solidified Matrigel. After 16 h of incubation at 37 °C, supernatant was discarded and the cells were overlaid with fresh 200 μl of Matrigel and cultured with regular organoid culture medium. After 4–5 days, when the transfected single cells form organoids, passage these organoids into a new well of 6-wells plate, followed with 2 weeks of antibiotic selection. Organoids were tested to be negative for Mycoplasma contamination using the MycoAlert (Lonza) kit. Mycoplasma contamination was tested every 3–6 months using the MycoAlert kit as per manufacturer’s protocol.

#### Assessment of Wnt growth factor dependency

For conditional medium screening, we start with two 6-well plates of organoids, each containing the same number of organoids embedded in 150 µl of Matrigel during seeding and passaging in 6-well plates. One well of organoids is used to count the cell number in culture. To do this, after culturing for 6 days, the organoid is washed using 1× PBS, and then the organoid is disintegrated to obtain single cells by using 2 ml of 5 U/µl dispase in a 5 ml tube coated with 10% FBS at 37 °C for 10 min with intermittent rocking. After that, the tube is centrifuged at 400 g (rcf) for 5 min, the supernatant is discarded, and the cells are washed once with PBS. Then, 2 ml of Accumax is added, incubated at 37 °C for 10 min with intermittent shaking, and washed once with 1× PBS. Subsequently, 1 ml of 1× PBS is added, and the organoids are pipetted using a 26-gauge syringe 8 times to completely disrupt the organoids into single cells. A 25 µl sample of the cell suspension is mixed with 2× trypan blue and used to count cells. The live cell count is performed using Bio-Rad’s TC10 automated cell counter machine. Cell counts from one of the wells serve as a representative count for the other well in the same batch. The other well of organoids designated for conditional medium screening is washed once and then lysed using 2 ml of Accumax in a 5 ml tube at 37 °C for 20 min with intermittent shaking. Finally, 1.5 × 10^4^ cells are embedded in 10 µl of Matrigel and plated in a 24-well plate. After the Matrigel has cured, 1 ml of WENR-plus or WENR-minus medium with 10 µM Y-27632 is added. Organoids are observed under the microscope, and images are acquired on the fifth day to assess the characteristics of Wnt growth factor dependency.

For real-time PCR, organoids containing 2.5 × 10^5^ cells embedded in 150 μl of Matrigel were loaded into the wells of a 6-well plate and cultured in WENR-plus medium for two days. In the WENR-minus treatment group, the old WENR-plus medium was removed, and the organoids were washed twice with 1× PBS. Then, 3 ml of WENR-minus medium was added, and the organoids were cultured for 3 days before being collected for RNA preparation and RT-qPCR analyses. In the WENR-plus treatment group, the organoids were continued to be cultured in fresh WENR-plus medium.

#### Immunohistochemistry (IHC) and imaging

Grafted organoid-derived tumor tissues or organoids were fixed with 4% paraformaldehyde (PFA). After dehydration, these tumor tissues or organoids were embedded in paraffin and sectioned into 2.5 μm section, followed by staining of hematoxylin and eosin (H&E). Immunohistochemistry staining for β-catenin (Cell Signaling Technology cat# 8814, 1:750), KRT20 (Cell Signaling Technology cat# 13063, 1:1000) and Ki67 (Abcam cat# ab16667, 1:200) was done by the Johns Hopkins University Oncology Tissue Services. For quantification of Kr20-positive cells in tumors from grafted organoids, five fields were chosen in every image and the total number of Krt20-positive cells counted and the proportion positive cells computed.

Organoid sizes were estimated from measuring average of the long and short diameters. The number of organoids were estimated by enumerating percentage organoids that show buds from three independent field of views.

#### Western blot analysis

Two wells of organoids cultured in 6-well plate were collected and lysed in 4% SDS. Lysates were sonicated in a water bath Bioruptor (Diagenode) for 10 min (10 cycles of 30 s on, 30 s off) at 4 °C and passed through homogenizer columns (Omega). BCA assay (Pierce Biotechnology) was applied to quantity the protein concentration. Samples were diluted using NuPAGE LDS 4x loading buffer to get 1 mg/mL concentration and boiled in boiling water for 10 min, and fractionated by SDS-PAGE using Bolt^TM^ 4–12% Bis-Tris Plus gel (Invitrogen cat# NW04120BOX), transferred to PVDF membrane with 0.2 μm pore size (Millipore cat# ISEQ08130). Membranes were blocked with 10% Blotting-Grade Blocker (BIO-RAD cat #1706404) at room temperature for 1 h and incubated overnight at 4 °C with the following primary antibodies (diluted 1:1000): anti-CDKN2A (Abcam cat# ab211542), anti-SFRP4 (Abcam cat# ab154167), anti-CDX2 (Bethyl cat# A300-691A), anti-SOX17 (R&D cat# AF1924), anti-β-actin (CST cat# 4970S). After that, membranes were washed with TBST for 3 times and each time for 5 min, followed with the incubation for 1 h with corresponding HRP-conjugated secondary antibody: Anti-mouse IgG (CST cat# 7076), Anti-rabbit IgG (CST cat# 7074) and Anti-goat IgG (Abcam cat# ab6741). The membranes were washed with TBST for 3 times again before incubated with ECL^TM^ Prime Western Blotting Detection Reagents (Cytiva cat# RPN2232). Finally, proteins signaling was detected by ChemiDoc^TM^ Touch Imaging System. For the primary antibody, the dilution ratio is 1:1000, while for the second antibody, the dilution ratio is 1:2000.

#### RNA-seq

Proximal and distal colon organoids were transfected with lentivirus containing Scramble-sgRNA or Cdx2-sgRNA after they were extracted from two independent mice colon and cultured in full medium for 2 weeks. Positive transfected cells were screened using 5 μg/ml blasticidin for 2 weeks. Proximal and distal colon organoids transfected with lentivirus containing Cdx2-sgRNA were dissociated using 5U /μl dispase, followed by Acumax treatment. Separated cells were embedded in Matrigel and cultured in regular WENR-plus organoid medium in 6-wells plate. After 5–7 days, the single cell form new single-cell-originated organoid. The single-cell-originated organoid were further transferred and cultured in 12-well plate for about 6 days. Cells were collected using cell recovery solution. DNA extracted from each single-cell-originated organoids was used for determine editing of the *Cdx2* gene. Briefly, the targeted Cdx2 region was amplified by PCR, and the PCR product was cloned into T-vector plasmid. This was used to confirm editing of *Cdx2* such that it generates an out-of-frame deletion. Only single-cell-originated organoids whose two alleles containing frame shift mutation (Supplementary Fig. 5A, B), indicating complete knockout of *Cdx2* gene were used. At the fourth month of culture, different groups of organoids were split normally and cultured in WENR-plus medium for two days. Following this, one group was continued to be cultured in WENR-plus medium for three days (WENR-plus group) or in WENR-minus medium and cultured for three days (WENR-minus group). Total RNA was collected using RNeasy Plus Mini Kit (QIAGEN cat# 74104). RNA-seq libraries were prepared using SMARTer Stranded Total RNA Sample Prep Kit (Takara Bio USA cat# 634875). The pooled libraries were sequenced by Novogene Corporation INC using Hiseq Platform.

#### ChIP-seq

Proximal and distal colon organoids were generated from 3 mice and cultured in WENR-plus medium for 4 months before collecting sample for ChIP-seq. We applied Chipmentation to identify Cdx2-bound genomic regions in the organoids, with minor adaptions^61^. For WENR-plus group, organoids were cultured in WENR-plus medium, while for WENR-minus group, organoids were cultured in WENR-plus medium for 2 day first after plating in 150 μl of Matrigel, followed with 3 days treatment of WENR-minus medium. Briefly, organoids were mechanically disintegrated from the Matrigel thoroughly by pipetting, fresh 16% formaldehyde added to the suspension of 6-wells plate directly to get a final concentration of 1%. Plates were rocked on mechanical horizontal rotators for 12 min at room temperature, followed by addition of glycine at a working concentration of 0.125 M. Organoids were collected by centrifugation at 500 g (rcf) for 10 min at 4 °C. All of the subsequent experiment were done on ice and all of the buffers or solutions are ice-cold. After washing twice with 10 ml PBS containing 1 μM phenylmethyl sulfonyl fluoride (PMSF), the organoids were mixed with sonication buffer 10 mM Tris-HCl pH 8.0, 1 mM EDTA pH 8.0, 0.25% SDS, 1× protease inhibitors (Sigma-Aldrich cat#11697498001) and sonicated using a Bioruptor until most DNA fragments were between 200 and 700 bp, which was determined by agarose gel electrophoresis. The lysate was diluted at 1:1.5 ratio with equilibration buffer (10 mM Tris, 233 mM NaCl, 1.66% TritonX-100, 0.166% DOX, 1 mM EDTA, inhibitors). After spinning the sample, supernatant was transferred to a new tube, and the fragmented chromatin solution was topped up with RIPA-LS to 1000 μl. After saving 20 μl aliquot as input, 3 μg of Cdx2 antibody (Bethyl Laboratories cat# A300-691A) was added to the tube of chromatin for each Chipmentation and incubated on a rotator at 4 °C overnight. For immunoprecipitation, 15 μl protein A Dynabeads (Thermo Fisher Scientific cat# 10002D) was washed 2 times with 0.1% BSA/RIPA and incubated overnight at 4 °C to block beads. Beads were transferred to chromatin-antibody mix, followed with incubation for 2 h rotating at 4 °C. Beads were washed with RIPA-LS (twice), RIPA-HS (twice), RIPA-LiCl (twice) and 10 mM Tris pH 8, and beads were gently transferred to a new 200 μl PCR tube. Discarded the supernatant, resuspended the beads in 50 μl of tagmentation buffer containing 3 μl Tagment DNA Enzyme (Illumina cat# 20034197) and incubated at 37 °C for 16 min with rotation. Beads were washed with RIPA-LS (twice) and TE (twice), resuspended with 48 μl ChIP elution buffer and 2 μl Proteinase K, incubate 1 h at 55 °C and 10 h at 65 °C with rotating. After reverse crosslinking formaldehyde, the DNA supernatant was purified using PCR purification kit (QIAGEN cat# 28004). To check the optimum number of enrichment cycles, RT-PCR performed as below in 10 μl reaction volume: 2 μl ChIPmentation DNA, 0.75 μM primers, 1× Kapa HiFi HotStart Ready Mix (Roche Sequencing Solutions cat# KK2601), 1× SYBR (Thermo Fisher Scientific cat# S7563), with the following program: 72 °C 5 min; 98 °C 30 s; 25 cycles of: 98 °C 10 s, 63 °C 30 s, 72 °C 30 s; 72 °C 1 min; hold at 10 °C. Calculate the Cq value of this RT-PCR, termed it as *N*. Final enrichment of libraries were made using 50 μl of PCR reaction system containing 0.75 μM primers, 1× Kapa HiFi HotStart Ready Mix, 20 μl ChIPmentation DNA with the same thermocycle program except cycles used was *N* + 1. Each enriched libraries were cleaned using 1.8× volume of room temperature AMPureXP beads (Beckman Coulter cat #A63880) and using 0.60×–1.8× volume of AMPureXp beads to select 200–500 bp libraries. Finally, prepared libraries were sequenced using NovaSeq 6000 PE150 (NOVOgene).

#### RNA-seq data analysis

Sequence reads were aligned using Salmon (v1.1.0)^62^ and using the gencode.vM23 version for mapping to genes. Standard alignment parameters were used by running following code: “salmon quant -i salmon_index_gencode.vM23 -l A -p 8 −1 <read1>−2 <read2>-o <output_file_name>”. Transcript-level estimates were performed using R package tximport^63^. Transcript names to gene ids mappings were performed using the Bioconductor/R database TxDb.Mmusculus.UCSC.mm10.knownGene. DESeq2^64^ was performed on the gene level Salmon counts data to determine differentially expressed genes for the different comparisons. Differentially expressed genes were selected after correcting for multiple hypothesis correction using the BH method. KEGG pathway and Geneset enrichment analyses (GSEA) were performed using R package clusterProfiler^65^ on genes ranked based on the test statistic values from DESeq2 output.

#### Chip-seq data analysis

FastQC was utilized to certify quality of reads. Trimmomatic^66^ was used to trim the ChIP-Seq reads and FastQC was used again to check whether the adapters were eliminated successfully. Bowtie2^67^ was used to align reads to the mouse (mm10) genome. After marking and deleting the duplicate alignments using Samtools^68^, the cleaned and mapped reads were subjected to peak calling performed by MACS2^69^ peak caller with parameters ‘callpeak -f BAM -g mm -B -q 0.01’ and matched input was set as control. After getting the narrow peak using MACS2, ChIPseeker^70^ was applied to annotate the peak calls which contain promoter, 5′UTR, 3′UTR, exon, intron and intergenic to binding and the region within ±3 Kb from transcription start site was termed as promoter. DiffBind^71^ was used to find differential peaks between different group containing three biological repetitions.

For combining RNA-seq and ChIP-seq data from the organoids, the promoters that were bound by Cdx2 were identified and the expression of these genes were analyzed by plotting the distribution of the expression values and geneset enrichment analyses in the Cdx2-KO organoids grown in different medium conditions.

#### Colon cancer microarray analysis of dataset from GEO

GSE39582 dataset (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE39582), the whole transcriptome arrays, containing the multicenter cohort of 443 colon cancer patients undergoing surgery from 1987 to 2007 detected by Affymetrix U133 Plus 2.0 chips were chosen for the following analysis^72^. We applied 6.5 log2 of normalized expression values of *CDX2* as the threshold, following the proposal of Dalerba et al.^73^. If *CDX2* expression ≤ 6.5, we define the tumor sample *CDX2* negative, or else positive. *T*-test was applied to check the *CDX2* expression difference between proximal colon and distal colon cancer. Chi-Squared Test was used to analyze the correlation between *CDX2* and colon tumor location or *CDX2* and *BRAF* mutation situation.

#### TCGA database analysis

The RNA-seq data of 514 colon cancer or normal colon tissues with the corresponding clinical information were used from The Cancer Genome Atlas (TCGA). The TCGA level-3 RNA-seq data was downloaded from GDC (TCGA-COAD, lluminaHiSeq_RNASeqV2 UNC dataset; rsem.genes.normalized_results were used; accessed Jun 14th 2018). For designating proximal and distal anatomical orientation, we classified cecum, ascending colon, and hepatic flexure as proximal colon, while we sort splenic flexure, descending colon, sigmoid colon as distal colon. It is hard to define the whole transverse colon as proximal or distal colon and distinguish whether tumor found at rectosigmoid junction is originated from distal colon or rectum, we exclude these samples for the following analysis. Genes that are positively correlated with expression of *CDX2* in proximal or distal colon cancers were obtained by setting filters of greater than 0.3 (Pearson’s correlation coefficient) and Benjamini–Hochberg adjusted *p*-value ≤ 0.01.

#### Colon epithelial cell-type markers from single-cell data

Single-cell gene expression colon epithelial type markers were obtained from Parikh et al. (*Supplemental data file 41586_2019_992_MOESM3_ESM.xlsx*)^42^. Positive markers of cell clusters were obtained as genes with average logFC > 0. These represent all markers with positive gene expression identified in previous work. The Crypt Top and Bottom GeneSetList markers were obtained from Kosinski et al.^41^ (Supporting information (SI) Table 1 of Kosinski et al.^41^).

#### Immunohistochemistry of CDX2 in human colon cancer samples

CDX2 expression levels in the proximal and distal colon cancers were evaluated by performing IHC (anti-CDX2, Abcam ab76541, 1:1000 dilution ratio) on a set of proximal (*n* = 13) and distal (*n* = 13) colon cancers. We quantified CDX2 protein expression in 4–5 regions of interest within each tumor sample, corresponding to tumor growth. These regions were independently identified by a pathologist. Quantification of CDX2 staining was conducted in a blinded manner using following two approaches: (A) In the first approach, we classified each tumor sample into the following groups: (a) No Expression, (b) Low Expression, (c) Intermediate Expression, (d) High Expression by visually inspecting the 4–5 regions within each tumor sample. (B) In the second approach, we calculated the ratio of the total nuclear area that tested positive for CDX2 staining to the total nuclear area (hematoxylin positive). These calculations were performed using the ImageJ plugin IHC Toolbox as described below. We trained a model to detect nuclei (hematoxylin + DAB) or only CDX2-stained nuclei (DAB) using the IHC Toolbox Plugin in ImageJ. Approximately 10 randomly selected images were used for training. These models were then utilized to identify all pixels corresponding to nuclear staining and all pixels corresponding to CDX2 staining for every region of interest marked by the pathologist. The total area in an image occupied by these identified pixels was computed through binary masking and measuring the total number of pixels. Subsequently, the ratio of total CDX2 pixels to total nuclear pixels was calculated. An ImageJ macro was used to iterate through these steps across all the regions of interest in each tumor sample. On average, five regions of interest for each patient sample were computed (total 124 regions of interest across all samples). The average of these ratios in each specimen was used as a measure of CDX2 positivity and was visualized as violin plots for proximal and distal-derived colon cancers.

#### Immunohistochemistry of mouse colon

Mice colons were processed for Swiss rolling as described by Bialkowska et al.^74^. Briefly, colonic tissues from C57BL/6 mice were cleaned with subsequent washing in ice-cold phosphate-buffered saline (PBS) twice and the entire colon length was unraveled to free the colon from any mesenteric connective and/or fat tissue. A gavage needle attached to a 10-ml syringe filled with Bouin’s fixative was inserted about half a centimeter in the anterior opening of the intestinal segment. Gentle but consistent pressure was used to flush out the contents of the intestinal segment using Bouin’s fixative. This step allows simultaneous cleaning of the intestinal segment and immediate fixation (Note: Fixation can be observed by the colon color turning opaque). Using scissors, the colon was cut longitudinally and washed in ice-cold PBS twice. The cleaned and opened intestinal segment was placed in a Petri dish with the luminal side facing upward. With the help of a toothpick and forceps, the colon was rolled around the toothpick starting from the most distal portion (i.e., rectum) and with the luminal side facing upward. The distal colon was positioned in the center and the proximal colon in the outer portion of the roll resulting in a Swiss roll. Once the entire colon length was rolled up, a pair of forceps was used to carefully slide the colon Swiss roll off the toothpick and into a tissue-processing/-embedding cassette. The cassette was placed in a container with 10% buffered formalin for 48 h before submitting it to the Histology core for further processing for immunohistochemical analysis.

### Statistics and reproducibility

No statistical method was used to predetermine sample size. No data were excluded from the analyses. The experiments were not randomized. The Investigators were not blinded to allocation during experiments and outcome assessment. All statistical details are described in the corresponding figure legends or method details section. Value of *n* is displayed in the figure as individual data points, and in the legends. Statistical analyses were done in R (v4.2.1).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA-seq and ChIP-seq data generated in this study have been deposited in the GEO database under accession codes GSE218480 and GSE218479, respectively, which is available at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE218482. The publicly available TCGA level-3 RNA-seq data used in this study was downloaded from GDC (TCGA-COAD, lluminaHiSeq_RNASeqV2 UNC dataset; rsem.genes.normalized_results; accessed Jun 14th 2018) and is available at: https://portal.gdc.cancer.gov/projects/TCGA-COAD. The publicly available gene expression data from 443 colon cancer patients^72^ used in this study are available in the GEO database under accession GSE39582 at this hyperlink: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE39582. The Crypt Top and Bottom GeneSetList markers from Kosinski et al.^41^ used in our study are available at https://www.pnas.org/doi/suppl/10.1073/pnas.0707210104/suppl_file/07210table1.xls. The single-cell-based gene expression markers for colon epithelial cell types from Parikh et al. (*Supplemental data file 41586_2019_992_MOESM3_ESM.xlsx*)^42^ used in this study are available at https://static-content.springer.com/esm/art%3A10.1038%2Fs41586-019-0992-y/MediaObjects/41586_2019_992_MOESM3_ESM.xlsx. The remaining data are available within the Article, Supplementary Information, or Source Data file. Source data are provided with this paper. All source data and figures are also uploaded to Figshare (10.6084/m9.figshare.24850143). The Figshare data is available at https://figshare.com/s/bcda4b948ffdcf124faa. Source data are provided with this paper.

# Supplementary material for: Tissue-location-specific transcription programs drive tumor dependencies in colon cancer
**Source:** Nat Commun. 2024 Feb 15;15:1384. doi: 10.1038/s41467-024-45605-4
**Supplement:** Supplementary file 1 — Supplementary Information

# Tissue-location specific transcription programs drive tumor dependencies in colon cancer

Lijing Yang,<sup>1,2,6</sup> Lei Tu,<sup>3,6</sup> Shilpa Bisht,<sup>1</sup> Yiqing Mao,<sup>1</sup> Daniel Petkovich,<sup>1</sup> Sara-Jayne Thursby,<sup>1</sup> Jinxiao Liang,<sup>1</sup> Nibedita Patel,<sup>1</sup> Ray-Whay Chiu Yen,<sup>1</sup> Tina Largent,<sup>1</sup> Cynthia Zahnow,<sup>1</sup> Malcolm Brock,<sup>1</sup> Kathy Gabrielson,<sup>4</sup> Kevan J. Salimian,<sup>5</sup> Stephen B. Baylin,<sup>1</sup> Hariharan Easwaran<sup>1,\*</sup>

| Contents                                 | Pages    |
|------------------------------------------|----------|
| Supplementary Figures and Figure legends | 2 to 19  |
| Supplementary Tables                     | 20 to 27 |
| Raw Data for Supplemental Figures        | 28 to 32 |
| Supplementary References                 | 33 to 34 |

Supplementary materials: 7 Figures; 4 Tables.

Supplementary Figures and Figure legends

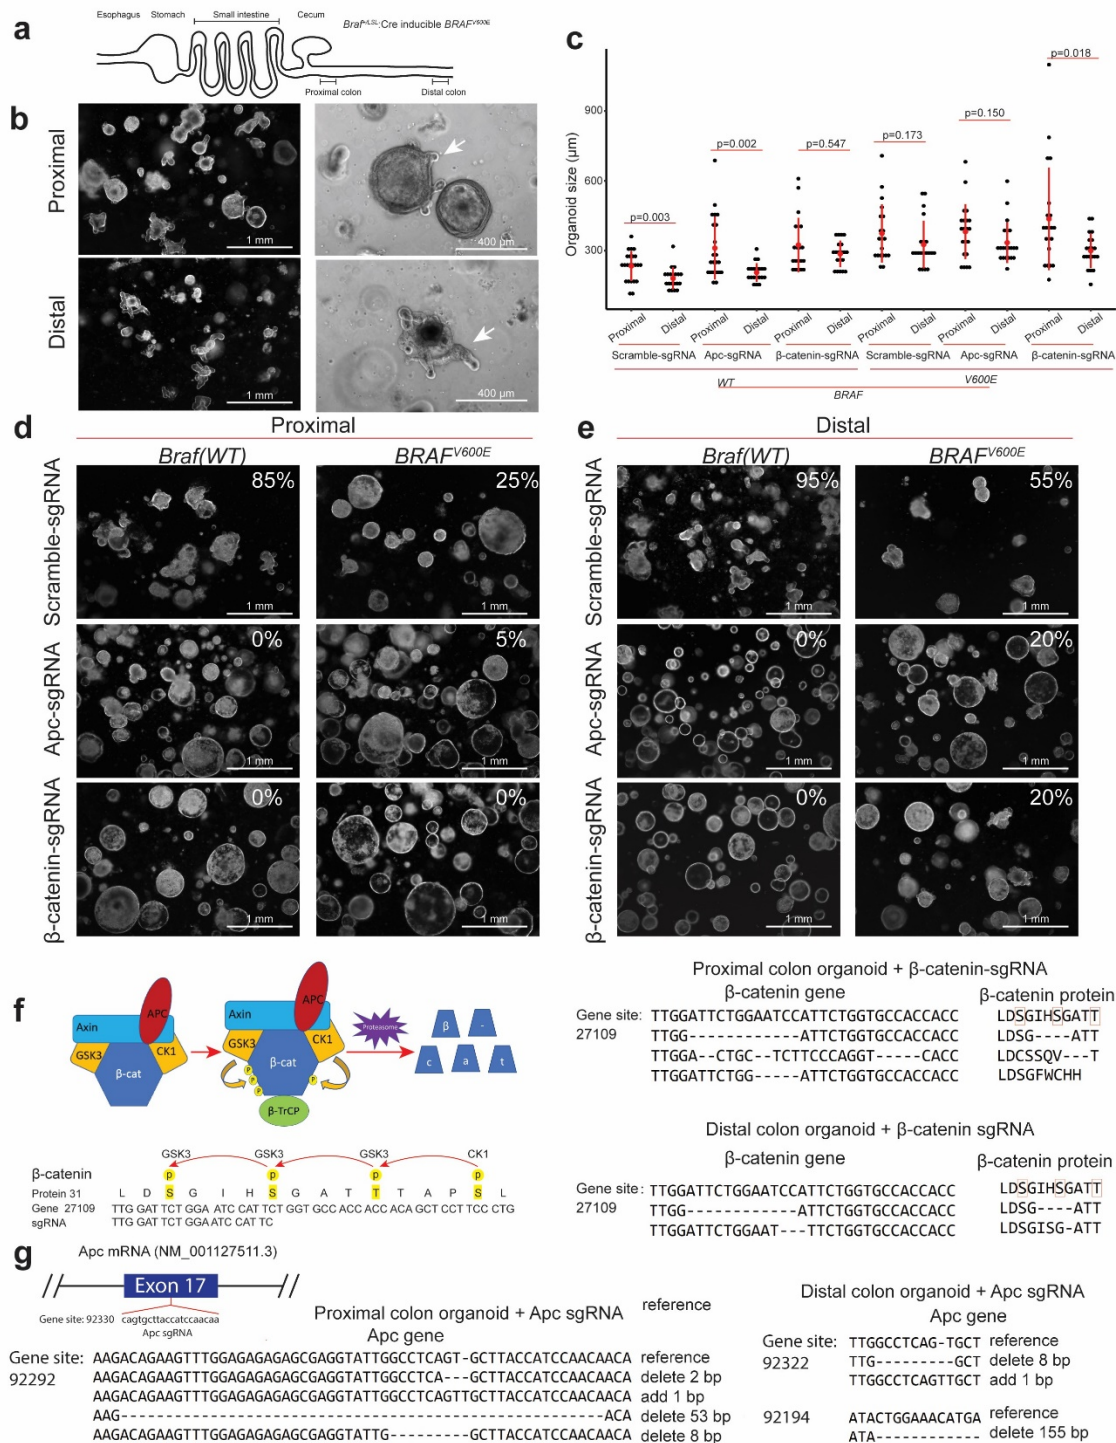

**Supplementary Figure 1.** Design of targeted mutations in *Apc* and *Ctnnb1* (b-catenin) and morphology of proximal and distal colon organoids upon abnormal Wnt-pathway activation, related to Figure 1.

(A) Schematic representation of the anatomic location of *Braf*<sup>F+/V600E-LSL</sup> loci containing mouse from which proximal and distal colon organoids were isolated.

(B) Representative images of proximal colon organoid (up) growing into larger structures with small buds (white arrow), while distal colon organoids (down) with more budded protrusions (white arrow) (growth assay data are representative of three biological replicates) (scale bar for left panel = 1mm; scale bar for right panel = 400  $\mu$ m).

(C) Dot plot showing the size (long plus short diameter divided by 2) of proximal and distal colon organoids edited by *Apc*-sgRNA or  $\beta$ -Catenin-sgRNA, with or without induction of *BRAF*<sup>V600E</sup>. Error bars indicate means  $\pm$  SD. Two-sided Wilcoxon rank sum exact test (n=20 organoids analyzed).

(D and E) Representative images of proximal (D) and distal (E) colon organoids edited by *Apc*-sgRNA or b-catenin-sgRNA, with or without induction of *BRAF*<sup>V600E</sup>. Percentage organoids with budded structures shown on top right. Organoid growth in D and E are representative of two biological replicates (scale bar = 1mm for all panels).

(F) Schematic representation of b-catenin destruction complex which can phosphorylate four of the N-terminal amino acids of b-catenin protein step by step (left). Subsequently the phosphorylated b-catenin is lysed by proteasome. sgRNA targeting the exon 1 of *Ctnnb1* gene encoding b-catenin resulted in deletion of the phosphorylation site and thus blocking the lysis process stimulated by b-catenin destruction complex, followed by the abnormal continuous activation of Wnt-pathway. Sanger sequence results in the right panel shows the resulting mutations and the corresponding amino acid sequence in proximal and distal organoids.

(G) Similar to F, sgRNA targeting exon 17 in *Apc* and the resulting mutations and the corresponding amino acid sequence in proximal and distal organoids.

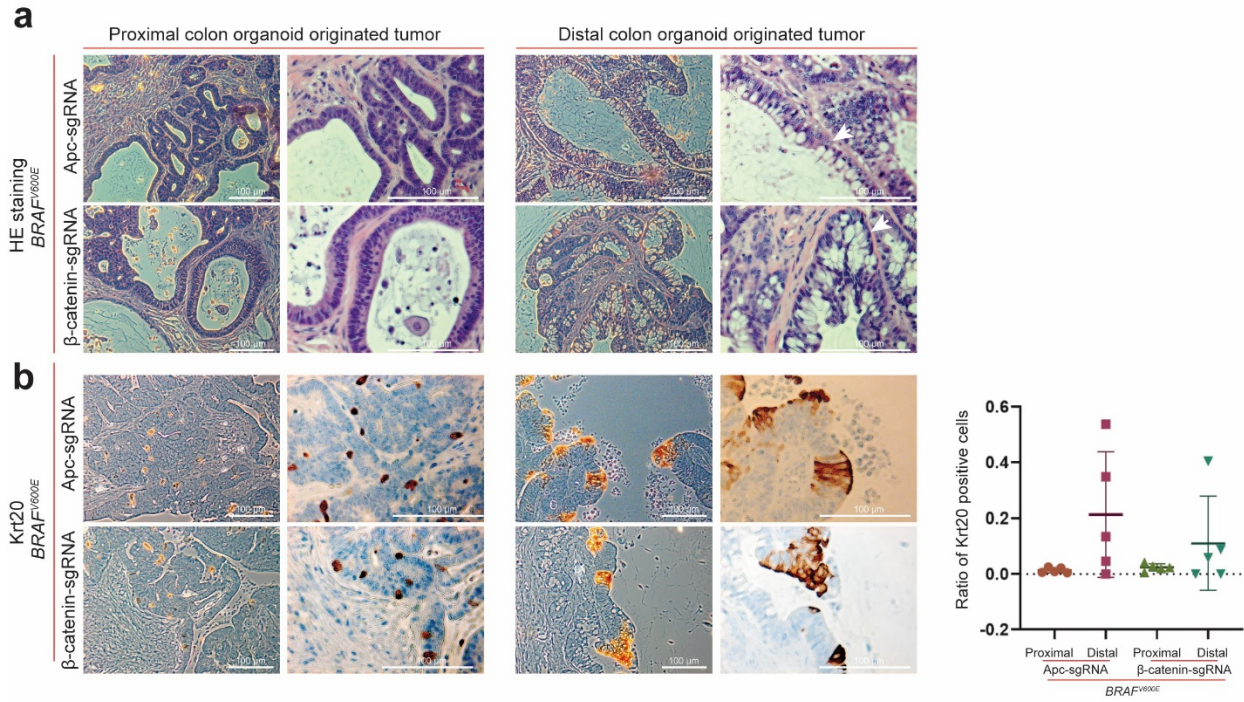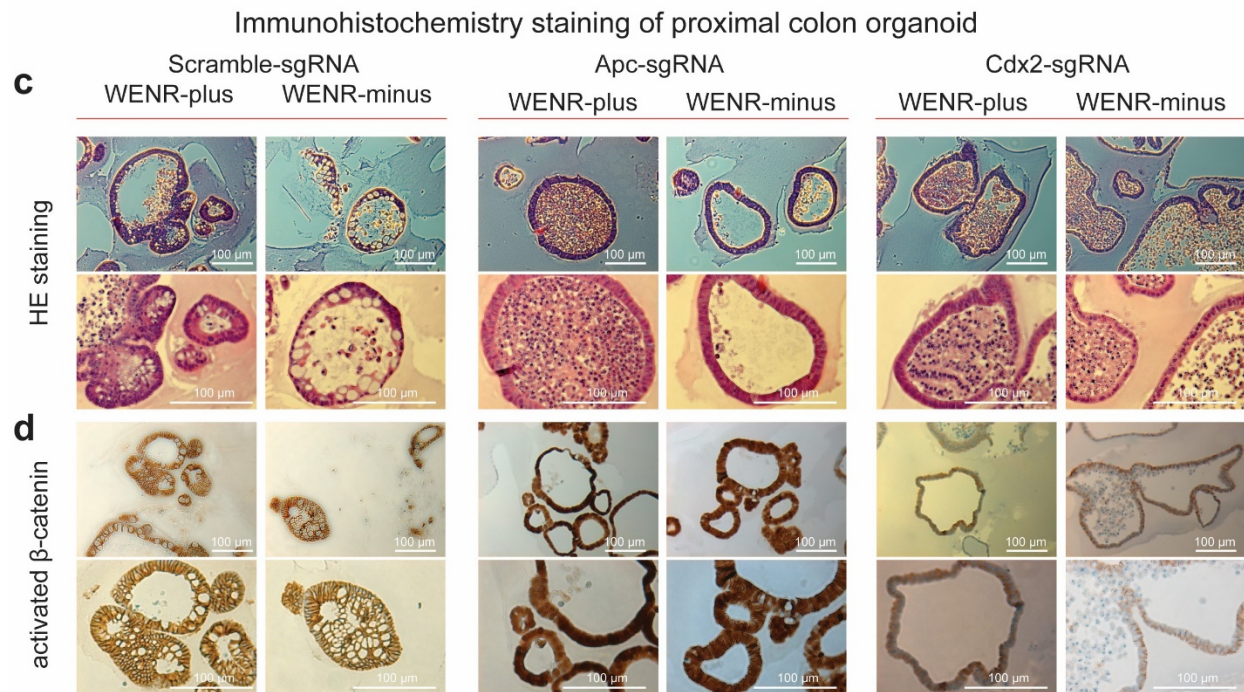

**Supplementary Figure 2.** Proximal and distal colon stem cells show differences in tumors driven by *BRAF*<sup>V600E</sup> in the context of abnormal Wnt pathway activation.

(A-B) Representative H&E (A) and immunohistochemistry staining (Krt20) (B) of tumors growing as xenografts derived from proximal (left) and distal (right) colon organoids with *BRAF*<sup>V600E</sup> combined with *Apc* mutation or  $\beta$ -catenin mutation. (B, right part) shows the comparison of ratio of Krt20 positive cells. Arrow head showing the vesicle structure of tumor cells derived from distal colon organoids. H&E are representative of tumors from two xenograft replicates. Five areas of the H&E images were used for counting the ratio of Krt20 positive cells. Scale bar = 100  $\mu$ m for all panels.

(C) Representative H&E staining of proximal colon organoids with Scramble-sgRNA, *Apc*-sgRNA and *Cdx2*-sgRNA separately cultured in WENR-plus or -minus medium. Images are derived from organoid from one mouse. Scale bar = 100  $\mu$ m for all panels.

(D) Representative immunohistochemistry staining using activated  $\beta$ -catenin (D) antibody separately for proximal colon organoid treated with Scramble-sgRNA, *APC*-sgRNA, and *Cdx2*-sgRNA separately cultured in WENR-plus or -minus medium. Images are derived from organoid from one mouse. Scale bar = 100  $\mu$ m for all panels.

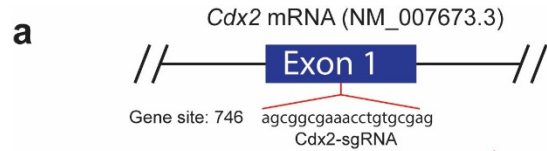

Proximal colon organoid + Cdx2-sgRNA  
Cdx2 gene

Gene site: AAA-CCTGTGCGAGTGGA reference  
750 AAA-CCTGTG----GGA delete 4 bp  
AAA-CCTGTG-GAGTGGA delete 1 bp  
AAACCCTGTGCGAGTGGA add 1 bp

Distal colon organoid + Cdx2-sgRNA  
Cdx2 gene

Gene site: CGGCGAAACCTGTGCGAGTGGATGCGGAAG reference  
748 CGG-----GAAG delete 23 bp  
CGGCGAAACCTG-GCGAGTGGATGCGGAAG delete 1 bp  
CGG-----AAG delete 24 bp

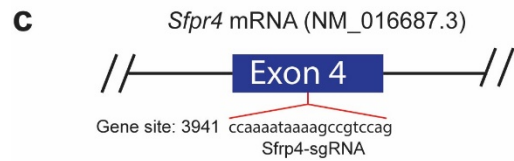

Proximal colon organoid + Sfrp4-sgRNA  
Sfrp4 gene

Gene site: CAAAATAAAAGCCGTC-CAGAGG reference  
3942 CAA-----AGG delete 16 bp  
CAAAATAAAAGCCG---CAGAGG delete 2 bp  
CAAAATAAAAGCCGT--CAGAGG delete 1 bp  
CAAAATAAAAGCCGTCCAGAGG add 1 bp

Distal colon organoid + Sfrp4-sgRNA  
Sfrp4 gene

Gene site: CATGCCAAAATAAAAGCCGTC-CAGAGGAGTG reference  
3937 CAT-----GTG delete 25 bp  
CATGCCAAAATAAA-----AGAGGAGTG delete 8 bp  
CATGCCAAAATAAAAGCCG---CAGAGGGGTG delete 2 bp  
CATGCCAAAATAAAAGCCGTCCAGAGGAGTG add 1 bp

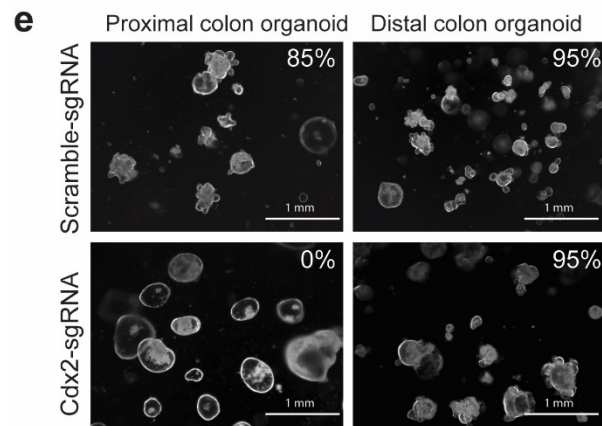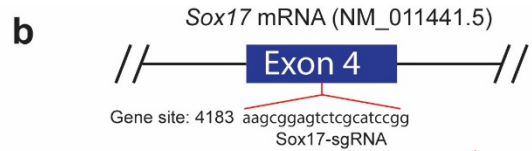

Proximal colon organoid + Sox17-sgRNA  
Sox17 gene

Gene site: CGTCGGGCCGAGCCAAAGCGGAGTCTCGCA reference  
4168 CGT-----CGGAGTCTCGCA delete 15 bp  
CGTC-----TCGCA delete 21 bp  
CGTCGG-----GCA delete 21 bp  
CGTCGGGCCGA-----GCA delete 16 bp  
CGTCGGGCCGAGCCAAA---GAGTCTCGCA delete 3 bp

Distal colon organoid + Sox17-sgRNA

Sox17 gene

Gene site: GCGAGTAGCGGGGCG reference  
4143 GCGAGTAGCC----- delete 63 bp

Gene site: CGTCGGGCCGAGCCAAAGCGGAG reference  
4168 CGT-----CGGAG delete 15 bp  
CGTCGGGCCGAGCCAAA---GAG delete 3 bp

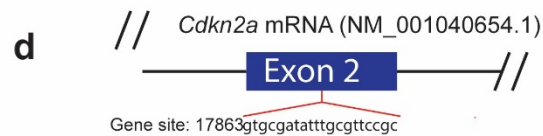

Proximal colon organoid + Cdkn2a-sgRNA

Cdkn2a gene

Gene site: GCG--TTCCGCT reference  
17874 GCG--TTC-GCT delete 1 bp  
GCGATATTGCT add 2 bp, change 2 bp

Distal colon organoid + Cdkn2a-sgRNA

Cdkn2a gene

Gene site: TCGGTTCCGCTGGGTGCT reference  
17873 TCGGTT-CGCTGGGTGCT delete 1 bp  
TGGCT-----GCT delete 10 bp  
TGC-----TGGGTGCT delete 7 bp

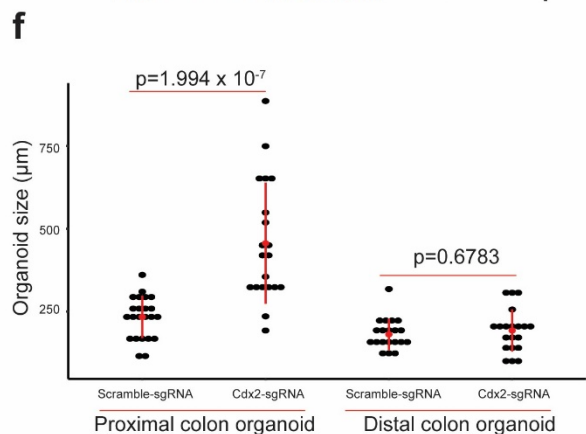

**Supplementary Figure 3.** Validation of CRISPR/Cas9 mediated targeted gene mutation in the proximal and distal colon organoids transduced with Cdx2-sgRNA and gross morphological differences in the corresponding organoids.

(A-D) Schematic diagrams of the sequence for Cdx2-sgRNA (A), Sox17-sgRNA (B), Sfrp4-sgRNA (C) and Cdkn2a-sgRNA (D), and Sanger sequencing results showing corresponding gene mutations in the selected organoids.

(E) Representative images of the proximal and distal colon organoids with Scramble-sgRNA and Cdx2-sgRNA separately. Percentage organoids with budded structures shown on top right. Representative images are from organoids from three mice (scale bar = 1 mm for all panels).

(F) Dot plot showing the size (long plus short diameter divided by 2) of proximal and distal colon organoids edited by Cdx2-sgRNA. P-values calculated using two-sided Wilcoxon rank sum exact test. Error bars indicate means  $\pm$  SD. N=20 organoids in each condition were counted for analyzing organoid size.

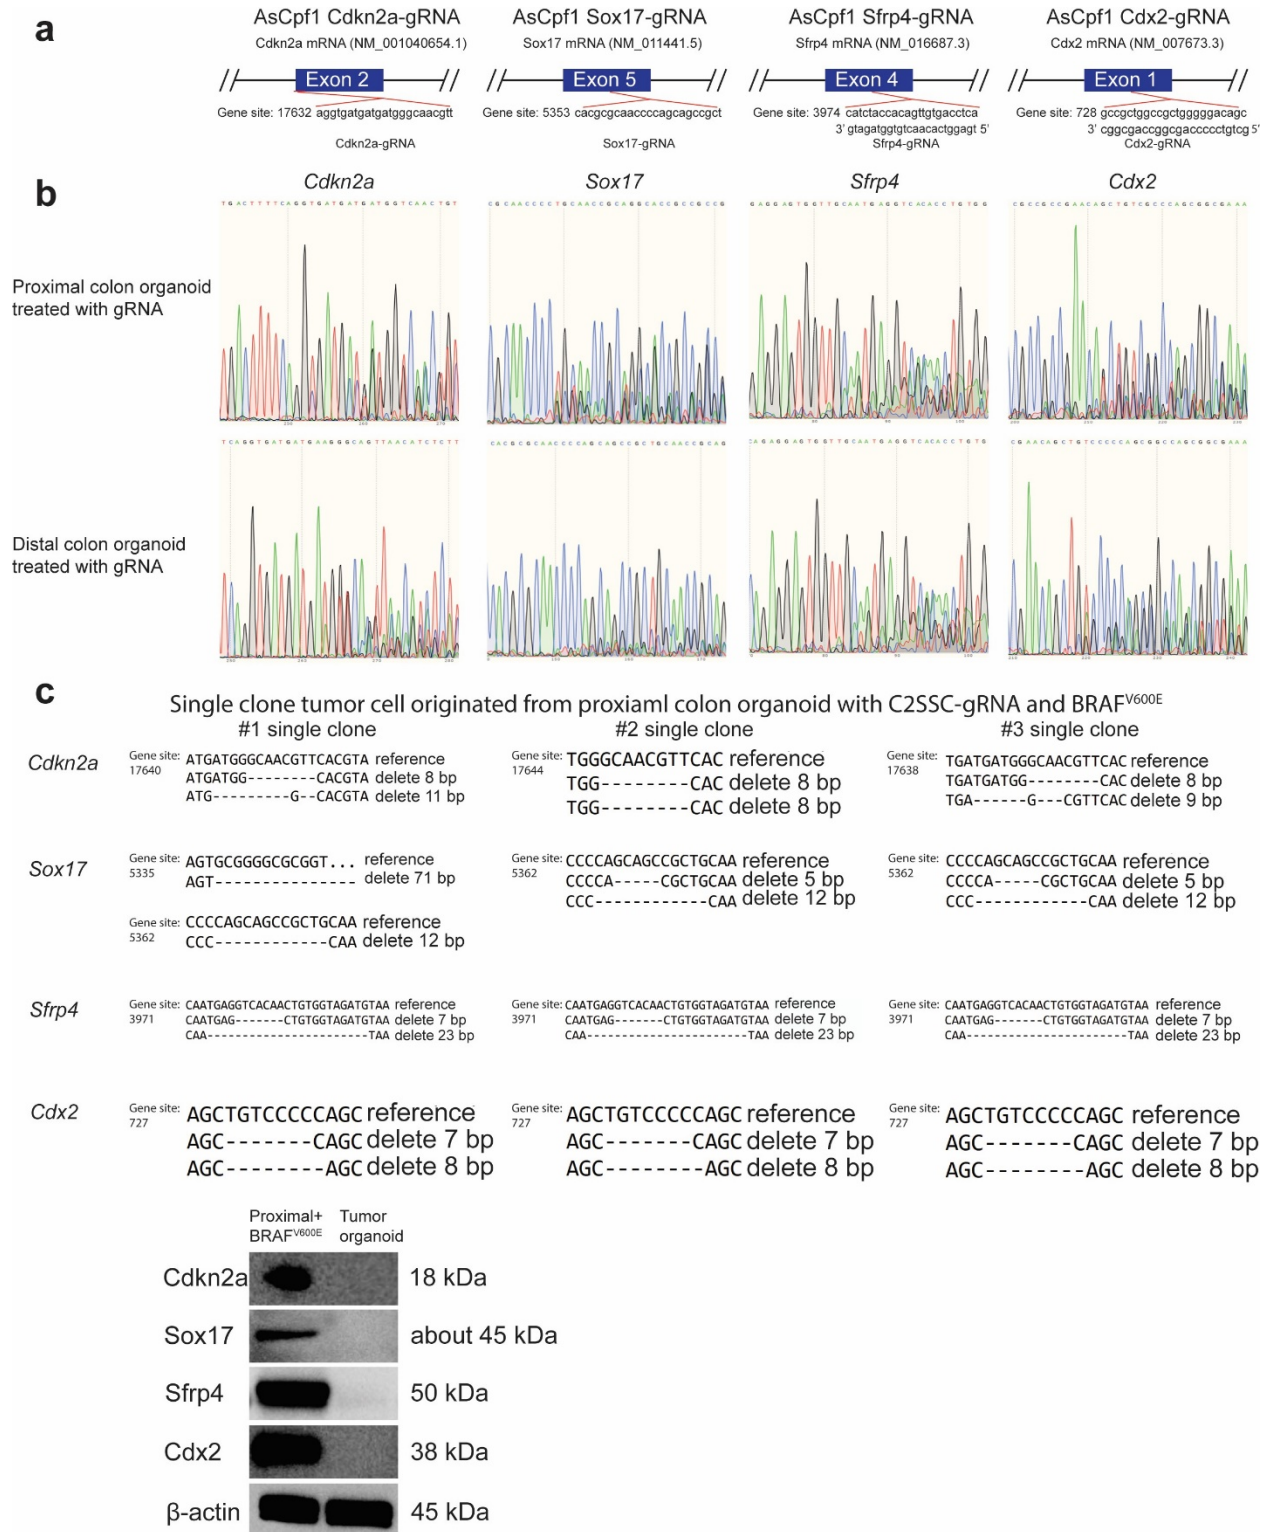

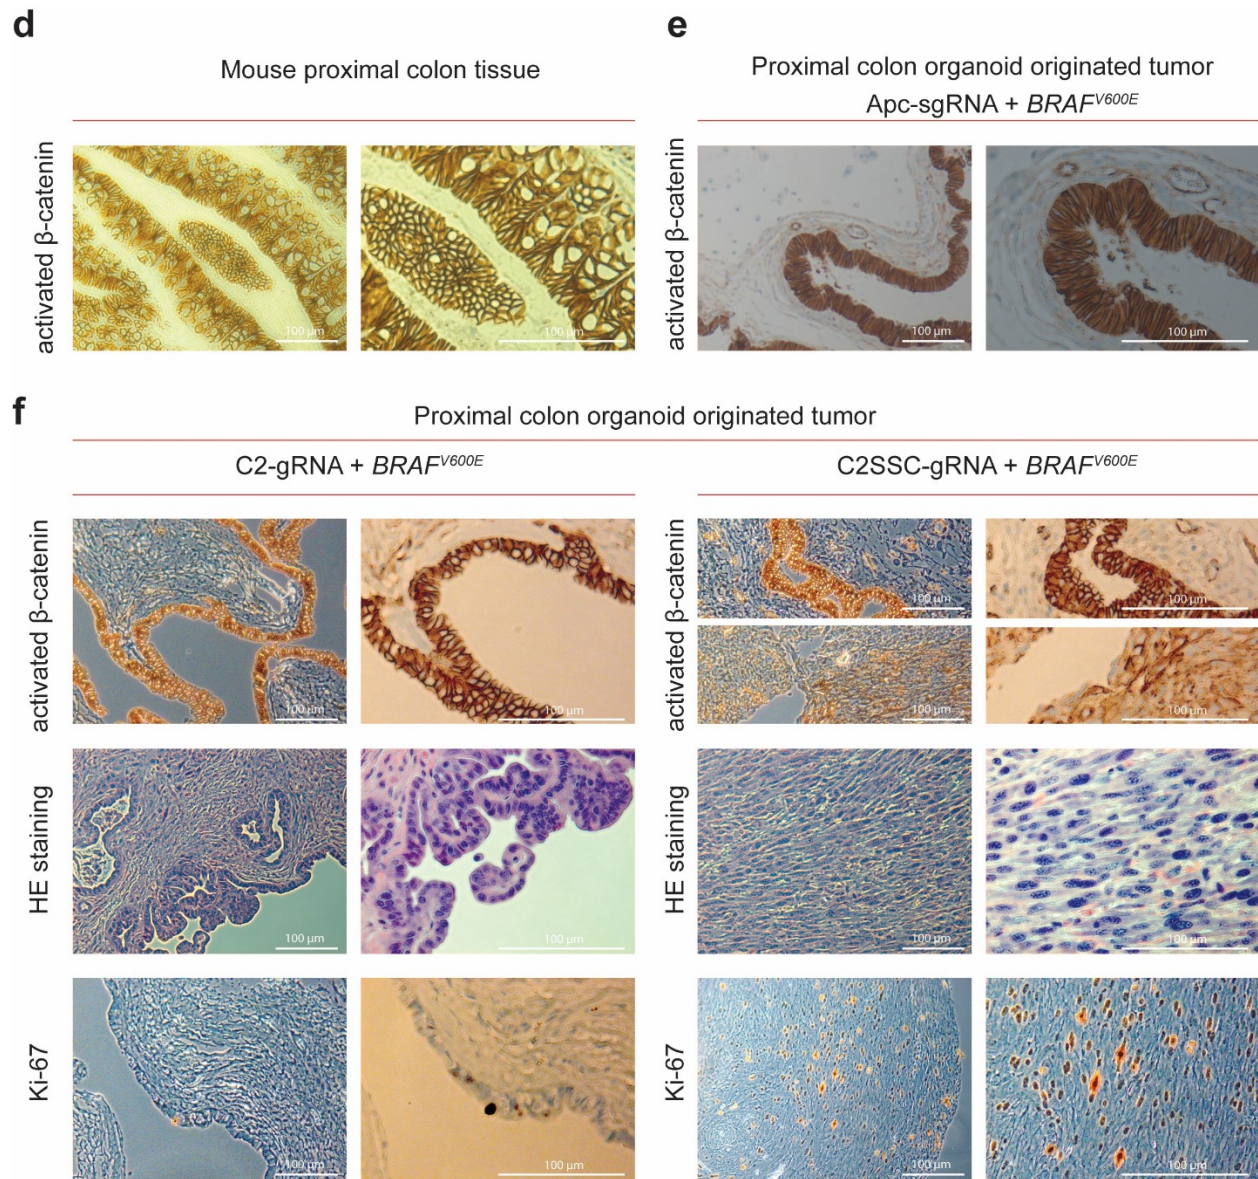

**Supplementary Figure 4.** Design and validation of *Cdkn2a*, *Sox17*, *Sfrp4*, and *Cdx2* guide RNAs for CRISPR-AsCpf1 approach, and tumors derived from proximal colon organoids in the context of combination of *Cdx2* mutation and  $BRAF^{V600E}$  do not show canonical Wnt-activation.

(A) Schematic diagrams showing the exon in *Cdkn2a*, *Sox17*, *Sfrp4*, and *Cdx2* targeted by corresponding guide RNAs using CRISPR-AsCpf1.

(B) Sanger sequence results checking efficiency of gene editing of *Cdkn2a*-gRNA, *Sox17*-gRNA, *Sfrp4*-gRNA and *Cdx2*-gRNA in proximal and distal colon organoids.

(C) Sanger sequencing results showing the mutations in *Cdkn2a*, *Sox17*, *Sfrp4* and *Cdx2* in three of single cell derived organoids that were generated from the tumor cells derived from proximal colon organoids edited with C2SSC-gRNA in the context of *BRAF*<sup>V600E</sup>. Western-blot results (bottom panel) showing *Cdkn2a*, *Sox17*, *Sfrp4* and *Cdx2* are abolished in #1 single clone tumor cell derived organoids, while positive in proximal colon organoid with *BRAF*<sup>V600E</sup>.

(D) Representative immunohistochemistry staining using activated  $\beta$ -catenin antibody in mouse proximal colon tissue. Representative image from two mice (scale bar = 100  $\mu$ m).

(E) Representative immunohistochemistry staining using activated  $\beta$ -catenin antibody in tumor derived from proximal colon organoid with *Apc* mutation in the context of *BRAF*<sup>V600E</sup>. Representative image of tumors derived from organoids from two mice (scale bar = 100  $\mu$ m).

(F) Representative H&E staining and immunohistochemistry (activated  $\beta$ -catenin, Ki-67) images of the xenograft implants from proximal colon organoids edited with C2-gRNA (forming nodular growth at implanted site) or with C2SSC-gRNA (forming tumor growth at implanted site) in the context of *BRAF*<sup>V600E</sup>. Representative image of tumors derived from organoids from two mice (scale bar = 100  $\mu$ m for all the images).

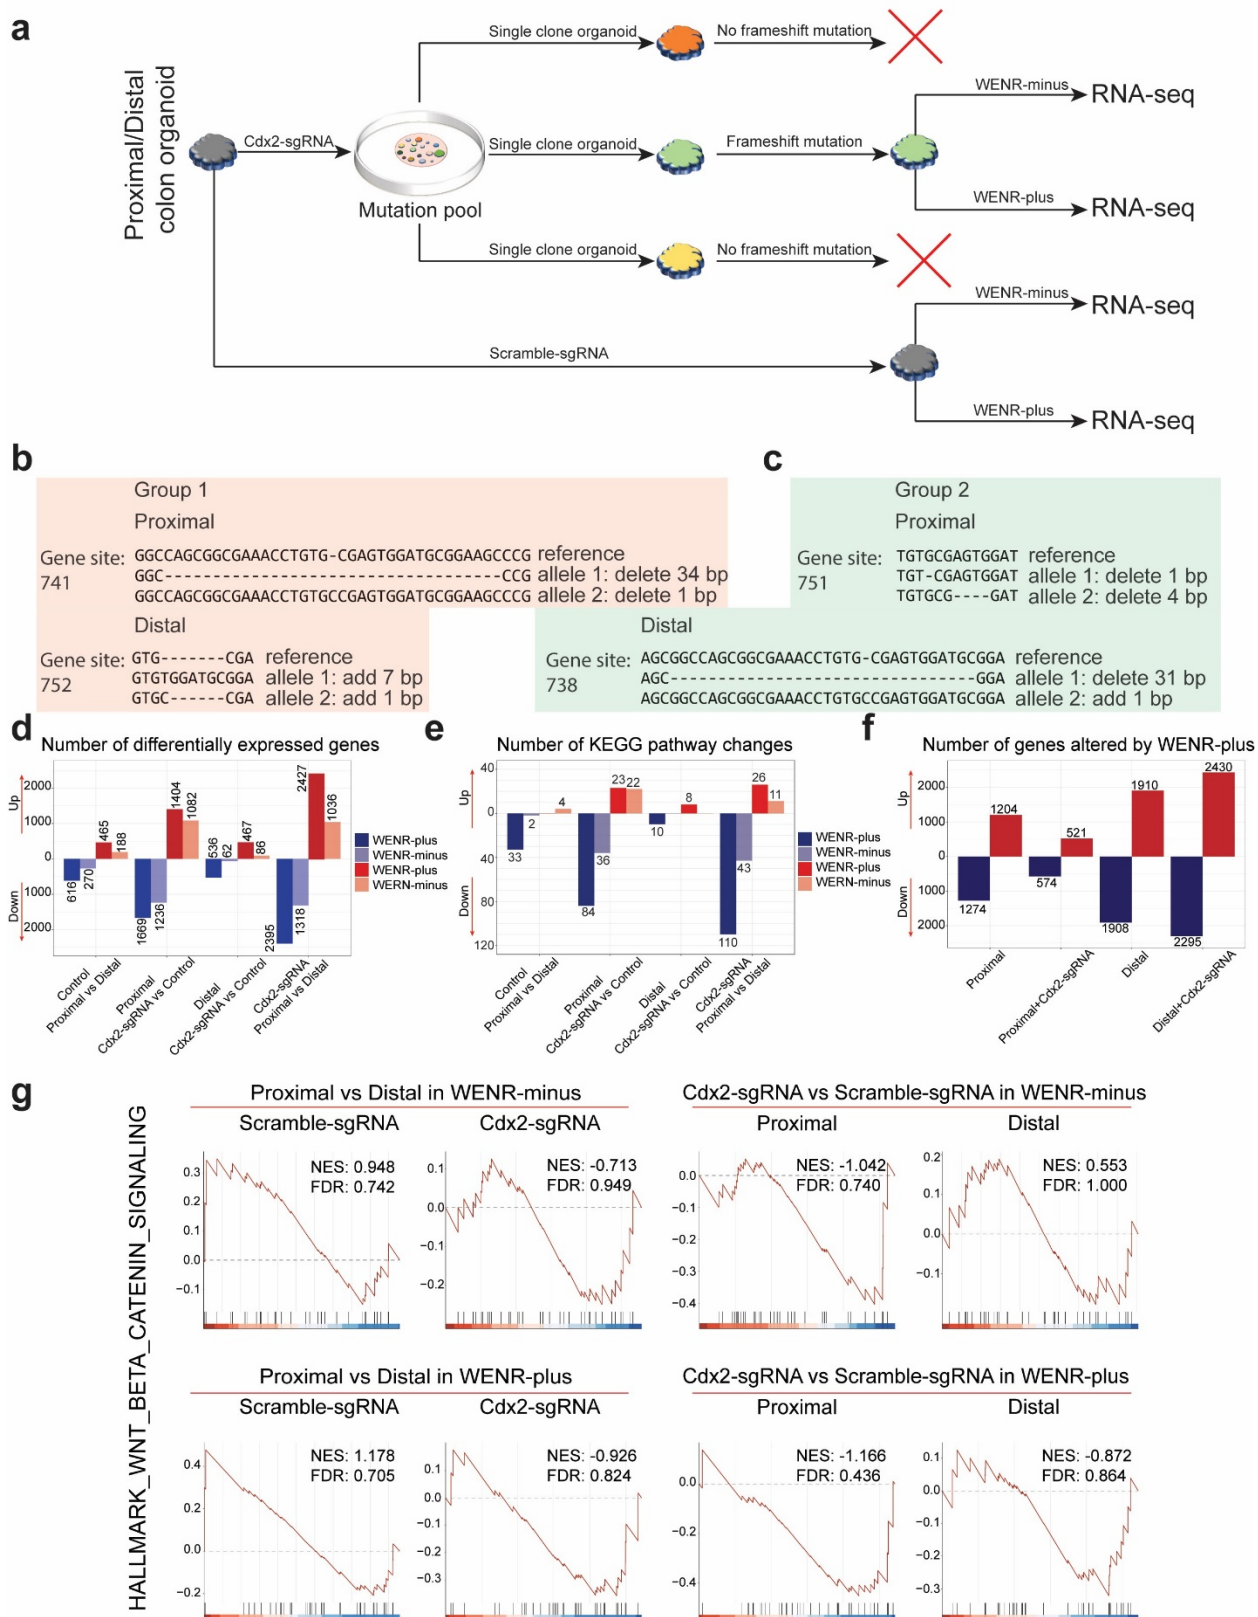

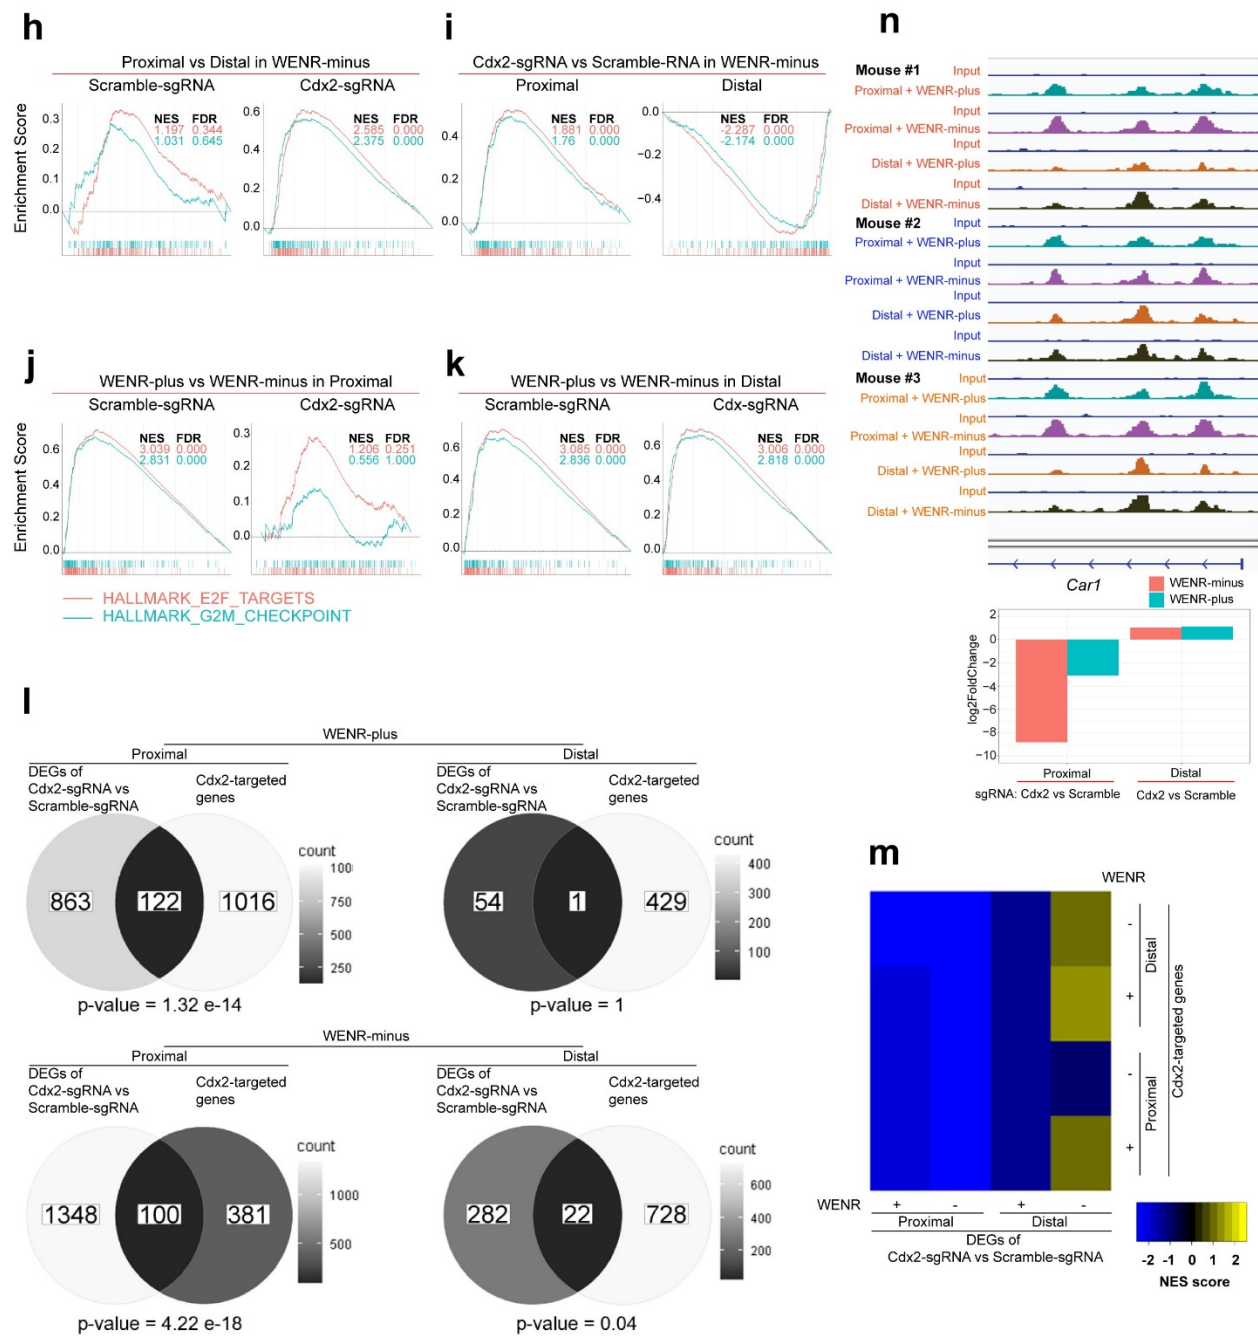

**Supplementary Figure 5. Gene expression analysis for Cdx2-loss and -targeted genes.**

(A) Schematic of sample collection.

(B-C) Sanger sequence results of the biological replicates (independent mice) of proximal and distal colon organoids used for the RNA-seq.

(D) Number of genes with altered expression after *Cdx2* loss (*Cdx2*-sgRNA).

(E) Number of altered KEGG pathways altered upon *Cdx2* loss. Pathways were corrected for multiple hypotheses using BH-method. KEGG pathway enrichment analyses data is available in the Source Data as file Supplementary Figure 5e data.xlsx.

(F) Number of genes with altered expression upon *Cdx2* loss (*Cdx2*-sgRNA) in the organoids transferred from WENR-plus to -minus medium.

(G) GSEA results of Wnt pathway in organoids with *Cdx2* loss.

(H-K) GSEA results for E2F targets and G2M in organoids with *Cdx2* loss and the different comparisons listed on the top of each figure.

(L) Venn diagram showing intersection between genes differentially expressed upon *Cdx2*-loss and the *Cdx2*-targeted genes.

(M) Heat map showing Normalized Enrichment Score (NES) from GSEA analyses of gene expression data for the *Cdx2*-targeted genes identified in the proximal and distal organoids grown in WENR-plus and minus conditions.

(N) Top panel shows ChIP-seq enrichment traces for *Cdx2*-binding in the *Car1* gene locus. N=3 biological replicates shown. Bottom panel shows mean log<sub>2</sub>-fold change differences in *Car1* expression upon *Cdx2*-loss (DESeq2 analyses; n = 2 biological replicates for each comparison).

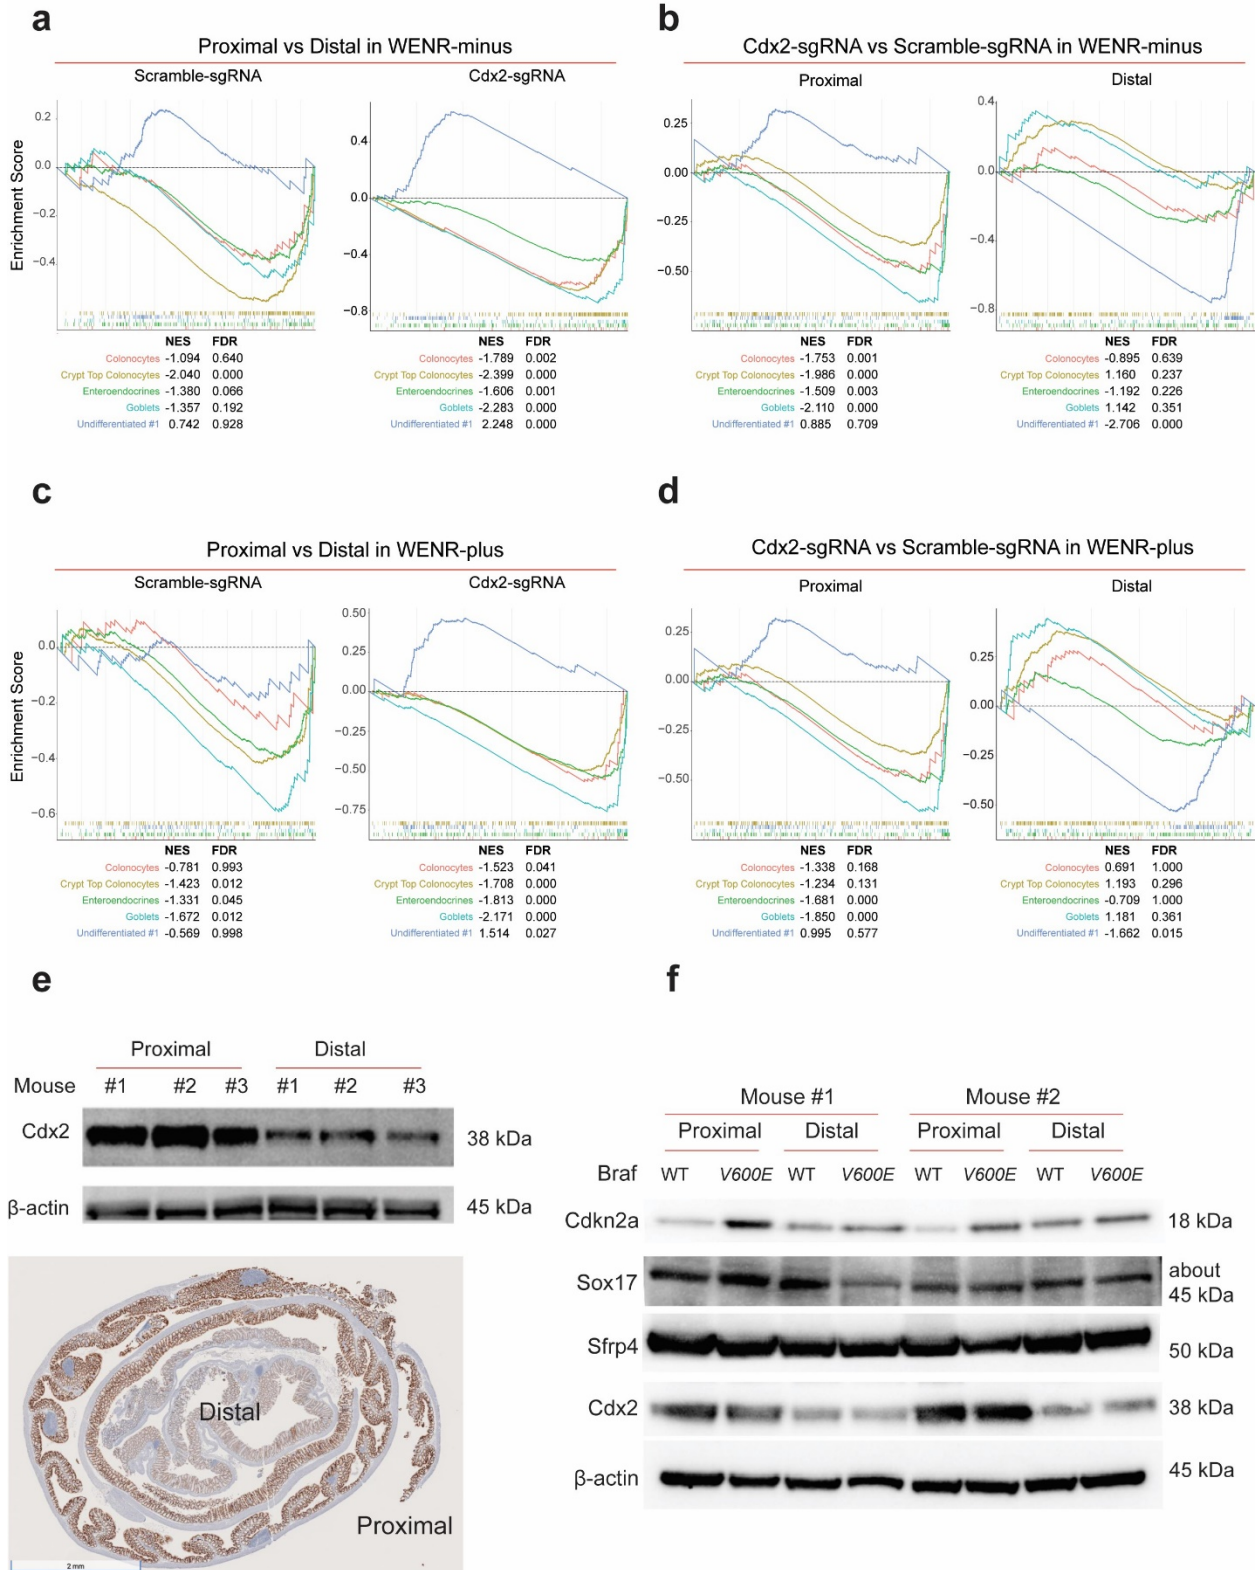

**Supplementary Figure 6.** Cdx2 expression in proximal and distal colon regions and effects of its loss on stem and differentiated cell signatures in the proximal and distal colon organoids.

(A-D) GSEA results for gene expression signatures for the stem cell and differentiated cell types in the colon epithelium. Gene expression signatures of following cell types shown: stem cells (Undifferentiated #1) and differentiated cell types (colonocytes, crypt top colonocytes, enteroendocrine and goblet cells). (A) GSEA results from comparing gene expression in proximal organoids compared to distal organoids upon Cdx2 loss (Cdx2-sgRNA) (right panel) or control treatment (Scramble-sgRNA) (left panel) showing upregulation of stem cells (Undifferentiated #1) signature in proximal organoids with Cdx2 loss growing in WENR-minus medium. (B) GSEA results from comparing gene expression in proximal and distal organoids with Cdx2 loss to their respective controls (Scramble-sgRNA). Compared to control, Cdx2 deficient proximal organoids grown in WENR-minus medium show significant downregulation of differentiated cell signatures. In contrast, Cdx2 loss does not affect these gene signatures in distal organoids grown in WENR-minus medium, but results in downregulation of stem cell signature. (C) Same comparison as in (A) but for organoids grown in WENR-plus medium. Proximal organoids inherently show reduced signatures for differentiated cells compared to distal organoids as seen in control (Scramble-sgRNA, left panel) organoids, and these signatures are further downregulated upon Cdx2 loss (right panel). (D) Same comparison as in (B) but for organoids grown in WENR-plus medium. Cdx2 deficient proximal organoids show only marginal downregulation (NES values compared to (B)) of the differentiated cells gene signatures in the presence of Wnt-factors in medium (WENR-plus). In contrast, in distal organoids Cdx2 loss results in downregulation of stem cell signature even in the presence of Wnt-factors in medium (WENR-plus). The cell type signatures used are from previously published work Parikh et al., reference 43 in main article).

(E) Western blot (top) and immunohistochemistry staining (bottom) showing different Cdx2 expression between mouse proximal and distal colon organoid/tissue. Western blot is representative of three mice. IHC is representative of two mice (scale bar = 2mm).

(F) Cdkn2a, Sox17, Sfrp4 and Cdx2 protein expression between proximal and distal colon organoids with/without Braf<sup>V600E</sup>. Western blot is representative of two mice.

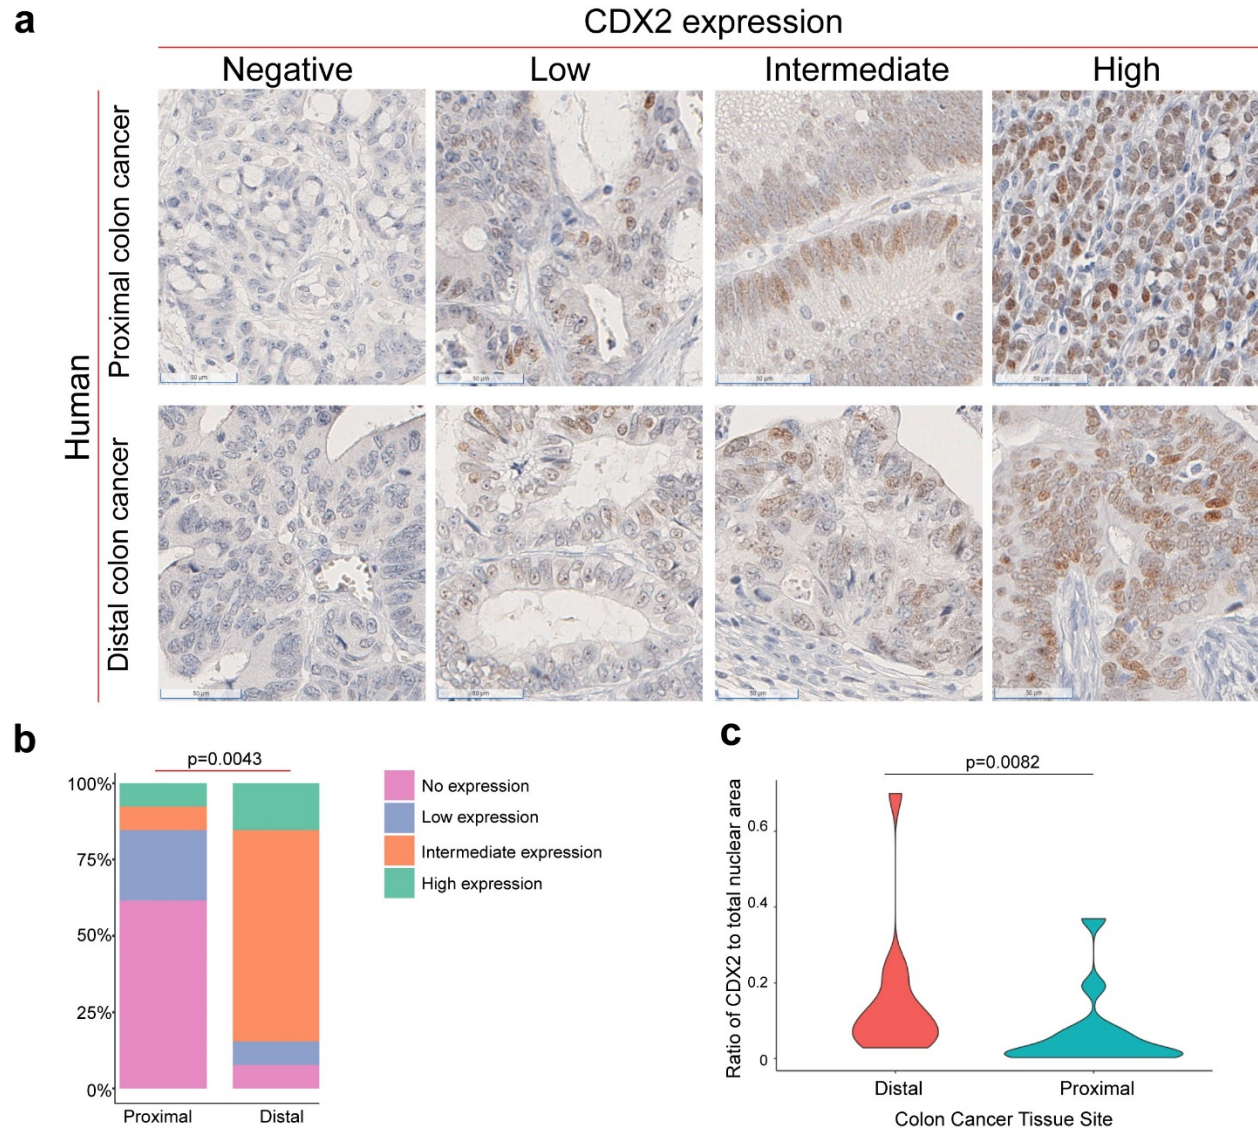

**Supplementary Figure 7.** Differential CDX2 expression between human proximal and distal colon cancers.

(A) Representative IHC images of CDX2 staining showing different expression intensities observed in the human proximal and distal colon cancers. Images are representative of 13 proximal and 13 distal colon cancer samples. Scale bar = 50  $\mu$ m.

(B) Column bar showing the different distribution of CDX2 expression intensities in human proximal and distal colon cancer. Chi-Squared test p-values shown. 13 proximal and 13 distal colon cancer samples were analyzed.

(C) Ratio of CDX2 positive nuclear area to total nuclear area. P-value estimates using one-sided (alternative = less) Wilcoxon rank sum test for proximal vs. distal differences. 13 proximal and 13 distal colon cancer samples were analyzed.

## Supplementary Tables

Supplementary Table 1

Oligos used for generating guide RNA for CRISPR/Cas9 genome editing and corresponding PCR primers for Sanger sequence.

| Gene name | Oligo name           | Sequence                  |
|-----------|----------------------|---------------------------|
| Cdx2      | Cas9_Cdx2_gRNA_F     | CACCGAGCGGCGAAACCTGTGCGAG |
|           | Cas9_Cdx2_gRNA_R     | AAACCTCGCACAGGTTTCGCCGCTC |
|           | Primer_Cdx2_F        | CGAGGACTGGAATGGCTACG      |
|           | Primer_Cdx2_R        | TGCTTAGGACACTACCGGGA      |
| Sox17     | Cas9_Sox17_gRNA_F    | CACCGCCGGATGCGAGACTCCGCTT |
|           | Cas9_Sox17_gRNA_R    | AAACAAGCGGAGTCTCGCATCCGGC |
|           | Primer_Sox17_F       | AAAGGTGAAAGGCGAGGTGG      |
|           | Primer_Sox17_R       | TGGCCCAAAGACCAAAGTGT      |
| Sfrp4     | Cas9_Sfrp4_gRNA_F    | CACCGCCAAAATAAAAGCCGTCCAG |
|           | Cas9_Sfrp4_gRNA_R    | AAACCTGGACGGCTTTTATTTTGGC |
|           | Primer_Sfrp4_F       | TTGGCCCCAAAACACTGTCT      |
|           | Primer_Sfrp4_R       | ACAGCATCTCAAAGAGACGTCT    |
| Cdkn2a    | Cas9_Cdkn2a_gRNA_F   | CACCGGTGCGATATTTGCGTTCCGC |
|           | Cas9_Cdkn2a_gRNA_R   | AAACGCGGAACGCAAATATCGCACC |
|           | Primer_Cdkn2a_F      | GGTGATGATGATGGGCAACG      |
|           | Primer_Cdkn2a_R      | AGACCTCTGAACCCTCCTGC      |
| Control   | Cas9_Scramble_gRNA_F | CACCGGCACTCACATCGCTACATCA |
|           | Cas9_Scramble_gRNA_R | AAACTGATGTAGCGATGTGAGTGCC |

# Supplementary Table 2

Oligos used for generating guide RNA for CRISPR/Cpf1 genome editing and corresponding PCR primers for Sanger sequence.

| Gene name | Oligo name         | Sequence                                                                                                                    |
|-----------|--------------------|-----------------------------------------------------------------------------------------------------------------------------|
| Cdx2      | Cpf1_Cdx2_gRNA_F   | AGATGCCGCTGGCCGCTGGGGGACAGC                                                                                                 |
|           | Cpf1_Cdx2_gRNA_R   | AAAAGCTGTCCCCCAGCGGCCAGCGGC                                                                                                 |
|           | Primer_Cdx2_F      | CGAGGACTGGAATGGCTACG                                                                                                        |
|           | Primer_Cdx2_R      | AGGTTGCCAATGGGGTACTG                                                                                                        |
| Sox17     | Cpf1_Sox17_gRNA_F  | AGATCACGCGCAACCCCAGCAGCCGCT                                                                                                 |
|           | Cpf1_Sox17_gRNA_R  | AGCGGCTGCTGGGGTTGCGCGTG                                                                                                     |
|           | Primer_Sox17_F     | GCTCCAGTCTCGGACTATGC                                                                                                        |
|           | Primer_Sox17_R     | GTAACACTGCTTCTGGCCCT                                                                                                        |
| Sfrp4     | Cpf1_Sfrp4_gRNA_F  | AGATCATCTACCACAGTTGTGACCTCA                                                                                                 |
|           | Cpf1_Sfrp4_gRNA_R  | AAAATGAGGTCACAACGTGTGGTAGATG                                                                                                |
|           | Primer_Sfrp4_F     | TTGGCCCCAAAACACTGTCT                                                                                                        |
|           | Primer_Sfrp4_R     | ACAGCATCTCAAAAGAGACGTCT                                                                                                     |
| Cdkn2a    | Cpf1_Cdkn2a_gRNA_F | AGATAGGTGATGATGATGGGCAACGTT                                                                                                 |
|           | Cpf1_Cdkn2a_gRNA_R | AAAAAACGTTGCCCATCATCATCACCT                                                                                                 |
|           | Primer_Cdkn2a_F    | ACACAATCCCAGTTCGGCTT                                                                                                        |
|           | Primer_Cdkn2a_R    | ACGATGTCTTGATGTCCCCG                                                                                                        |
| KO-3      | Cpf1_KO-3_gRNA_F   | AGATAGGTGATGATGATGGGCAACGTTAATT<br>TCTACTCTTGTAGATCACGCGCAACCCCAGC<br>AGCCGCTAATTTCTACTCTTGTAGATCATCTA<br>CCACAGTTGTGACCTCA |
|           | Cpf1_KO-3_gRNA_R   | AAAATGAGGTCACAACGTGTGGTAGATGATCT<br>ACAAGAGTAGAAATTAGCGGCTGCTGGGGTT                                                         |

|      |                  |                                                                                                                                                                           |
|------|------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|      |                  | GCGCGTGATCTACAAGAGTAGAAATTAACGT<br>TGCCCATCATCATCACCT                                                                                                                     |
| KO-4 | Cpf1_KO-4_gRNA_F | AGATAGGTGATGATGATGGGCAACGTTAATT<br>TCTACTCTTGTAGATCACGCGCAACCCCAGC<br>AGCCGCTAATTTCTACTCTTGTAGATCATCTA<br>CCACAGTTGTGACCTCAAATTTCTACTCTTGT<br>AGATGCCGCTGGCCGCTGGGGGACAGC |
|      | Cpf1_KO-4_gRNA_R | AAAAGCTGTCCCCCAGCGGCCAGCGGCATC<br>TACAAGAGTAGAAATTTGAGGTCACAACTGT<br>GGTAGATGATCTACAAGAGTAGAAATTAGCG<br>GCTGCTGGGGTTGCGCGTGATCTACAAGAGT<br>AGAAATTAACGTTGCCCATCATCATCACCT |

Supplementary Table 3

Methods resource listing details of reagents, public datasets and software used in this work.

| REAGENT or RESOURCE                                                    | SOURCE                       | IDENTIFIER     |
|------------------------------------------------------------------------|------------------------------|----------------|
| <b>Antibodies</b>                                                      |                              |                |
| Rabbit anti-CDX2 Antibody<br>(WB: 1:1000)                              | Bethyl Laboratories          | Cat# A300-691A |
| Rabbit monoclonal anti-<br>CDX2 Antibody<br>(EPR2764Y)<br>(IHC 1:1000) | Abcam                        | Cat# ab76541   |
| Anti-KRT20 antibody<br>(D9Z1Z) XP® Rabbit mAb<br>(IHC: 1:1000)         | Cell Signaling<br>Technology | Cat# 13063     |
| Non-phospho $\beta$ -Catenin<br>Rabbit mAb<br>(IHC: 1:750)             | Cell Signaling<br>Technology | Cat# 8814      |
| Anti-CDKN2A antibody<br>(WB: 1:1000)                                   | Abcam                        | Cat# ab211542  |
| Anti- SFRP4 antibody                                                   | Abcam                        | Cat# ab154167  |

|                                                         |                              |               |
|---------------------------------------------------------|------------------------------|---------------|
| (WB: 1:1000)                                            |                              |               |
| Anti-SOX17 antibody<br>(WB: 1:1000)                     | R&D systems                  | Cat# AF1924   |
| Recombinant Anti-Ki67<br>antibody<br>(IHC: 1:200)       | Abcam                        | Cat# ab16667  |
| $\beta$ -Actin Rabbit mAb<br>(WB: 1:1000)               | Cell Signaling<br>Technology | Cat# 4970S    |
| Anti-mouse IgG, HRP-linked<br>Antibody<br>(WB: 1:2000)  | Cell Signaling<br>Technology | Cat# 7076     |
| Anti-rabbit IgG, HRP-linked<br>Antibody<br>(WB: 1:2000) | Cell Signaling<br>Technology | Cat# 7074     |
| Anti-goat IgG, HRP-linked<br>Antibody<br>(WB: 1:2000)   | Abcam                        | Cat# ab6741   |
| <b>Bacterial and Virus<br/>Strains</b>                  |                              |               |
| NEB® Stable Competent E.<br>coli                        | New England Biolabs          | Cat# C3040I   |
| NEB 5-alpha Competent E.<br>coli                        | New England Biolabs          | Cat# C2987I   |
| JM109 Competent Cells                                   | Promega                      | Cat# L2005    |
| Puro.Cre empty vector                                   | Addgene                      | Cat# 17408    |
| pY108 (lenti-AsCpf1)                                    | Addgene                      | Cat# 84739    |
| LentiCRISPR v2-Blast                                    | Addgene                      | Cat# 83480    |
| PMD2.G                                                  | Addgene                      | Cat# 12259    |
| PsPAX2                                                  | Addgene                      | Cat# 12260    |
| pBABE-hygro-hTERT                                       | Addgene                      | Cat# 1773     |
| <b>Chemical, Peptides and<br/>Recombinant Proteins</b>  |                              |               |
| Opti-MEM™ I Reduced<br>Serum Medium                     | Thermo Fisher<br>Scientific  | Cat# 31985062 |
| Lipofectamine™ 3000<br>Transfection Reagent             | Thermo Fisher<br>Scientific  | Cat# L3000008 |
| Cell Recovery Solution                                  | Corning                      | Cat# 354253   |
| Dispase                                                 | Stemcell Technologies        | Cat# 07913    |
| Basement Membrane Matrix                                | Corning                      | Cat# 356231   |
| Puromycin dihydrochloride                               | Millipore Sigma              | Cat# P8833    |
| Blasticidin S HCl                                       | Thermo Fisher<br>Scientific  | Cat# R21001   |
| Hygromycin B                                            | Thermo Fisher<br>Scientific  | Cat# 10687010 |

|                                               |                            |                  |
|-----------------------------------------------|----------------------------|------------------|
| B-27™ Supplement (50X)                        | Thermo Fisher Scientific   | Cat# 17504044    |
| Advanced DMEM/F-12                            | Thermo Fisher Scientific   | Cat# 12634010    |
| ACCUMAX™                                      | Stemcell Technologies      | Cat# 07921       |
| TransDux™ MAX Lentivirus Transduction Reagent | SBI System Biosciences     | Cat# LV860A-1    |
| Y-27632                                       | Cell Signaling Technology  | Cat# 13624       |
| Platinum™ Taq DNA Polymerase High Fidelity    | Thermo Fisher Scientific   | Cat# 11304011    |
| T4 DNA Ligase                                 | New England Biolabs        | Cat# M0202S      |
| T4 Polynucleotide Kinase                      | New England Biolabs        | Cat# M0201S      |
| BsmBI-v2                                      | New England Biolabs        | Cat# R0739S      |
| T7 DNA Ligase                                 | New England Biolabs        | Cat# M0318S      |
| Dynabeads™ Protein A for Immunoprecipitation  | Thermo Fisher Scientific   | Cat# 10002D      |
| AMPure XP Reagent                             | Beckman Coulter            | Cat# A63880      |
| Primocin                                      | InvivoGen                  | Cat# ant-pm-05   |
| A 83-01                                       | Millipore Sigma            | Cat# SML0788-5MG |
| hEGF                                          | Millipore Sigma            | Cat# E9644-.2MG  |
| CHIR99021                                     | Millipore Sigma            | Cat# SML1046     |
| Terrific Broth 500ml                          | Quality Biological         | Cat# 340-071-101 |
| LB agar plates with 100ug/ml ampicillin       | Vitascientific             | Cat# 340-108-231 |
| Precision plus protein™ standard              | Bio-Rad                    | Cat# 161-0394    |
| SOC Outgrowth Medium                          | New England Biolabs        | Cat# B9020S      |
| Opti-MEM I Reduced Serum Medium               | Thermo Fisher Scientific   | Cat# 31985062    |
| Penicillin-Streptomycin                       | Thermo Fisher Scientific   | Cat# 15140122    |
| SB 202190                                     | Millipore Sigma            | Cat# S7067-5MG   |
| Pierce™ 16% Formaldehyde (w/v)                | Thermo Fisher Scientific   | Cat# 28906       |
| ZR 100 bp DNA Marker                          | Zymo Research              | Cat# M5002-200   |
| iTaq universal SYBR green supermix            | Bio-Rad                    | Cat# 1725124     |
| qScript cDNA SuperMix                         | Quantabio                  | Cat# 95048-100   |
| SYBR™ Green I Nucleic Acid Gel Stain          | Thermo Fisher Scientific   | Cat# S7563       |
| KAPA HiFi HotStart ReadyMix                   | Roche Sequencing Solutions | Cat# KK2601      |

|                                                     |                          |                         |
|-----------------------------------------------------|--------------------------|-------------------------|
| <b>Critical Commercial Assays</b>                   |                          |                         |
| Gibson Assembly® Cloning Kit                        | New England Biolabs      | Cat# E5510S             |
| RNeasy Plus Mini kit                                | QIAGEN                   | Cat# 74104              |
| Pierce™ BCA Protein Assay Kit                       | Thermo Fisher Scientific | Cat# 23227              |
| pGEM-T easy vector system                           | Promega                  | Cat# A1380              |
| Monarch® DNA Gel Extraction Kit                     | New England Biolabs      | Cat# T1020S             |
| Nextera XT DNA Library Preparation Kit (24 samples) | Illumina                 | Cat# FC-131-1024        |
| Nextera XT Index Kit (24 Indexes, 96 samples)       | Illumina                 | Cat# FC-131-1001        |
| Illumina Tagment DNA TDE1 Enzyme and Buffer Kits    | Illumina                 | Cat# 20034197           |
| SMARTer Stranded Total RNA Sample Prep Kit          | Takara Bio USA           | Cat# 634875             |
| PureLink Quick Plasmid Miniprep Kit                 | Thermo Fisher Scientific | Cat# K210011            |
| MinElute PCR Purification Kit                       | QIAGEN                   | Cat# 28004              |
| ZymoPURE II Plasmid Midiprep Kit                    | Zymo Research            | Cat# D4200              |
| MycoAlert® Mycoplasma Detection Kit                 | Lonza                    | Cat#: LT07-318          |
| <b>Deposited Data</b>                               |                          |                         |
| Raw and analyzed Chip-seq data                      | Illumina NovaSeq 6000    | GEO database: GSE218479 |
| Raw and analyzed RNA-seq                            | Illumina HiSeq 4000      | GEO database: GSE218480 |
| <b>Reused Published Data</b>                        |                          |                         |
| Cdx2 expression in colon cancer                     | Reference <sup>1</sup>   | GEO database: GSE39582  |
| Cdx2 expression in colon cancer                     | Reference <sup>2</sup>   | TCGA-COAD               |
| <b>Experimental Models: Cell lines</b>              |                          |                         |
| Lenti-X™ 293T Cell line                             | Clontech                 | Cat# 632180             |
| <b>Experimental Models: Organisms/Strains</b>       |                          |                         |

|                                                                                 |                         |                                                                                                                                     |
|---------------------------------------------------------------------------------|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------|
| B6;129S6-Gt(ROSA)26Sor <sup>tm9(CAG-tdTomato)</sup> Hze/J                       | The Jackson Laboratory  | Cat# 007905                                                                                                                         |
| B6.129P2(Cg)-Braf <sup>tm1Mmcm</sup> /J                                         | The Jackson Laboratory  | Cat# 017837                                                                                                                         |
| NOD.Cg-Prkdc <sup>scid</sup> Il2rg <sup>tm1Wjl</sup> /SzJ                       | The Jackson Laboratory  | Cat# 005557                                                                                                                         |
| <b>Oligonucleotides</b>                                                         |                         |                                                                                                                                     |
| Guide RNAs for Cas9 and corresponding primers for Sanger sequence, see Table S1 | IDT                     | <a href="http://crispor.tefor.net/crispor.py">http://crispor.tefor.net/crispor.py</a>                                               |
| Primers for RT-qPCR, see Table S2                                               | IDT                     | <a href="https://www.primer3plus.com/index.html">https://www.primer3plus.com/index.html</a>                                         |
| Guide RNAs for Cpf1 and corresponding primers for Sanger sequence, see Table S3 | IDT                     | <a href="http://crispor.tefor.net/crispor.py">http://crispor.tefor.net/crispor.py</a>                                               |
| <b>Software and Algorithms</b>                                                  |                         |                                                                                                                                     |
| R statistical software                                                          | Open source             | <a href="http://www.r-project.org">http://www.r-project.org</a>                                                                     |
| GraphPad Prism                                                                  | GraphPad Software       | <a href="https://www.graphpad.com/scientificsoftware/prism/">https://www.graphpad.com/scientificsoftware/prism/</a>                 |
| Fiji                                                                            | Open source             | <a href="http://fiji.sc/Fiji">http://fiji.sc/Fiji</a>                                                                               |
| Adobe illustrator                                                               | Adobe                   | <a href="https://www.adobe.com/products/illustrator.html">https://www.adobe.com/products/illustrator.html</a>                       |
| Salmon (v1.1.0)                                                                 | Reference <sup>3</sup>  | N/A                                                                                                                                 |
| tximport (1.10.1)                                                               | Reference <sup>4</sup>  | N/A                                                                                                                                 |
| DESeq2 (1.28.1)                                                                 | Reference <sup>5</sup>  | N/A                                                                                                                                 |
| clusterProfiler (v3.16.1)                                                       | Reference <sup>6</sup>  | N/A                                                                                                                                 |
| FastQC (v0.11.9)                                                                | N/A                     | <a href="https://www.bioinformatics.babraham.ac.uk/projects/fastqc/">https://www.bioinformatics.babraham.ac.uk/projects/fastqc/</a> |
| Trimmomatic (0.39)                                                              | Reference <sup>7</sup>  | N/A                                                                                                                                 |
| Bowtie2 (v2.4.1)                                                                | Reference <sup>8</sup>  | N/A                                                                                                                                 |
| Samtools (v1.9)                                                                 | Reference <sup>9</sup>  | N/A                                                                                                                                 |
| Macs2 (v2.2.7)                                                                  | Reference <sup>10</sup> | N/A                                                                                                                                 |
| ChIPseeker (1.18.0)                                                             | Reference <sup>11</sup> | N/A                                                                                                                                 |
| DiffBind (2.10.0)                                                               | Reference <sup>12</sup> | N/A                                                                                                                                 |

Supplementary Table 4

# Primers for RT-PCR

| Gene name      | Oligo name               | Sequence               |
|----------------|--------------------------|------------------------|
| Ephb2          | Primer_Ephb2_F           | AACCTTCAAGGCCAACCAAG   |
|                | Primer_Ephb2_R           | ATGGTTGTGCAAGGCATGTC   |
| Lgr5           | Primer_Lgr5_F            | AATCGCGGTAGTGGACATTC   |
|                | Primer_lgr5_R            | AACGATTTGGCAGCCGATTC   |
| Ascl2          | Primer_Ascl2_F           | AGCACACCTTGACTGGTACG   |
|                | Primer_Ascl2_R           | GTGGACGTTTGCACCTTCAC   |
| Muc2           | Primer_Muc2_F            | TCGCTGGGTGTGTAAAGACC   |
|                | Primer_Muc2_R            | GTTCGCTCTTGGTCAGGACA   |
| Fabp2          | Primer_Fabp2_F           | GCCTGGACCATTGAGGGAAA   |
|                | Primer_Fabp2_R           | GCTTGGCCTCAACTCCTTCA   |
| Krt20          | Primer_Krt20_F           | TGGGCAACAATGTCAACGTG   |
|                | Primer_Krt20_R           | TGTTCTTTGGCCTCTTGCAG   |
| Car1           | Primer_Car1_F            | GTGACCTGGGTGATCTGCAA   |
|                | Primer_Car1_R            | AACTGGAACTGCAGGCTCTC   |
| $\beta$ -actin | Primer_ $\beta$ -actin_F | GGCTGTATTCCCCTCCATCG   |
|                | Primer_ $\beta$ -actin_R | CCAGTTGGTAACAATGCCATGT |

Raw data for supplemental figures

Supplementary Figure 4c:

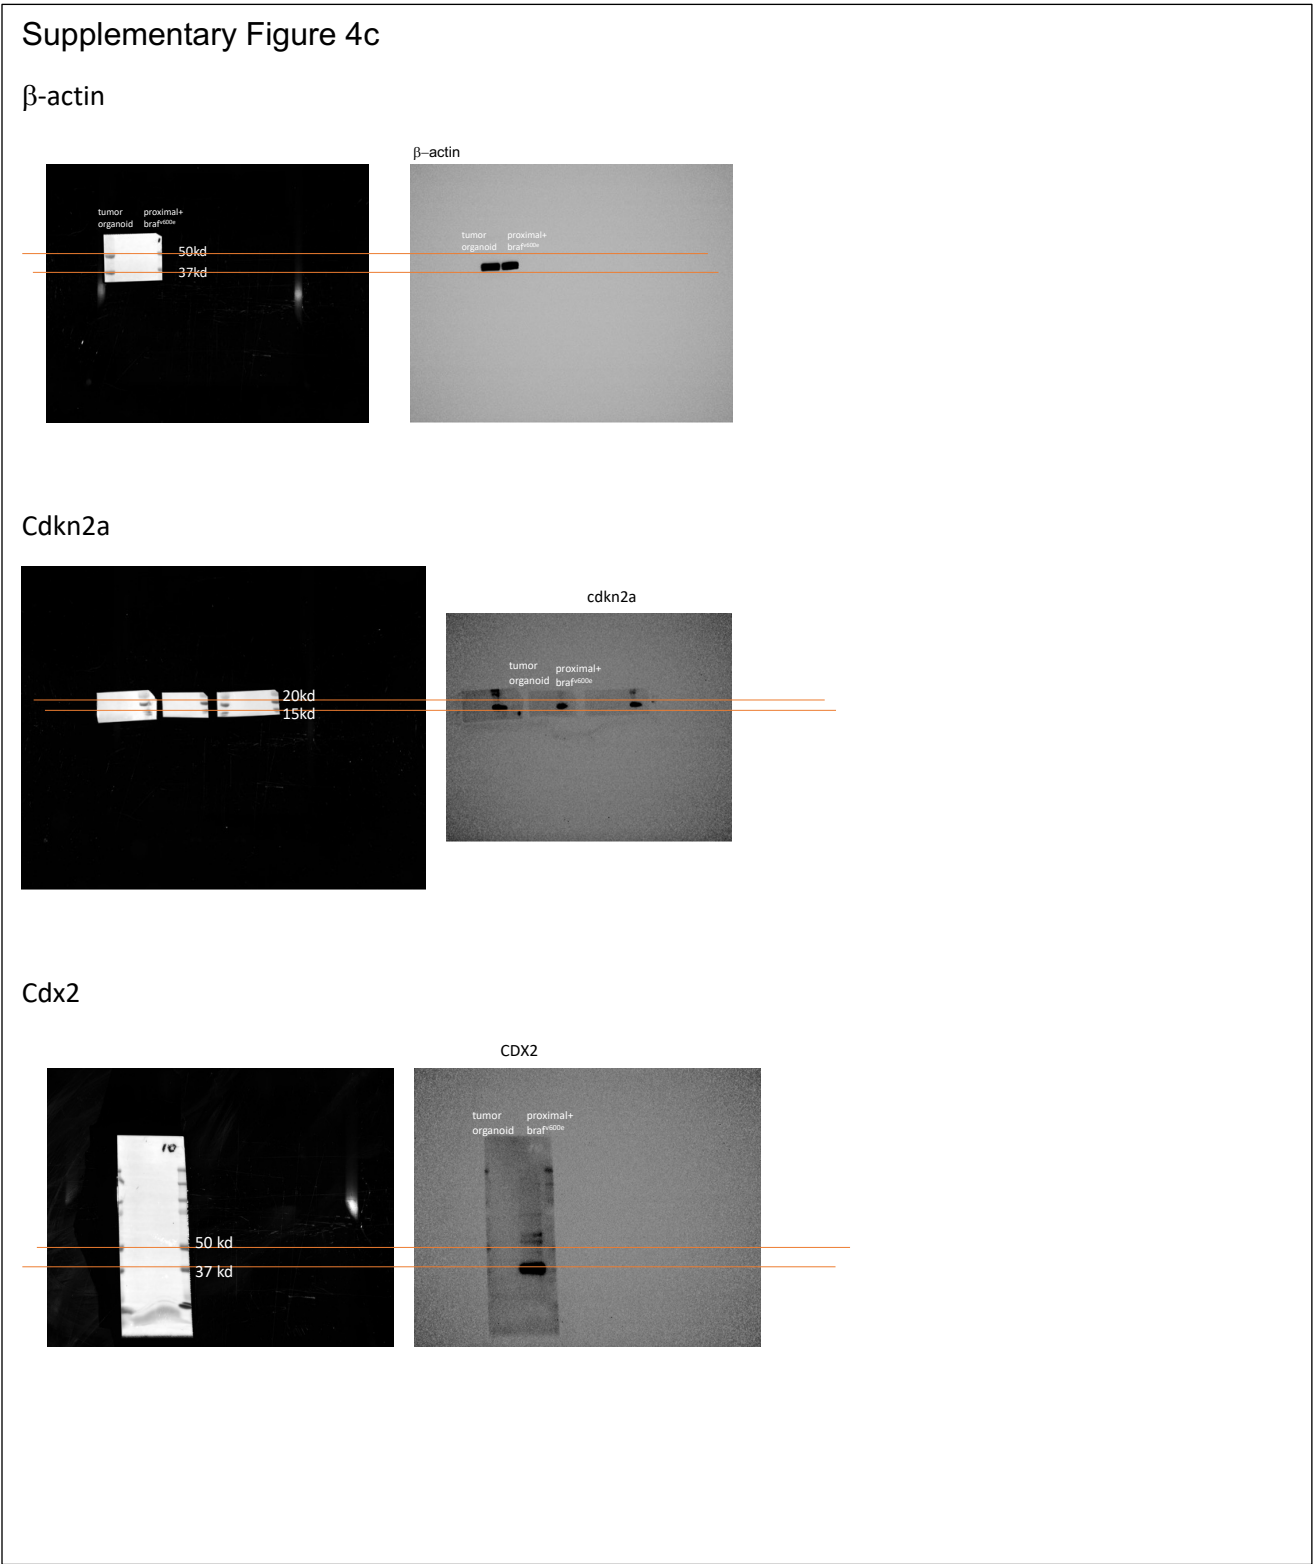

## Supplementary Figure 4c

### Sfrp4

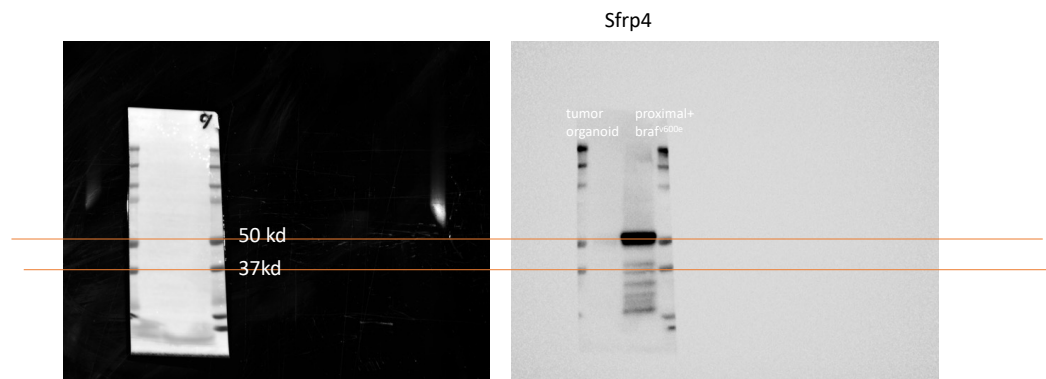

### Sox17

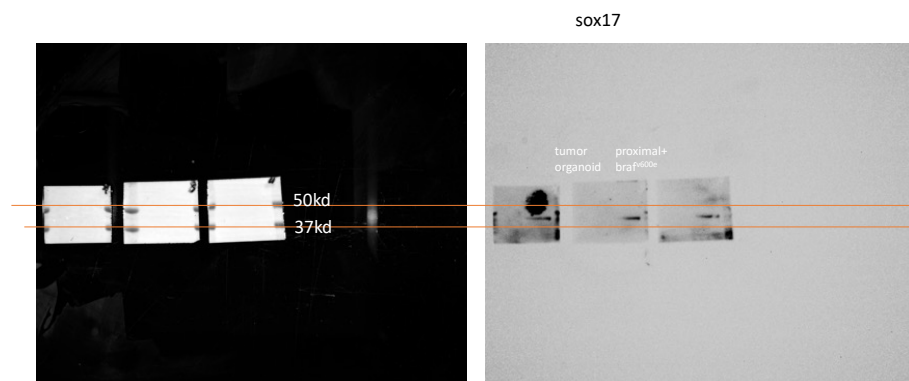

### Marker

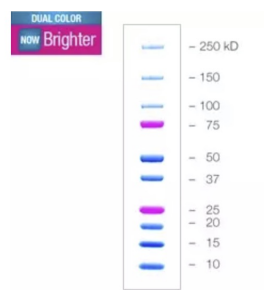

Supplementary Figure 6e:

Supplementary Figure 6e

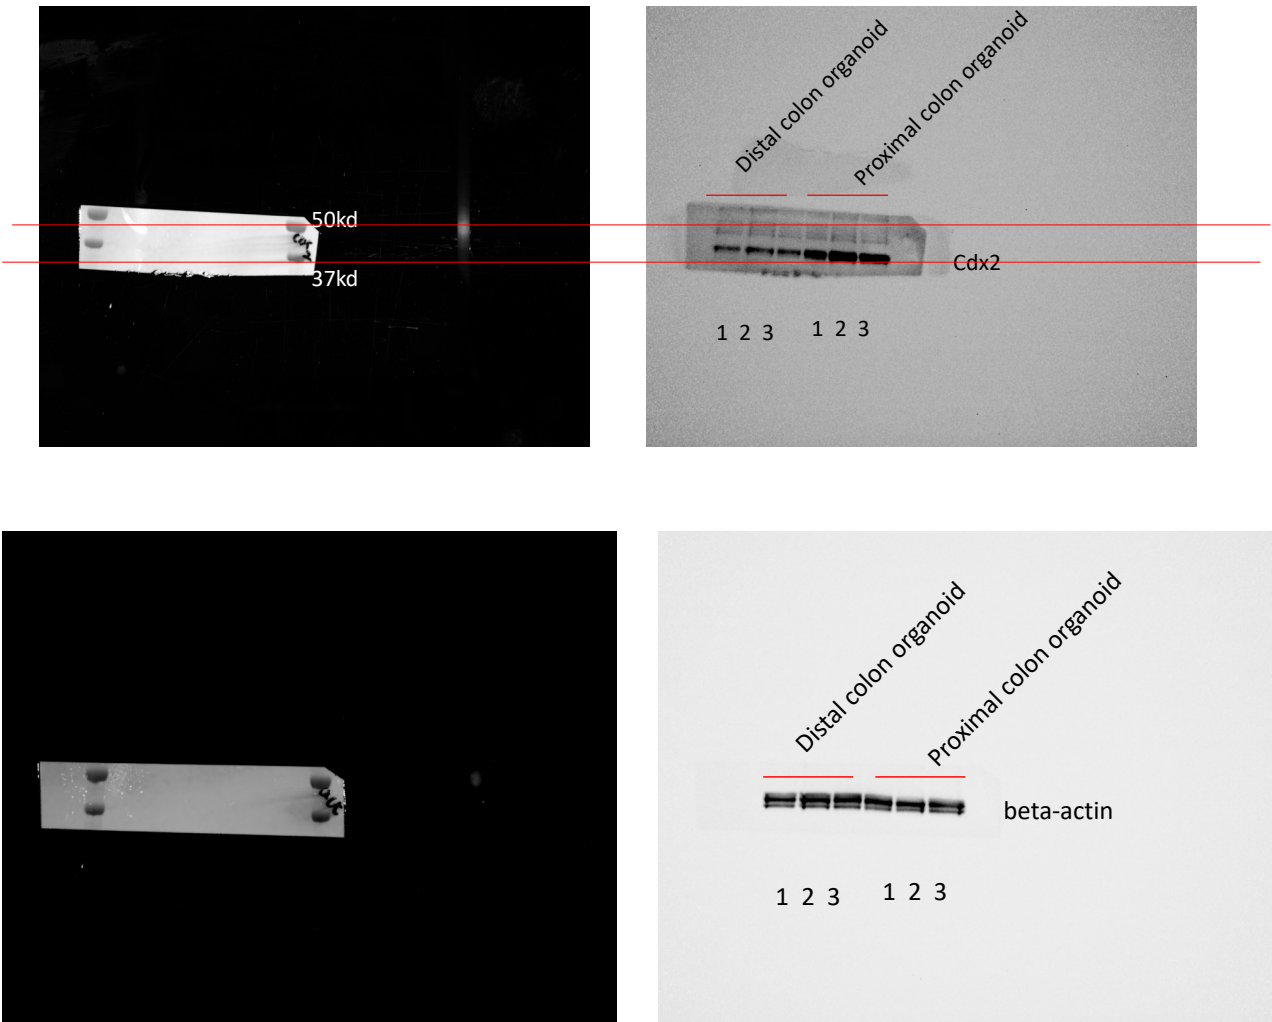

Supplementary Figure 6f:

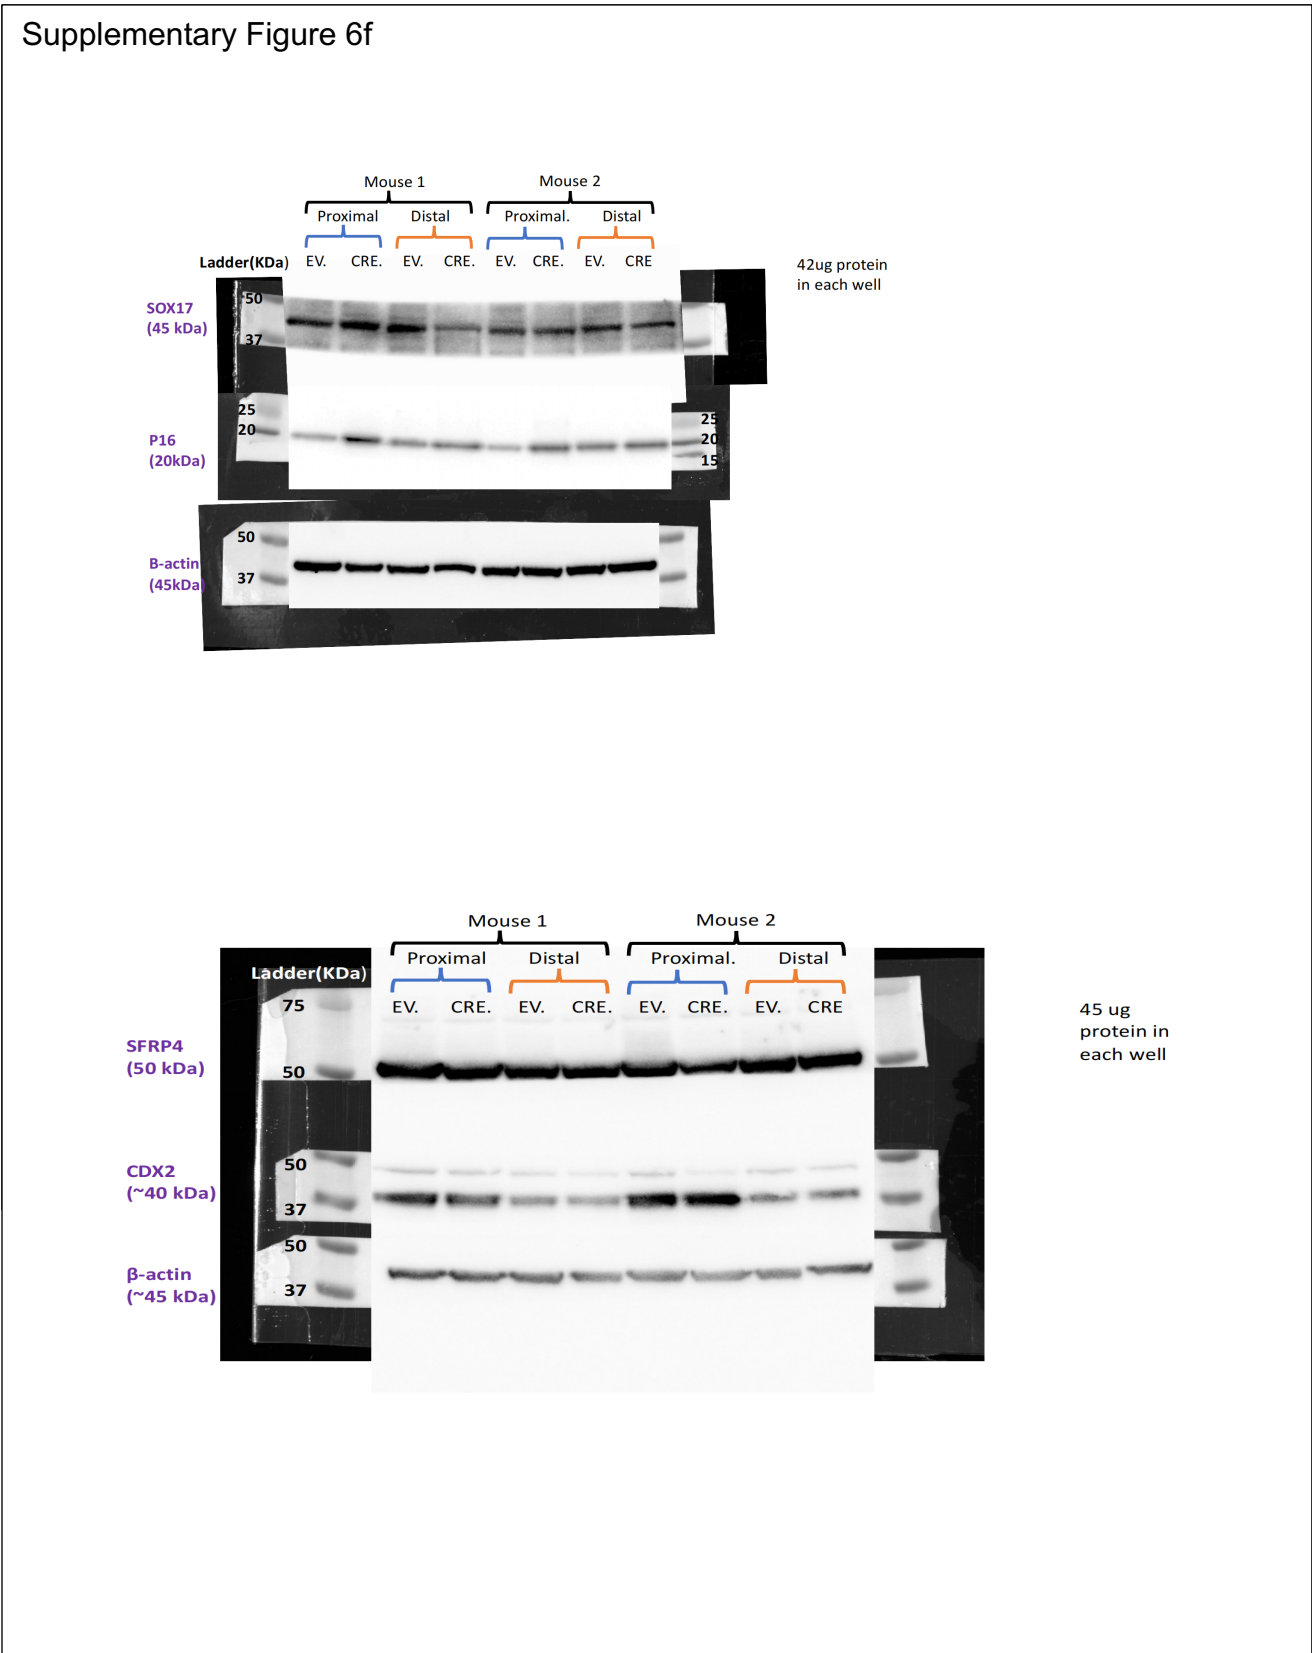

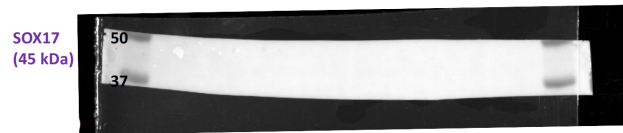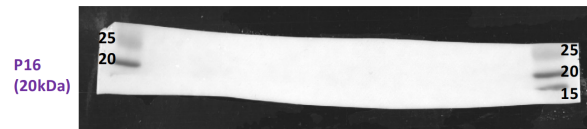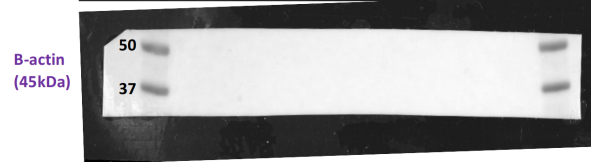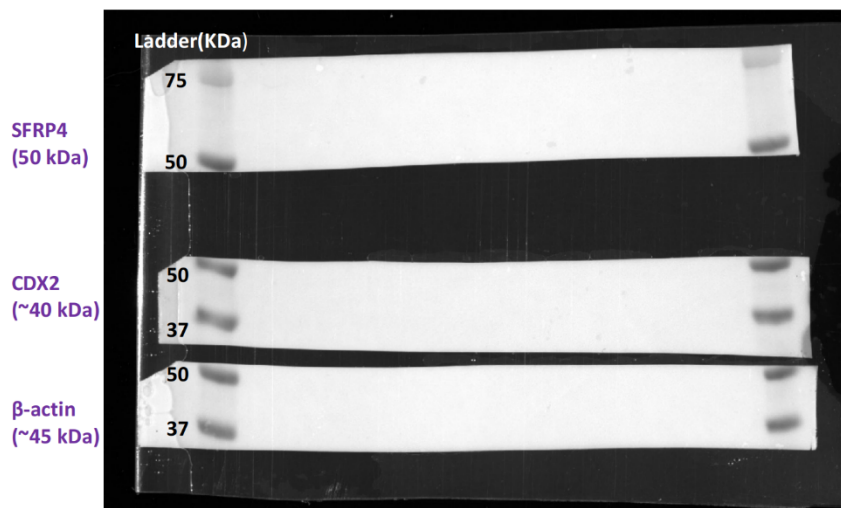

## Supplementary References

1. Marisa, L. *et al.* Gene expression classification of colon cancer into molecular subtypes: characterization, validation, and prognostic value. *PLoS Med* **10**, e1001453 (2013).
2. Cancer Genome Atlas Network. Comprehensive molecular characterization of human colon and rectal cancer. *Nature* **487**, 330–337 (2012).
3. Patro, R., Duggal, G., Love, M. I., Irizarry, R. A. & Kingsford, C. Salmon provides fast and bias-aware quantification of transcript expression. *Nat Methods* **14**, 417–419 (2017).
4. Sonesson, C., Love, M. I. & Robinson, M. D. Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. *F1000Res* **4**, 1521 (2015).
5. Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014).
6. Yu, G., Wang, L.-G., Han, Y. & He, Q.-Y. clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS* **16**, 284–287 (2012).
7. Bolger, A. M., Lohse, M. & Usadel, B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* **30**, 2114–2120 (2014).
8. Langmead, B. & Salzberg, S. L. Fast gapped-read alignment with Bowtie 2. *Nat Methods* **9**, 357–359 (2012).
9. Li, H. *et al.* The Sequence Alignment/Map format and SAMtools. *Bioinformatics* **25**, 2078–2079 (2009).

10. Feng, J., Liu, T., Qin, B., Zhang, Y. & Liu, X. S. Identifying ChIP-seq enrichment using MACS. *Nat Protoc* **7**, 1728–1740 (2012).
11. Yu, G., Wang, L.-G. & He, Q.-Y. ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. *Bioinformatics* **31**, 2382–2383 (2015).
12. Ross-Innes, C. S. *et al.* Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. *Nature* **481**, 389–393 (2012).

# Supplementary material for: Tissue-location-specific transcription programs drive tumor dependencies in colon cancer
**Source:** Nat Commun. 2024 Feb 15;15:1384. doi: 10.1038/s41467-024-45605-4
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

For data collection, standard molecular biology techniques such as RNA-seq, ChIP-seq, were used.  
The information on data collection is described in the Methods and the data is available in public databases.

#### Data analysis

We have used open source R/Bioconductor and Unix command line-based sequence analyses softwares. All these softwares are published, and are listed below:  
Salmon (v1.10.0)  
tximport (1.10.1)  
DESeq2 (1.28.1)  
clusterProfiler (v3.16.1)  
FastQC (v0.11.9)  
Trimmomatic (0.39)  
Bowtie2 (v2.4.1)  
Samtools (v1.9)  
Macs2 (v2.2.7)  
ChIPseeker (1.18.0)  
DiffBind (2.10.0)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The accession number in GEO database for the RNAs-seq data reported in this paper is GSE218480, Chip-seq data is GSE218479. The data has been made available without restrictions.

Data used in figures are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper. All source data and figures are also uploaded to Figshare (DOI: 10.6084/m9.figshare.24850143). The Figshare data is available at <https://figshare.com/s/bcda4b948ffdcf124faa>.

All software codes used in the analyses of the data deposited in GitHub (<https://github.com/Baylin-Easwaran-Labs/Lijing-Yang-Project>). The Zenodo DOI for the software code submitted in GitHub is DOI: 10.5281/zenodo.10309481

Additional publicly available datasets used:

1) The publicly available gene expression data from 443 colon cancer patients used in this study are available in the GEO database under accession GSE39582 at this hyperlink: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE39582>.

2) The The Crypt Top and Bottom GeneSetList markers used in our study are available at [https://www.pnas.org/doi/suppl/10.1073/pnas.0707210104/suppl\\_file/07210table1.xls](https://www.pnas.org/doi/suppl/10.1073/pnas.0707210104/suppl_file/07210table1.xls).

3) The single cell based gene expression markers for colon epithelial cell types are from are available at [https://static-content.springer.com/esm/art%3A10.1038%2F541586-019-0992-y/MediaObjects/41586\\_2019\\_992\\_MOESM3\\_ESM.xlsx](https://static-content.springer.com/esm/art%3A10.1038%2F541586-019-0992-y/MediaObjects/41586_2019_992_MOESM3_ESM.xlsx).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

(1) For proximal vs. distal organoid assays, sample sizes were chosen based on empirical observation in previous studies (PMID: 30753828) showing that two independent mice-derived organoid replicates captured biological differences, as reiterated in our observations. To our knowledge there are no previous studies comparing proximal vs. distal organoid growth differences and tumorigenicity.

(2) For gene expression analyses, two organoid replicates (from independent mice) were used to detect differentially expressed genes which is powered to identify significant differences assuming log2 variance and expected fold-change (log2-FC) in expression of 0.35 and +/-1, respectively.

(3) For ChIPseq, a priori power calculation is difficult as it highly varies from experiment to experiment. We have used three independent

biological replicates and detected significantly enriched regions in our comparisons using DiffBind which was corrected for multiple hypotheses.

(4) Number of mice for xenograft experiments are n=5 per control-experiment group (a priori power=0.95, effect size = 2.8, p-value < 0.05 for one-tailed t-test, alternative hypothesis being mean tumor volume greater than control).

Data exclusions No data was excluded.

Replication The experiments were replicated 3-4 times at independent times over a period of 2-3 years.

Randomization All experiments were done in parallel under identical conditions.

Blinding There was no blinding in the experiments as there are no specific group allocations used in the analyses.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Rabbit anti-CDX2 Antibody  
BETHYL  
Cat# A300-691A  
(WB: 1:1000)

Keratin 20 (D9Z1Z) XP® Rabbit mAb  
Cell Signaling Technology  
Cat# 13063  
(IHC: 1:1000)

Non-phospho (Active) Beta-Catenin (Ser33/37/Thr41) (D13A1)  
Cell Signaling Technology  
Rabbit mAb  
cat# 8814  
(IHC: 1:750)

Recombinant Anti-CDKN2A/p16INK4a antibody [EPR20418]  
abcam  
Rabbit monoclonal  
cat# ab211542  
(WB: 1:1000)

abcam  
Rabbit monoclonal  
cat# ab154167  
(WB: 1:1000)

Human Anti-SOX17 Antibody  
R&D SYSTEMS  
Polyclonal Goat IgG  
Catalog #: AF1924  
(WB: 1:1000)

Recombinant Anti-Ki67 antibody [SP6] (ab16667)

abcam  
Rabbit monoclonal [SP6] to Ki67  
cat# ab16667  
(IHC: 1:200)

beta-Actin (13E5) Rabbit mAb #4970  
Cell Signaling Technology  
Rabbit mAb  
cat# 4970  
(WB: 1:1000)

Recombinant Anti-CDX2 antibody [EPR2764Y]  
abcam  
Rabbit mAb  
cat# (ab76541)  
(IHC 1:1000)

Anti-mouse IgG, HRP-linked Secondary Antibody  
Cell Signaling Technology  
Cat# 7076  
(WB: 1:2000)

Anti-rabbit IgG, HRP-linked Secondary Antibody  
Cell Signaling Technology  
Cat# 7074  
(WB: 1:2000)

Anti-goat IgG, HRP-linked Secondary Antibody  
Abcam  
Cat# ab6741  
(WB: 1:2000)

## Validation

For all antibodies the validation statements in the manufacturer's website states that the Abs work for human and mouse species for the applications they are used in this project (WB, IHC, ChIP). Below are the relevant citations from the manufacturers:

Rabbit anti-CDX2 Antibody  
BETHYL  
Cat# A300-691A  
<https://fortis-datasheets.s3.us-east-2.amazonaws.com/A300-691A-1.pdf>

Keratin 20 (D9Z1Z) XP® Rabbit mAb  
<https://www.cellsignal.com/products/primary-antibodies/keratin-20-d9z1z-xp-rabbit-mab/13063>

Non-phospho (Active) Beta-Catenin (Ser33/37/Thr41) (D13A1)  
<https://www.cellsignal.com/products/primary-antibodies/non-phospho-active-b-catenin-ser33-37-thr41-d13a1-rabbit-mab/8814>

Recombinant Anti-CDKN2A/p16INK4a antibody [EPR20418] (ab211542)  
<https://www.abcam.com/products/primary-antibodies/cdkn2ap16ink4a-antibody-epr20418-ab211542.html>

Human SOX17 Antibody (R&D SYSTEMS)  
[https://www.rndsystems.com/products/human-sox17-antibody\\_af1924](https://www.rndsystems.com/products/human-sox17-antibody_af1924)

Recombinant Anti-Ki67 antibody [SP6] (ab16667)  
<https://www.abcam.com/products/primary-antibodies/ki67-antibody-sp6-ab16667.html>

beta-Actin (13E5) Rabbit mAb #4970  
<https://www.cellsignal.com/products/antibody-conjugates/b-actin-13e5-rabbit-mab-hrp-conjugate/5125>

Recombinant Anti-CDX2 antibody [EPR2764Y]  
<https://www.abcam.com/products/primary-antibodies/cdx2-antibody-epr2764y-ab76541.html>

Anti-mouse IgG, HRP-linked Antibody (Cell Signaling Technology Cat# 7076)  
<https://www.cellsignal.com/products/secondary-antibodies/anti-mouse-igg-hrp-linked-antibody/7076>

Anti-rabbit IgG, HRP-linked Antibody (Cell Signaling Technology Cat #7074)  
<https://www.cellsignal.com/products/secondary-antibodies/anti-rabbit-igg-hrp-linked-antibody/7074>

Anti-goat IgG, HRP-linked Antibody (abcam, Cat # ab6741)  
<https://www.abcam.com/products/secondary-antibodies/rabbit-goat-igg-hl-hrp-ab6741.html>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                                                                                |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | The Lenti-X 293T Cell Line is a subclone of the transformed human embryonic kidney cell line, HEK 293, which is highly transfectable and supports high levels of viral protein expression taken from a female fetus in 1973. Information provided in the manuscript Key Resources Table. This was the only cell line used. Cell line was cultured in DMEM medium with 10% FBS. |
| Authentication                                                       | Lenti-XTM 293T Cell line used were freshly obtained from Takara Bio USA, Inc. The cell line was not authenticated.                                                                                                                                                                                                                                                             |
| Mycoplasma contamination                                             | All cell lines and organoid cultures are negative for Mycoplasma contamination. Tested every 3-6 months. The MycoAlert by Lonza kit was used.                                                                                                                                                                                                                                  |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | The only cell line used is Lenti-X 293T, which is not in the misidentified cell lines list.                                                                                                                                                                                                                                                                                    |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <p>Following mice genotypes are used which are in the C57BL/6 background.</p> <p>B6;129S6-Gt(ROSA)26Sortm9(CAG-tdTomato)Hze/J<br/>Company: The Jackson Laboratory<br/>Cat# 007905.<br/>Six months old<br/>mouse:</p> <p>B6.129P2(Cg)-Braftm1Mmcm/J<br/>Company: The Jackson Laboratory<br/>Cat# 017837<br/>Six month old<br/>mouse:</p> <p>NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ<br/>Company: The Jackson Laboratory<br/>Cat# 005557<br/>Two months old.</p> <p>All details provided in Methods and Key Resources Table.</p> |
| Wild animals            | No wild animals used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Reporting on sex        | <p>We used organoids generated using female mice in all studies. Detailed in methods.</p> <p>In this work we focused on female mice because to avoid gender-based variability, and because BRAF-V600E driven proximal colon cancer has a higher incidence in female gender. Since we did not compare data in female vs. males, we do not claim that the findings are specific to female gender.</p>                                                                                                                     |
| Field-collected samples | Study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Ethics oversight        | All animal protocols and care were in accordance with guidelines of the institutional Animal Care and Use Committee (IACUC) and all experiments with mice were approved by the Johns Hopkins Animal Care and use Committee.                                                                                                                                                                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

Not applicable

Novel plant genotypes

Not applicable

Authentication

Not applicable

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

The accession number in GEO database for Chip-seq data is GSE218479. Data available without restriction.

Files in database submission

1 GSM6745932\_chip1\_align.markdup.bw  
 2 GSM6745932\_chip1\_peaks.narrowPeak.gz  
 3 GSM6745933\_chip2\_align.markdup.bw  
 4 GSM6745933\_chip2\_peaks.narrowPeak.gz  
 5 GSM6745934\_chip3\_align.markdup.bw  
 6 GSM6745934\_chip3\_peaks.narrowPeak.gz  
 7 GSM6745935\_chip4\_align.markdup.bw  
 8 GSM6745935\_chip4\_peaks.narrowPeak.gz  
 9 GSM6745936\_chip5\_align.markdup.bw  
 10 GSM6745936\_chip5\_peaks.narrowPeak.gz  
 11 GSM6745937\_chip6\_align.markdup.bw  
 12 GSM6745937\_chip6\_peaks.narrowPeak.gz  
 13 GSM6745938\_chip7\_align.markdup.bw  
 14 GSM6745938\_chip7\_peaks.narrowPeak.gz  
 15 GSM6745939\_chip8\_align.markdup.bw  
 16 GSM6745939\_chip8\_peaks.narrowPeak.gz  
 17 GSM6745940\_chip9\_align.markdup.bw  
 18 GSM6745940\_chip9\_peaks.narrowPeak.gz  
 19 GSM6745941\_chip10\_align.markdup.bw  
 20 GSM6745941\_chip10\_peaks.narrowPeak.gz  
 21 GSM6745942\_chip11\_align.markdup.bw  
 22 GSM6745942\_chip11\_peaks.narrowPeak.gz  
 23 GSM6745943\_chip12\_align.markdup.bw  
 24 GSM6745943\_chip12\_peaks.narrowPeak.gz  
 25 GSM6745944\_input1\_align.markdup.bw  
 26 GSM6745945\_input2\_align.markdup.bw  
 27 GSM6745946\_input3\_align.markdup.bw  
 28 GSM6745947\_input4\_align.markdup.bw  
 29 GSM6745948\_input5\_align.markdup.bw  
 30 GSM6745949\_input6\_align.markdup.bw  
 31 GSM6745950\_input7\_align.markdup.bw  
 32 GSM6745951\_input8\_align.markdup.bw  
 33 GSM6745952\_input9\_align.markdup.bw  
 34 GSM6745953\_input10\_align.markdup.bw  
 35 GSM6745954\_input11\_align.markdup.bw  
 36 GSM6745955\_input12\_align.markdup.bw

Genome browser session  
 (e.g. [UCSC](#))

[https://genome.ucsc.edu/s/Lijing%20Yang/Lijing\\_cdx2\\_mm10](https://genome.ucsc.edu/s/Lijing%20Yang/Lijing_cdx2_mm10)

### Methodology

Replicates

Proximal and distal colon organoids were generated from 3 mice and cultured in WENR-plus medium for 4 months before collecting sample for ChIP-seq

Sequencing depth

We performed 150bp paired end reads.  
 chip1 (sequencing depth = 79572138 ; uniquely aligned reads = 75813121)

chip2 (sequencing depth = 94484364; uniquely aligned reads = 90180984)  
 chip3 (sequencing depth = 58204210; uniquely aligned reads = 53619751 )  
 chip4 (sequencing depth = 94261618; uniquely aligned reads = 87964056)  
 chip5 (sequencing depth = 87787802 ; uniquely aligned reads = 82103934)  
 chip6 (sequencing depth = 81716414; uniquely aligned reads = 77235662)  
 chip7 (sequencing depth = 54174726 ; uniquely aligned reads = 51444064)  
 chip8 (sequencing depth = 65149356; uniquely aligned reads = 61738392)  
 chip9 (sequencing depth = 71001632; uniquely aligned reads = 67219594)  
 chip10 (sequencing depth = 70865676 ; uniquely aligned reads = 67387170 )  
 chip11 (sequencing depth = 61517996 ; uniquely aligned reads = 57954755 )  
 chip12 (sequencing depth = 72710780; uniquely aligned reads = 68808115)  
 input1 (sequencing depth = 79730256; uniquely aligned reads = 69215575)  
 input2 (sequencing depth = 99287244; uniquely aligned reads = 87766909 )  
 input3 (sequencing depth = 70099254; uniquely aligned reads = 59865224)  
 input4 (sequencing depth = 79439928 ; uniquely aligned reads = 68457579)  
 input5 (sequencing depth = 63116284 ; uniquely aligned reads = 54784641)  
 input6 (sequencing depth = 84047654; uniquely aligned reads = 73263781)  
 input7 (sequencing depth = 65568960; uniquely aligned reads = 57310244)  
 input8 (sequencing depth = 83383114; uniquely aligned reads = 73083402)  
 input9 (sequencing depth = 69157338; uniquely aligned reads = 59532485)  
 input10 (sequencing depth = 93651122; uniquely aligned reads = 82624111)  
 input11 (sequencing depth = 64232450; uniquely aligned reads = 55318537)  
 input12 (sequencing depth = 83540080; uniquely aligned reads = 72388198)

#### Antibodies

Rabbit anti-CDX2 Antibody was used for ChIP-seq  
 BETHYL  
 Cat# A300-691A  
<https://www.fortislife.com/search?query=cdx2&pageSize=15>

#### Peak calling parameters

The cleaned and mapped reads were subjected to peak calling performed by Macs2 peak caller with parameters 'callpeak -f BAM -g mm -B -q 0.01' and matched input was set as control.

#### Data quality

We used FASTQC to check initial quality of the sequencing reads, and majority of the reads have >35 Phred score.  
 We used FASTQC to check initial quality of the sequencing reads, and majority of the reads have >35 Phred score.  
 ChIPQC analyses (R package ChIPQC) show a RiP% in the range of 1.2-6.8% which is the expected enrichment in peaks for transcription factors.

ID SSD RiP%

| chip   | SSD | RiP% |
|--------|-----|------|
| chip1  | 1.8 | 5    |
| chip2  | 2.2 | 5    |
| chip3  | 1.4 | 1.4  |
| chip4  | 2.3 | 3.4  |
| chip5  | 2   | 6.8  |
| chip6  | 1.6 | 2.7  |
| chip7  | 1.5 | 2.8  |
| chip8  | 2   | 2.1  |
| chip9  | 1.4 | 3.1  |
| chip10 | 1.5 | 2.9  |
| chip11 | 1.3 | 1.2  |
| chip12 | 1.4 | 1.8  |

Following are the numbers of peaks identified at a q-value cut-off of 0.01 and above 5-fold enrichment calculated by Macs2 package.

| chip   | peaks.narrowPeak |
|--------|------------------|
| chip1  | 18756            |
| chip2  | 14048            |
| chip3  | 6266             |
| chip4  | 12156            |
| chip5  | 24150            |
| chip6  | 11217            |
| chip7  | 10147            |
| chip8  | 6045             |
| chip9  | 10859            |
| chip10 | 8214             |
| chip11 | 4915             |
| chip12 | 5700             |

#### Software

FastQC was utilized to certify quality of reads. Trimmomatic was used to trim the ChIP-Seq reads and FastQC was used again to check whether the adaptors were eliminated successfully. Bowtie2 was used to align reads to the mouse (mm10) genome. After marking and deleting the duplicate alignments using Samtools, the cleaned and mapped reads were subjected to peak calling performed by Macs2 peak caller with parameters 'callpeak -f BAM -g mm -B -q 0.01' and matched input was set as control. After getting the narrow peak using macs2, ChIPseeker was applied to annotate the peak calls which contain promoter, 5'UTR, 3'UTR, exon, intron and intergenic to binding and the region within  $\pm 3$  Kb from transcription start site was termed as promoter. DiffBind was used to find differential peaks between different group containing three biological repetitions.

# Supplementary material for: Tissue-location-specific transcription programs drive tumor dependencies in colon cancer
**Source:** Nat Commun. 2024 Feb 15;15:1384. doi: 10.1038/s41467-024-45605-4
**Supplement:** Supplementary file 4 — Source Data

## Slide 1
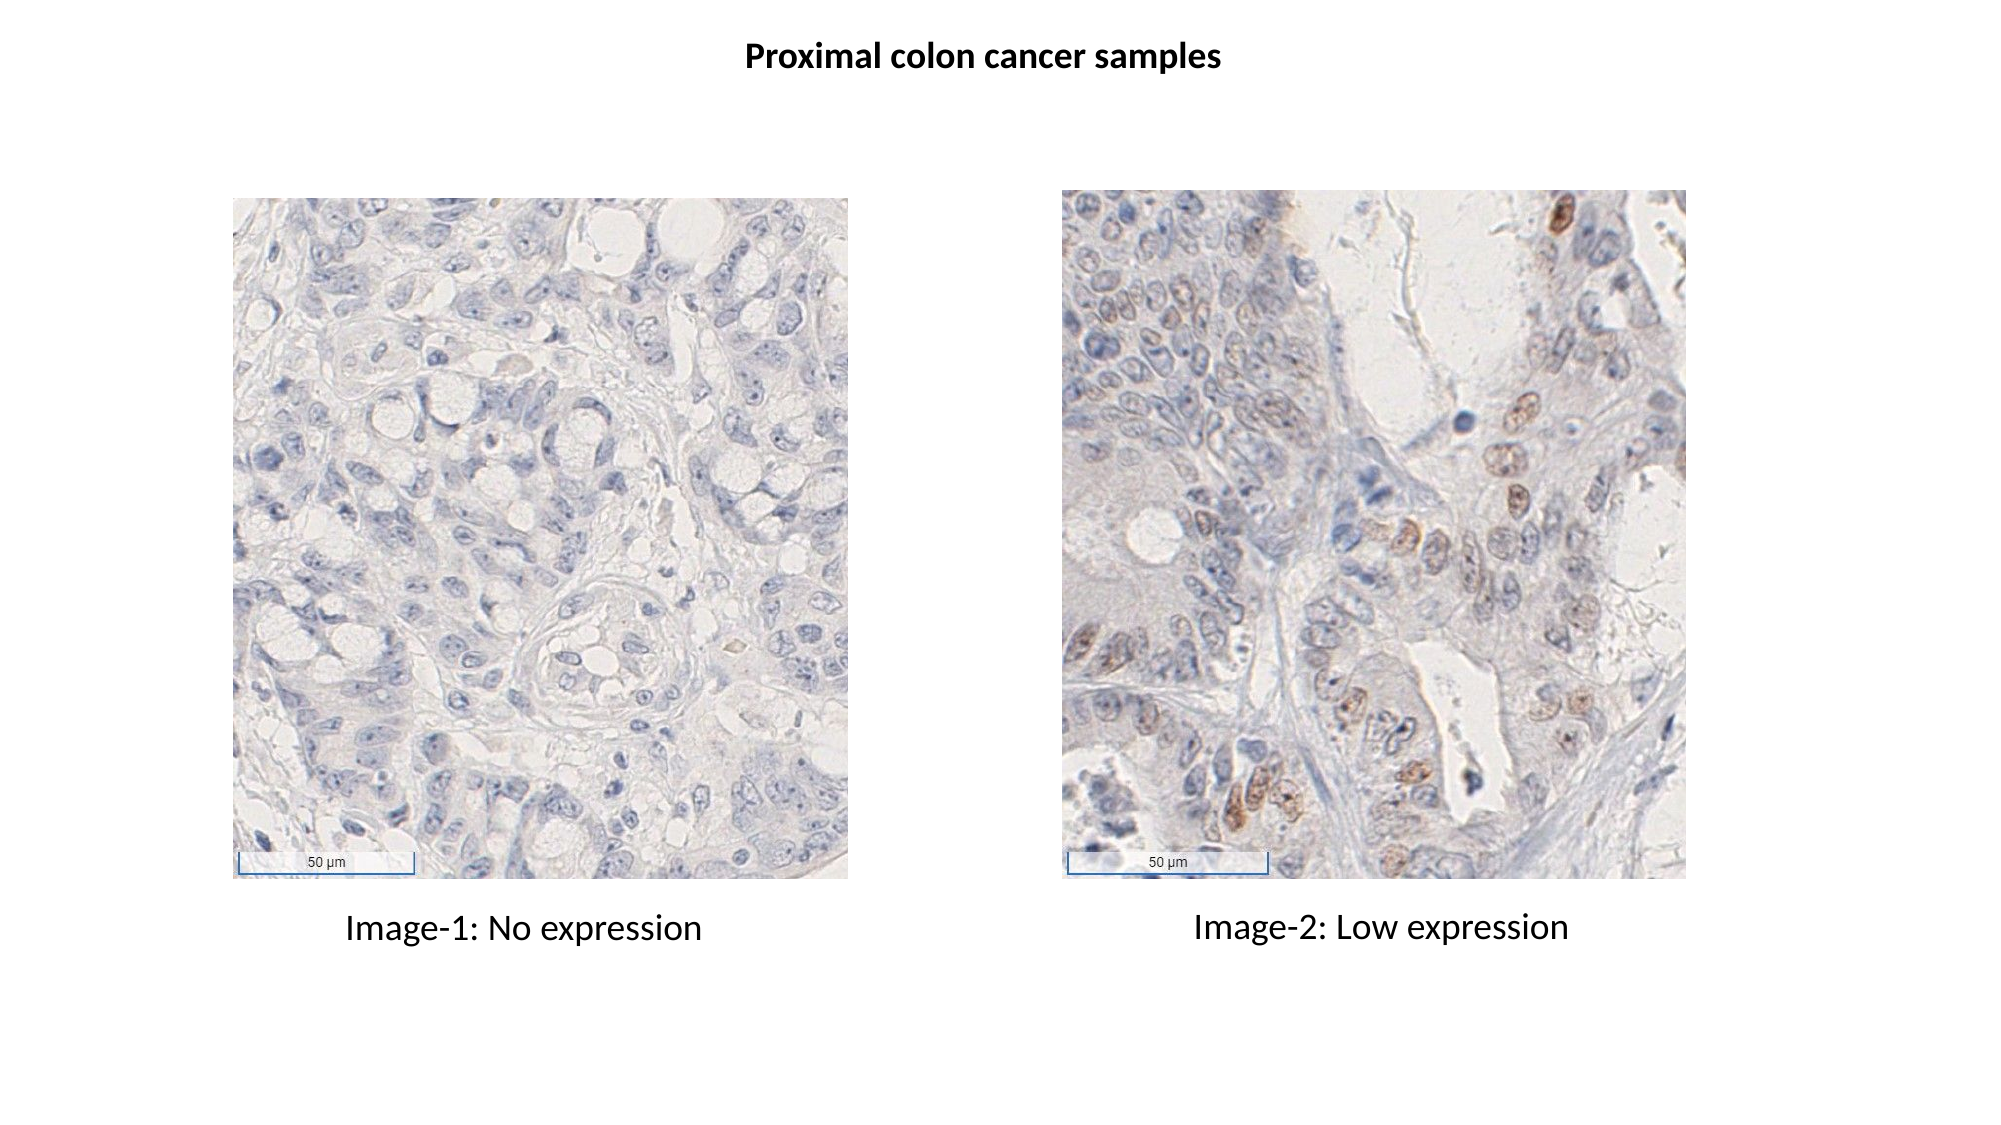

Proximal colon cancer samples
Image-2: Low expression
Image-1: No expression

## Slide 2
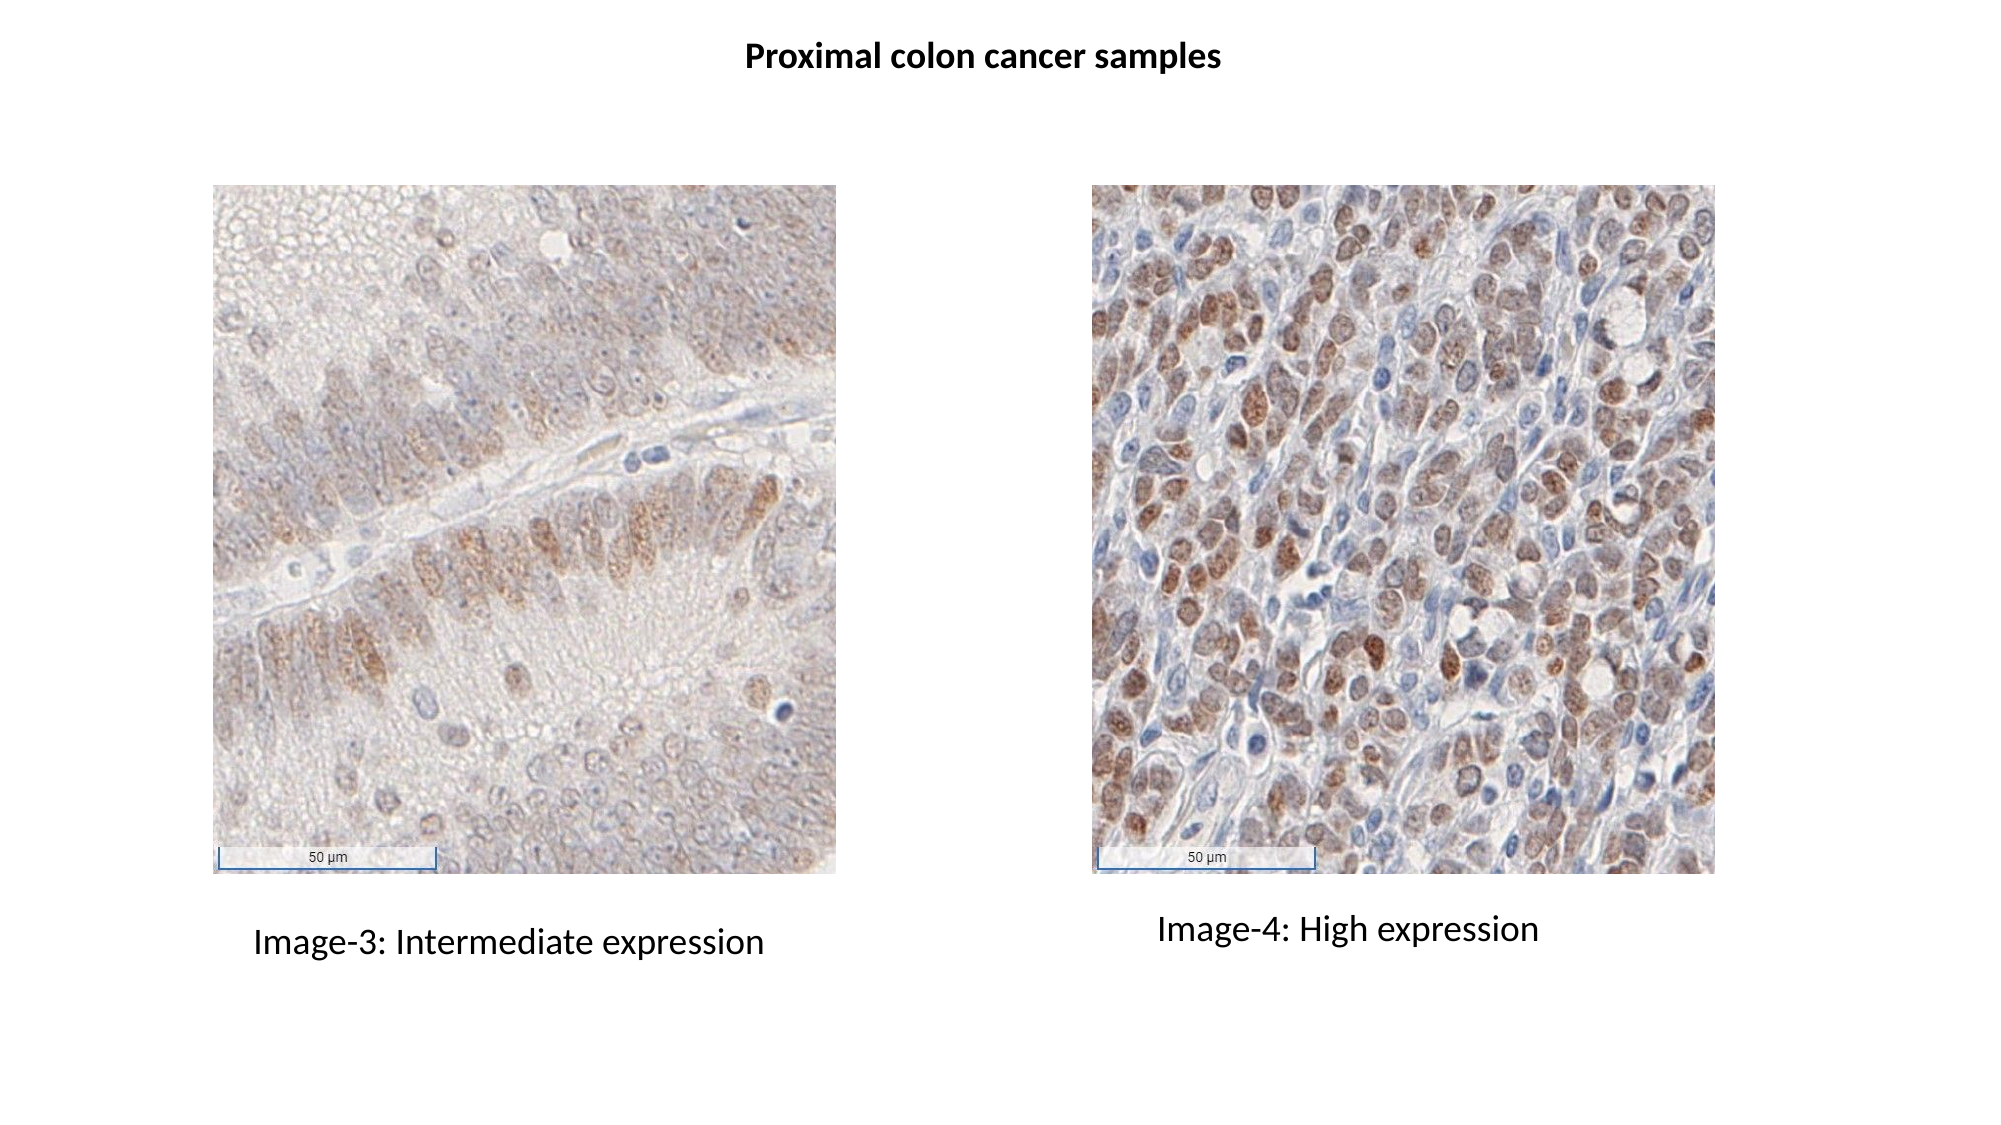

Proximal colon cancer samples
Image-4: High expression
Image-3: Intermediate expression

## Slide 3
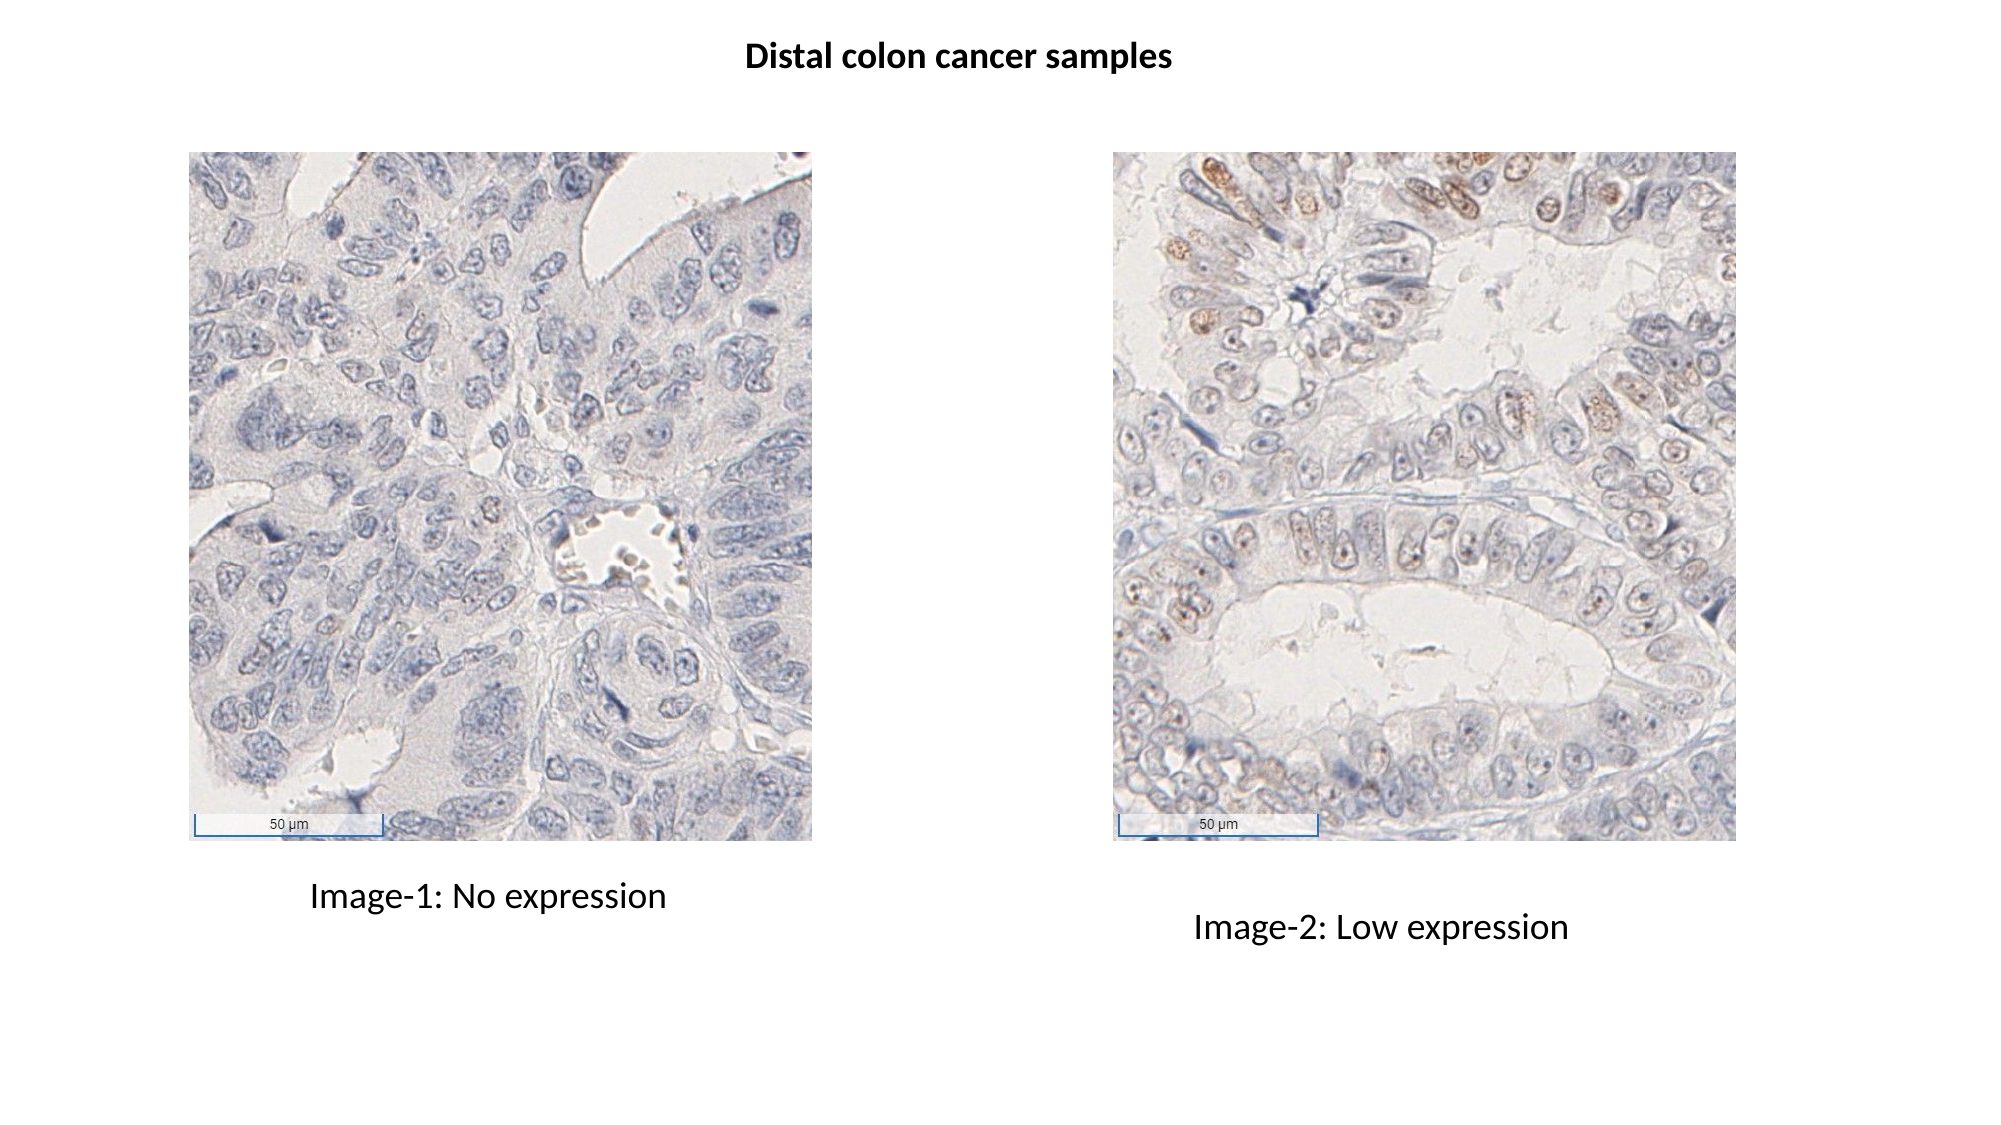

Distal colon cancer samples
Image-1: No expression
Image-2: Low expression

## Slide 4
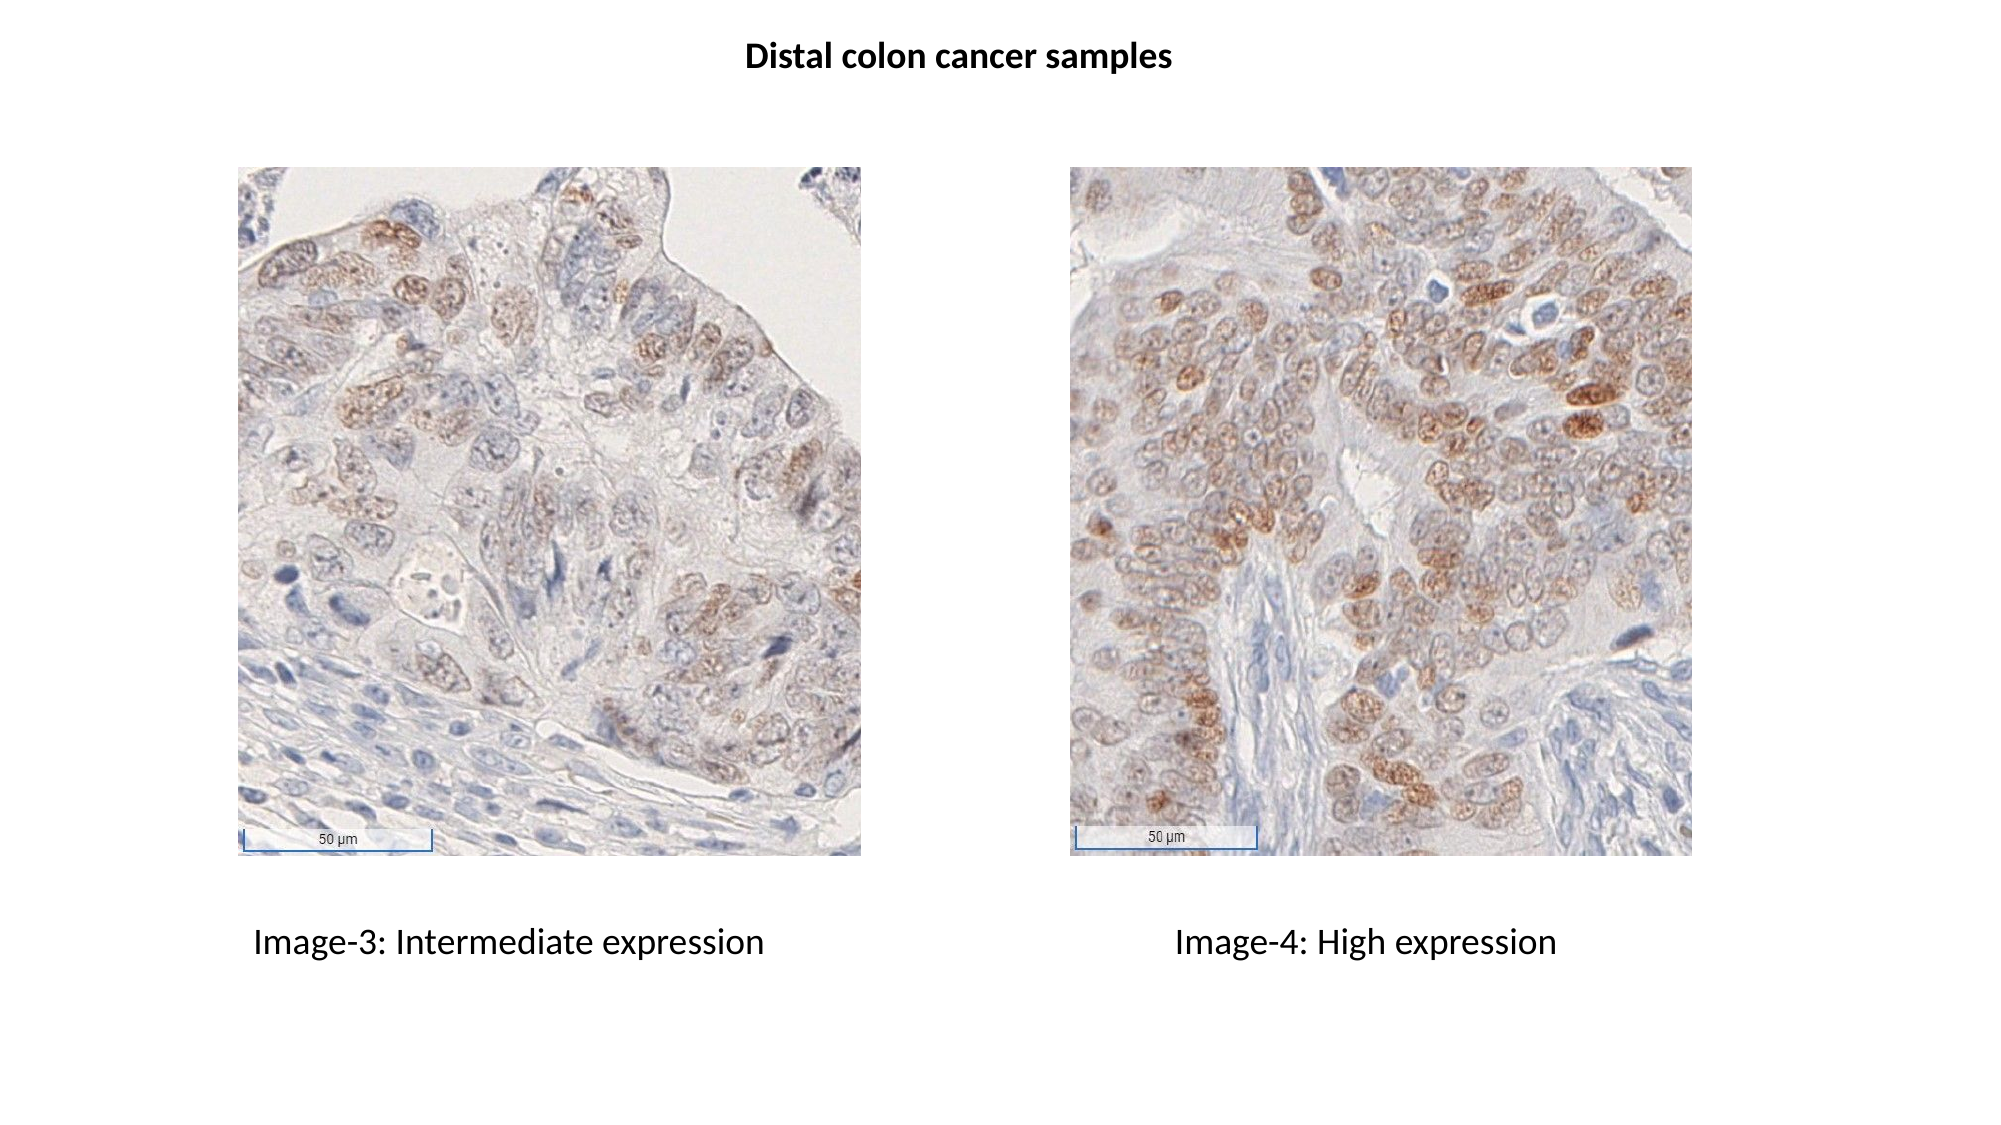

Distal colon cancer samples
Image-3: Intermediate expression
Image-4: High expression

How the deposited data were processed for this re-analysis (not part of the article)

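RNA was read from 16 libraries of mouse colon organoids: proximal or distal colon, Scramble-sgRNA (control) or Cdx2-sgRNA, and WENR-plus or WENR-minus medium, with 2 replicates per group. The replicate number marks the mouse from which the organoids were derived. According to the authors, the organoids were edited by lentiviral Cas9, the Cdx2-sgRNA organoids were grown from single cells with frameshift mutations in both alleles, and at 4 months of culture they were kept for 2 days in WENR-plus and then for 3 days in either medium. RNA was made into libraries with a SMARTer stranded total RNA kit and sequenced paired-end on a HiSeq instrument.

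The authors quantified the reads with Salmon on GENCODE vM23 transcripts, imported them with tximport and tested genes with DESeq2. The deposited values are estimated counts (expected counts) per transcript, which the authors made with Salmon, one table per library, without scaling between libraries. The deposited tables also give TPM and effective lengths, which the authors' Salmon run computed over all transcripts of each library. These were used only for the length-scaled counts. Each table holds 140748 transcripts. Of these 139864 were matched by identifier to the GENCODE vM21 annotation of GRCm38, an earlier release than the authors used, and 884 were left out, with 0.257 to 0.510% of the counts of a library. The rest were summed to 54123 genes, and 22244 of these have an Entrez identifier.

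Total counts per library ranged from 12465194 to 18922143 (median 16836530). Mitochondrial ribosomal RNA took 15.5 to 28.1% of a library. Where every library of a group holds at most 3 reads of a gene, the fitted fold change is not printed. In its place stands the smallest fold change that the counts allow, with 3 reads taken as the level of that group.

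Counts were analysed in R 4.3.3. Genes were kept by filterByExpr of edgeR 4.0.16 with its default settings, which left 15289 genes. Libraries were scaled by TMM, a model with 1 coefficient per group was fitted to all 16 libraries with glmQLFit (prior count 0.125, 8 residual degrees of freedom), and contrasts were tested with glmQLFTest. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. The text of the paper gives no fold change threshold. The value of 1 was taken from the lines of its volcano plots and from the reporting summary. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of the F statistic. There were 12 comparisons of groups and 5 contrasts that subtract a pair of comparisons: the effect of Cdx2-sgRNA in proximal minus that in distal organoids in each medium, the effect of WENR-plus in Cdx2-sgRNA minus that in Scramble-sgRNA organoids in each region, and the region effect in WENR-minus minus that in WENR-plus medium in Scramble-sgRNA organoids. CPM values are TMM-scaled counts relative to library size and are given as mean ± SD of 2 libraries.

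Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01), adjusted over 12 lists and 17 contrasts (204 tests). The S phase and G2M lists are those of Seurat 5.3.0. The stem cell markers (Ephb2, Lgr5, Ascl2) and differentiation markers (Muc2, Fabp2, Krt20, Car1) are those the study measured by qPCR. Crypt bottom, colonocyte, goblet cell, enteroendocrine, Wnt target, gastric, fetal and YAP, and regional Hox lists were written by hand from general knowledge, since the published signatures of the study were not at hand. The lists overlap: 13 genes are shared by the crypt bottom and Wnt target lists, which both hold the 3 stem cell markers. The colonocyte list holds 3 of the differentiation markers and the goblet cell list 1. Of 16 gastric genes 8 had enough counts to be tested, and of 5 regional Hox genes 2. List medians were computed a second time with genes at the floor of detection set to their limits. Calls within a list were also adjusted over the list alone. Reactome pathways with 15 to 500 tested genes (673 pathways) came with fgsea 1.28.0, as KEGG was not at hand. They were tested with camera and with fgsea on the signed edgeR statistic. For the gene lists fgsea was run with 10000 permutations, and for the pathways with fewer. Over-representation among called genes used a one-sided Fisher's exact test against the 12880 tested genes with an Entrez identifier.

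Genes named in the text were chosen by a rule. Cdx2 was read in every library first. The genes that the study names for its organoids came next (Cdx2, Car1, Hnf4a, Vil1, Ephb2, Lgr5, Ascl2, Muc2, Fabp2, Krt20, Cdkn2a, Sfrp4 and Sox17), then the paralog Cdx1 and members of the lists. One further gene that the study names is not reported here. For each comparison of Cdx2-sgRNA with Scramble-sgRNA organoids and of the regions in Scramble-sgRNA organoids, the 2 highest and 2 lowest log2 fold changes among called genes with at least 5 CPM in the higher group were added.

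The groups, comparisons, test, thresholds, lists, naming rule and most alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0 on all 16 libraries or on the 4 of a comparison, edgeR on those 4, RLE size factors, no filter (DESeq2 too was run without it), at least 10 counts in every library, no fold change threshold, a prior count of 2, length-scaled counts, protein-coding genes alone, a replicate block, leaving out either replicate (without a test), and for lists also fry, an estimated correlation and fgsea. A block per culture and the over-representation test were added after the data had been seen.

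Whether replicate numbers pair the libraries was checked on differences between replicates across genes, which are not independent. These differences correlated by 0.281 to 0.589 (Pearson's r, 4 pairs) between the media of one culture, by −0.059 to 0.19 between the guides of one region (8 pairs) and by −0.015 to 0.12 between regions (16 pairs). Libraries of one culture in both media therefore go together, and other pairings by number are weak. Scaling moved the median log2 fold change of all genes over 0.1 in a pair of comparisons: to 0.13 with TMM (0.11 with RLE) for proximal against distal Cdx2-sgRNA WENR-minus organoids, and to 0.11 (0.043 with RLE) for WENR-plus against WENR-minus distal Scramble-sgRNA organoids.

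The steps were tested on simulated data with known changes. Of 200 genes changed by a log2 of 2 among 15289, 117 (58.5%) were called in the right direction, and 6 of 14457 unchanged genes were called. In a comparison without changes 0 genes were called, and a difference between comparisons was recovered for 80 genes. Of 200 random lists of 20 genes, camera gave 3 an unadjusted p under 0.05. Genes were simulated independently of each other, so this does not test camera on lists of genes that change together. With 2 libraries per group and 58.5% of changed genes called, a missing call is weak evidence that a gene does not change.

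Left out were the chromatin immunoprecipitation, qPCR, staining and tumour experiments and the human cohorts, for which the files at hand hold no counts, and the gene sets of the study (KEGG, MSigDB hallmark sets, crypt signatures and single-cell signatures), which were not at hand.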

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

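The comparisons, gene lists and replicate block were set before the data were examined, and the block per culture was added afterwards. Of the tests of explanations given here, the count of genes beyond 2-fold in both replicates was set first. All the others were chosen after the result was seen.

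The effect of Cdx2 loss differed between the regions for 2180 genes in WENR-minus and 762 in WENR-plus medium, and the medium effect differed between the guides for 550 genes in proximal organoids. In Scramble-sgRNA organoids 11 genes had a region effect that differed between the media. Libraries of one culture in both media go together, and with a replicate block the last count was 20, or 199 with a block per culture. For the difference of the medium effect between the guides the block per culture gave 1596 genes in proximal and 48 in distal organoids, where 0 were called without it and 1457 had an unadjusted p under 0.05. The distal libraries held 1.07 times the counts of the proximal ones in WENR-minus and 1.10 times in WENR-plus medium, which argues against fewer counts as the reason for fewer distal genes. A test on libraries thinned to one depth had been set first and is left out, since with deeper distal libraries it had no other outcome. Counting genes beyond 2-fold in both replicates, without a test, left ratios of 2.16 and 3.53, but a wider spread would itself lower such a count. The SD within a group was 0.58 and 0.54 in distal Cdx2-sgRNA WENR-minus and WENR-plus organoids, against 0.66 and 0.66 in proximal ones. In Scramble-sgRNA organoids it was 0.50 and 0.50 against 0.54 and 0.49. These SDs argue against a wider spread between distal replicates. Growth from single cells that acts alike in both regions would leave no difference between them, and 2180 genes were called for it in WENR-minus medium. Cdx2 RNA did not fall detectably in distal Cdx2-sgRNA organoids, and protein was not measured in these libraries. That Cdx2 was lost alike in both regions therefore rests on the frameshift mutations that the methods describe. Another response of the proximal colon to Cdx2 loss stays open as a hypothesis. So does a difference between the few single cells from which the cultures of each region grew. Neither was tested.

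Drift of each single-cell-derived culture on its own would give as many opposite as like changes in another culture. The share of the genes beyond 2-fold in one replicate that had the same direction in the other was 86.1 to 88.5% in proximal WENR-minus and 84.3 to 87.7% in proximal WENR-plus organoids over the pairings of the replicates, with a prior count of 2. With the prior count of the main test and replicates paired by number it was 84.5 and 83.3% in WENR-minus and 82.5 and 83.6% in WENR-plus medium. This argues against drift as the cause of most proximal changes. In distal organoids the shares were 71.2 to 77.1% in WENR-minus and 54.5 to 63.8% in WENR-plus medium, and with the prior count of the main test 71.2 and 71.2%, and 58.3 and 60.3%. Of the 40 genes called in distal WENR-plus organoids 37 (92.5%) had the same direction in proximal ones, which are other cultures with other controls, and 34 of the 34 called in both did. This argues against drift as the cause of most of the called changes in distal WENR-plus organoids. Of the 1785 other genes beyond 2-fold there 1179 (66.1%) had the same direction in proximal organoids, and for these, with shares of this size, drift and an effect of Cdx2 loss cannot be told apart. In distal WENR-minus organoids 575 of the 802 called genes (71.7%) had the same direction in proximal ones. Of the 2618 others beyond 2-fold 1539 (58.8%) did. For both of these sets drift and an effect of Cdx2 loss cannot be told apart either. The limit of 75% was set after these shares had been seen.

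The proliferation lists rose after Cdx2 loss in proximal WENR-minus organoids and fell in WENR-plus ones. The proximal effect minus the distal one had a median log2 value of 1.79 (1.08 without replicate 1 and 2.32 without replicate 2) for S phase and 2.04 for G2M genes in WENR-minus medium. In WENR-plus medium it was −0.66 (−0.99 without replicate 1 and −0.30 without replicate 2) and −0.62 (−0.84 without replicate 1 and −0.29 without replicate 2). The effect of WENR-plus in Cdx2-sgRNA minus that in Scramble-sgRNA organoids was −1.84 and −1.74 in proximal and 0.45 and 0.84 in distal organoids. A size factor moves all genes of a library alike. The nearest of the list medians for Cdx2 loss in proximal organoids in both media lay −0.69 from the median of all genes, which argues against the scaling. For G2M genes in WENR-minus medium the median was 0.97, with 0.67 without replicate 1 and 1.58 without replicate 2, just beyond the SD of 0.64 between these values, and in WENR-plus medium no value of either list without a replicate came nearer to 0 than −0.60. This argues against an effect of 1 culture alone there. For S phase genes in WENR-minus medium the median of 0.82 fell to 0.41 without replicate 1, within the SD of 0.64. The test fry did not call it (adjusted p = 0.0586). An effect of 1 culture and one of Cdx2 loss therefore cannot be told apart for this list. The spread lay between the controls, with mean centred log2 CPM of −1.13 and −0.28 in the Scramble-sgRNA replicates. In the Cdx2-sgRNA replicates the means were −0.0048 and −0.0079. One hypothesis is that Cdx2 loss uncouples division from the added factors in proximal organoids at the cost of slower division with them. These factors are Wnt3a, R-spondin 1, Noggin and EGF, and the media cannot separate them. A lower response to the medium in cultures that adapted during 4 months is another, and neither was tested.

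Differentiated cell genes fell in proximal and not in distal organoids. The proximal effect minus the distal one was −4.11 and −1.47 for the colonocyte list in WENR-minus and WENR-plus medium, −6.57 and −5.46 for the goblet cell list, and −5.47 and −4.12 for the enteroendocrine list. In proximal WENR-minus organoids 11 enteroendocrine genes were at the floor of detection in 1 group, so the size of that difference is uncertain. Among single genes the same difference was −9.89 and −4.26 for Car1, −2.92 and −2.37 for Hnf4a, −8.93 and −5.49 for Muc2, and −2.27 for Vil1 in WENR-minus medium. The medium effect on Car1 differed between the guides by 5.72 in proximal organoids. With every library thinned to the same depth the 6 list medians kept at least 0.92 of their size. Thinning largely keeps expected fold changes, so this could hardly come out otherwise and decides nothing about depth. The nearest of these medians lay −1.44 from the median of all genes, which argues against the scaling. None came nearer to 0 than −1.18 without a replicate, which argues against 1 culture alone. The single genes were not tested for these causes. A clone that lost its secretory cells by chance would have to have arisen in both mice of 1 region, which was not tested.

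Cdx2 RNA fell more in proximal than in distal organoids. The proximal effect minus the distal one was −1.22 (−0.68 without replicate 1 and −1.62 without replicate 2) in WENR-minus and −1.72 in WENR-plus medium on the log2 scale, and −7.68 and −6.38 for its paralog Cdx1. For Cdx1, 18 reads of Hoxb13 at most in any library called proximal, against 1649 or more in every distal one, argue against exchanged regions; this test's limit was set after the counts had been seen. The sum of Cdx1 and Cdx2 fell by 1.97 (log2) in proximal WENR-minus organoids, from 284.6 to 72.8 CPM. Cdx2 itself fell, and the rest could hold Cdx1 reads counted as Cdx2. The sum therefore cannot test for reads assigned to the wrong paralog. The 5 expressed neighbours of Cdx1 within 300 kb had a median of −0.40 in WENR-minus and −0.53 in WENR-plus medium. The lowest of them had −2.44 in WENR-minus, and 2 had −1.72 and −1.53 in WENR-plus medium, against −8.26 and −6.62 for Cdx1. This argues against the loss of the whole window, while a smaller lost segment stays open and was not tested. Proximal and distal Scramble-sgRNA organoids differed by 0.030 in WENR-minus medium, which argues against a lower baseline in that medium. It stays open, as a hypothesis, that Cdx1 depends on Cdx2 in the proximal colon, and that Cdx1 kept in distal organoids stands in for Cdx2. Protein levels and a loss of both genes were not measured in these libraries.

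A list of fetal and YAP genes, which the paper does not discuss, was higher after Cdx2 loss in each comparison. Its median log2 fold change was 2.07 and 1.90 in proximal WENR-minus and WENR-plus organoids (adjusted p = 2.82e-06 and 2.97e-08) and 1.03 and 0.42 in distal ones (adjusted p = 2.74e-08 and 1.78e-06). In proximal WENR-minus organoids 11 of its 16 tested genes were called higher and 3 lower (11 and 3 adjusted over the list alone), among them Clu with 8.94 (SE 0.55, adjusted p = 1.02e-06). In distal WENR-plus organoids Msln alone was called over all genes, and 2 genes when adjusted over the list alone. The medians lay at least 0.43 above the median of all genes, which argues against the scaling, and the lowest without a replicate was 0.32, which argues against 1 culture alone. Growth from single cells and Cdx2 loss cannot be told apart here, because the methods describe growth from single cells for the Cdx2-sgRNA cultures and not for the Scramble-sgRNA ones. The larger rise in proximal organoids in WENR-plus medium, a difference of 1.54, leaves open an effect of Cdx2 loss on top of it.

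A list of gastric genes was also higher after Cdx2 loss, at 4.83 and 0.65 in proximal WENR-minus and WENR-plus organoids (adjusted p = 0.000994 and 0.0248) and 1.42 and 1.19 in distal ones (adjusted p = 0.00474 and 0.000181). With genes at the floor of detection set to their limits the medians were 2.99, 2.97, 1.38 and 0.59. The fitted medians were 0.95 without replicate 1 and 2.17 without replicate 2 in distal WENR-minus and 0.64 without replicate 1 and 1.92 without replicate 2 in distal WENR-plus organoids. Only 8 genes were tested, and they went in both directions: Ctse rose by 9.88 (SE 1.00, adjusted p = 3.94e-05) and Vsig1 by 7.35 (SE 0.56, adjusted p = 4.83e-06) in proximal WENR-minus organoids, while Tff2 was at least 14.3-fold lower in proximal WENR-plus ones. A turn towards a gastric identity is a hypothesis that stays open, as no cause was tested for this list.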

How the results depend on the processing

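Among the alternatives given here, the block per culture and the over-representation test were chosen after the result was seen. Changed values of the main results follow by alternative; a value without a replicate counts as changed where it moved by more than the SD between the replicates or changed sign. The other results stayed, apart from 4 gene results that gained a call and 1 that lost it, 5 list tests that gained and 28 that lost one, 1 pathway that gained and 3 that lost one, and 16 gene and 23 list values that moved without a replicate.

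Counts of called genes stayed within 1.5-fold in 123 of the tests and moved further in 44. With DESeq2, which was run without the filter on low counts, they became 534 from 267 (the regions in Scramble-sgRNA WENR-plus), 173 from 40 (Cdx2 loss in distal WENR-plus), 1220 from 762 (proximal minus distal Cdx2 loss in WENR-plus), 1162 from 550 (Cdx2-sgRNA minus Scramble-sgRNA medium effect in proximal), 113 from 0 (Cdx2-sgRNA minus Scramble-sgRNA medium effect in distal) and 153 from 11 (region by medium in Scramble-sgRNA). On only the 4 libraries of a comparison DESeq2 gave 665 from 267 (the regions in Scramble-sgRNA WENR-plus) and 223 from 40 (Cdx2 loss in distal WENR-plus), and edgeR 4 from 40 (Cdx2 loss in distal WENR-plus) and 0 from 978 (the medium in proximal Cdx2-sgRNA). RLE size factors moved no count beyond 1.5-fold but shifted the balance of directions. For the medium in distal Scramble-sgRNA organoids 2167 higher and 1872 lower genes became 2000 and 2051, for the regions in Scramble-sgRNA WENR-minus 440 and 489 became 402 and 562, and for region by medium 5 positive and 6 negative genes became 2 and 6.

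Without a filter on low counts the numbers were 1619 from 929 (the regions in Scramble-sgRNA WENR-minus), 1039 from 267 (the regions in Scramble-sgRNA WENR-plus), 1531 from 802 (Cdx2 loss in distal WENR-minus), 586 from 40 (Cdx2 loss in distal WENR-plus), 1484 from 978 (the medium in proximal Cdx2-sgRNA), 1863 from 762 (proximal minus distal Cdx2 loss in WENR-plus), 1596 from 550 (Cdx2-sgRNA minus Scramble-sgRNA medium effect in proximal), 354 from 0 (Cdx2-sgRNA minus Scramble-sgRNA medium effect in distal) and 454 from 11 (region by medium in Scramble-sgRNA). For genes with at least 10 counts in every library they were 585 from 929 (the regions in Scramble-sgRNA WENR-minus), 107 from 267 (the regions in Scramble-sgRNA WENR-plus), 3366 from 5291 (the regions in Cdx2-sgRNA WENR-minus), 1317 from 2595 (the regions in Cdx2-sgRNA WENR-plus), 1790 from 3239 (Cdx2 loss in proximal WENR-minus), 1258 from 2427 (Cdx2 loss in proximal WENR-plus), 17 from 40 (Cdx2 loss in distal WENR-plus), 426 from 762 (proximal minus distal Cdx2 loss in WENR-plus) and 4 from 0 (Cdx2-sgRNA minus Scramble-sgRNA medium effect in distal). Without a fold change threshold they were 1521 from 929 (the regions in Scramble-sgRNA WENR-minus), 4480 from 2595 (the regions in Cdx2-sgRNA WENR-plus), 3787 from 2427 (Cdx2 loss in proximal WENR-plus), 1492 from 802 (Cdx2 loss in distal WENR-minus), 4490 from 2595 (the medium in proximal Scramble-sgRNA), 2063 from 978 (the medium in proximal Cdx2-sgRNA) and 6182 from 4039 (the medium in distal Scramble-sgRNA). Length-scaled counts gave 362 from 550 (Cdx2-sgRNA minus Scramble-sgRNA medium effect in proximal).

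The replicate block moved 65 from 40 (Cdx2 loss in distal WENR-plus), 829 from 550 (Cdx2-sgRNA minus Scramble-sgRNA medium effect in proximal), 8 from 0 (Cdx2-sgRNA minus Scramble-sgRNA medium effect in distal) and 20 from 11 (region by medium in Scramble-sgRNA). It also turned the sign of Hnf4a for Cdx2 loss in distal WENR-plus organoids, to 0.011 from −0.0091, and changed no other direction. Among the results followed here, 2 gene results and 2 list tests gained a call with the block and none lost one. Over all 204 list tests it added 4 calls and lost none. The added block per culture gave 1546 from 978 (the medium in proximal Cdx2-sgRNA), 1596 from 550 (Cdx2-sgRNA minus Scramble-sgRNA medium effect in proximal), 48 from 0 (Cdx2-sgRNA minus Scramble-sgRNA medium effect in distal) and 199 from 11 (region by medium in Scramble-sgRNA).

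Other gene directions that turned were of values near 0. Hnf4a for Cdx2 loss in distal WENR-plus became 0.0085 with DESeq2 and 0.0080 with RLE size factors. Cdx1 between the regions in Scramble-sgRNA WENR-minus became −0.025 and −0.026.

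Of the list calls made by camera, fry kept 82 of 100 and the estimated correlation 15. Fry lost the calls of the S phase list with adjusted p of 0.0586 (Cdx2 loss in proximal WENR-minus), 0.0827 (Cdx2 loss in distal WENR-minus) and 0.568 (Cdx2-sgRNA minus Scramble-sgRNA medium effect in distal), of the G2M list with 0.130 (Cdx2-sgRNA minus Scramble-sgRNA medium effect in distal) and of the colonocyte list with 0.104 (the regions in Scramble-sgRNA WENR-minus). It turned the direction of the crypt bottom list to a fall, at 0.931 (Cdx2 loss in proximal WENR-minus).

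With the estimated correlation the adjusted p of the S phase list was 0.376 (the regions in Cdx2-sgRNA WENR-minus), 0.642 (Cdx2 loss in proximal WENR-minus), 0.478 (Cdx2 loss in distal WENR-minus), 0.227 (the medium in distal Cdx2-sgRNA), 0.124 (Cdx2-sgRNA minus Scramble-sgRNA medium effect in proximal), 0.778 (Cdx2-sgRNA minus Scramble-sgRNA medium effect in distal) and 0.327 (proximal minus distal Cdx2 loss in WENR-minus). That of the G2M list was 0.295 (the regions in Cdx2-sgRNA WENR-minus), 0.530 (Cdx2 loss in proximal WENR-minus), 0.295 (Cdx2 loss in distal WENR-minus), 0.227 (the medium in distal Cdx2-sgRNA), 0.164 (Cdx2-sgRNA minus Scramble-sgRNA medium effect in proximal), 0.28 (Cdx2-sgRNA minus Scramble-sgRNA medium effect in distal) and 0.246 (proximal minus distal Cdx2 loss in WENR-minus). The colonocyte list had 0.124 (the regions in Cdx2-sgRNA WENR-minus), 0.478 (the regions in Scramble-sgRNA WENR-minus), 0.124 (Cdx2 loss in proximal WENR-minus), 0.372 (Cdx2 loss in proximal WENR-plus) and 0.0839 (proximal minus distal Cdx2 loss in WENR-minus), and the goblet cell list 0.394 (the regions in Cdx2-sgRNA WENR-minus), 0.268 (Cdx2 loss in proximal WENR-minus) and 0.289 (Cdx2 loss in proximal WENR-plus).

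Ranked enrichment with fgsea turned the direction of the crypt bottom list at an adjusted p of 0.891 (Cdx2 loss in proximal WENR-minus) and of the colonocyte list at 0.609 (Cdx2 loss in distal WENR-minus). For the PI3K cascade in distal WENR-minus organoids it gave the other direction at 0.545. On only the 4 libraries of a comparison the G2M list gained a call at 0.0280 (the medium in proximal Cdx2-sgRNA), the crypt bottom list gained one at 0.0352 (Cdx2 loss in proximal WENR-plus), and the Wnt target list turned at 0.729 (Cdx2 loss in distal WENR-minus).

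Over-representation called other numbers of Reactome pathways than camera: 203 from 337 (the regions in Cdx2-sgRNA WENR-minus), 52 from 91 (Cdx2 loss in proximal WENR-minus), 57 from 110 (Cdx2 loss in proximal WENR-plus), 41 from 232 (Cdx2 loss in distal WENR-minus) and 0 from 134 (Cdx2 loss in distal WENR-plus).

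Leaving out either replicate moved the following list medians. The S phase list ranged over −0.86 to −0.55 (Cdx2 loss in distal WENR-minus), −0.12 to 0.31 (the medium in proximal Cdx2-sgRNA), −2.14 to −1.76 (Cdx2-sgRNA minus Scramble-sgRNA medium effect in proximal) and 0.32 to 0.47 (Cdx2-sgRNA minus Scramble-sgRNA medium effect in distal), and the G2M list over −1.03 to −1.01 (Cdx2 loss in distal WENR-minus). The crypt bottom list ranged over −0.12 to 0.0099 (the regions in Cdx2-sgRNA WENR-plus), −0.39 to 0.42 (Cdx2 loss in proximal WENR-minus) and −0.23 to −0.12 (Cdx2 loss in distal WENR-minus), and the Wnt target list over −0.0093 to 0.44 (Cdx2 loss in proximal WENR-minus). For the colonocyte list the ranges were −0.64 to −0.63 (the regions in Scramble-sgRNA WENR-minus), −4.33 to −4.04 (Cdx2 loss in proximal WENR-minus) and −1.78 to −1.15 (Cdx2 loss in proximal WENR-plus), for the goblet cell list −7.08 to −5.76 (the regions in Cdx2-sgRNA WENR-minus), −7.24 to −6.44 (Cdx2 loss in proximal WENR-minus) and −4.57 to −4.50 (Cdx2 loss in proximal WENR-plus) and for the enteroendocrine list −5.85 to −5.05 (Cdx2 loss in proximal WENR-minus). Other medians moved by over 1.5 times within the SD between the replicates: the S phase list over 0.41 to 1.32 (Cdx2 loss in proximal WENR-minus) and 1.08 to 2.32 (proximal minus distal Cdx2 loss in WENR-minus), the G2M list over 0.67 to 1.58 (Cdx2 loss in proximal WENR-minus) and 0.029 to 0.42 (the medium in proximal Cdx2-sgRNA), the crypt bottom list over −0.87 to −0.14 (Cdx2 loss in proximal WENR-plus) and the colonocyte list over 0.23 to 0.95 (Cdx2 loss in distal WENR-minus).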

Differences from the paper's values

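No test in this part was chosen after the result was seen apart from the over-representation of pathways. Of 32 values that the paper gives in its text or figures, 24 did not differ by the limits used here. The others are given with the alternatives, set before the data were examined, under which they did not differ.

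For proximal against distal Scramble-sgRNA organoids in WENR-plus medium, 104 genes were higher where the paper gives 188, and 163 lower where it gives 270. The first value did not differ with DESeq2 (223) or with a replicate block (147). The second did not differ with DESeq2 on all libraries (311) or on the 4 of the comparison (350), with a replicate block (202) or without a fold change threshold (212).

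For Cdx2 loss in distal WENR-plus organoids, 21 genes were higher where the paper gives 86, and 19 lower where it gives 62. With DESeq2 the numbers were 99 and 74, and neither differed. On the 4 libraries alone DESeq2 gave 129 higher genes, which did not differ. All other alternatives left both values apart from the paper's. DESeq2 was run here without the filter on low counts (27429 genes tested against 15289), so the test and the filter changed together. Without the filter edgeR gave 371 and 215. Length-scaled counts, which tximport can give, led further from the paper's values, to 78 and 130 for the regions in Scramble-sgRNA WENR-plus organoids and 14 and 16 here. A later annotation was not tested.

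Values read by eye from figures carry a reading error. For Car1 in proximal WENR-plus organoids Supplementary Fig. 5N shows a log2 fold change of about −3.0 (read by eye), and the value here was −3.16. It did not differ with DESeq2 (−3.11), RLE size factors (−3.11) or length-scaled counts (−3.13). For Car1 in distal WENR-plus organoids Supplementary Fig. 5N shows about 1.0 (read by eye) against 1.10, and no alternative closed the gap. For Hnf4a in proximal WENR-minus organoids Fig. 5f shows about −1.9 (read by eye) against −2.57. No alternative closed this gap, and length-scaled counts came nearest (−1.98). For Hnf4a in distal WENR-minus organoids Fig. 5f shows about 0.2 (read by eye) against 0.36, which did not differ with length-scaled counts (0.17).

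Some statements of the paper were not met by the values here. The paper states that the upregulation of Hnf4a without Wnt factors is lost in proximal Cdx2-sgRNA organoids. Here Hnf4a was still lower in WENR-plus than in WENR-minus medium in these organoids (−1.55, SE 0.29, adjusted p = 0.00786), and the response was not detectably different from that of Scramble-sgRNA organoids (0.19, SE 0.41, adjusted p = 0.861). The statement holds for Car1 (5.72, SE 0.54, adjusted p = 0.00147). The level of Hnf4a was lower in both media.

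The paper reports higher stem cell signatures after Cdx2 loss in proximal organoids in both media. The crypt bottom list here had median log2 fold changes of −0.13 (adjusted p = 0.842, −0.39 without replicate 1 and 0.42 without replicate 2) in WENR-minus and −0.44 (adjusted p = 0.0812, −0.14 without replicate 1 and −0.87 without replicate 2) in WENR-plus medium. Between proximal and distal Cdx2-sgRNA organoids in WENR-plus medium it was −0.30 (adjusted p = 0.662, −0.12 without replicate 1 and 0.0099 without replicate 2). The paper also describes the opposite pattern in distal organoids. The crypt bottom median was −0.46 there (adjusted p = 0.113, −0.12 without replicate 1 and −0.23 without replicate 2), in the direction described, and the colonocyte median 0.57 (adjusted p = 0.546, 0.95 without replicate 1 and 0.23 without replicate 2), neither of them called. The lists here are not those of the paper, and the cause was not tested.

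Proliferation genes were lower than in Scramble-sgRNA organoids after Cdx2 loss in proximal WENR-plus organoids (−0.95 for S phase, adjusted p = 5.08e-08, and −0.74 for G2M, adjusted p = 0.000228). The paper's statement that proliferation is alike in both media after Cdx2 loss therefore comes together with a lower level in WENR-plus as well as a higher one in WENR-minus medium. The paper does not mention the former.

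The paper reports more affected pathways in proximal than in distal organoids, and very few in distal ones. By camera 232 Reactome pathways were called in distal and 91 in proximal organoids in WENR-minus, and 134 and 110 in WENR-plus medium. Ranked enrichment with fgsea, as the paper also ranked its genes, gave 294 and 135 in WENR-minus, and 177 and 153 in WENR-plus medium. Over-representation, chosen after the numbers of camera had been seen, gave 41 and 52 in WENR-minus, and 0 and 57 in WENR-plus medium. That test depends on how many genes are called (40 in distal and 2427 in proximal WENR-plus organoids).

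Of the pathways that the paper names as upregulated in proximal WENR-minus organoids, Cell Cycle was higher (0.23, adjusted p = 0.0188). DNA Replication (0.048, adjusted p = 0.478), PI3K/AKT activation (−0.35, adjusted p = 0.195), ERK/MAPK targets (−0.40, adjusted p = 0.478) and Hippo signaling (0.16, adjusted p = 0.434) were not called against Scramble-sgRNA organoids. DNA Replication was higher against distal Cdx2-sgRNA organoids (0.65, adjusted p = 0.000167), as was Cell Cycle. PI3K/AKT activation was called lower in that comparison, against the direction that the paper gives. The paper used KEGG pathways, which were not at hand, and the cause was not tested.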

Other observations

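The tests of marker genes use contrasts that were set before the data were examined. All other tests in this part were chosen after the result was seen.

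The study measured stem cell and differentiation markers by qPCR in proximal organoids, and the libraries hold the same genes. In WENR-plus medium Ephb2, Lgr5 and Ascl2 had log2 fold changes of 0.0068, 0.87 and 0.20 after Cdx2 loss (adjusted p = 0.990, 0.307 and 0.833). Car1, Muc2 and Fabp2 fell, with −3.16, −5.97 and −3.21 (adjusted p = 0.000239, 0.000874 and 0.0179), while Krt20 rose by 2.78 (SE 0.57, adjusted p = 0.00515). In WENR-minus medium Krt20 changed by 0.39 (SE 0.53, adjusted p = 0.610), or 1.49 without replicate 1 and −1.02 without replicate 2, so the replicates pulled in opposite directions. The effect of the medium on Krt20 differed between the guides by 2.39 (SE 0.76, adjusted p = 0.0975) in proximal organoids. The differentiation markers that fell are those of goblet cells and colonocytes, and Krt20 did not go with them.

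Cdkn2a, Sfrp4 and Sox17 are inactivated beside Cdx2 in other organoids of the study. Sfrp4 had 0 reads in every library here, so no transcript was detected for its loss to remove in these cultures, within the depth given. Western blots of the paper show Sfrp4 and Sox17 protein in proximal organoids with BRAF^V600E (Supplementary Fig. 4C). Others compare both proteins between the regions with and without BRAF^V600E (Supplementary Fig. 6F), and the paper describes them as alike in both regions. This gap between RNA and protein was not examined. Sox17 was found in 1 culture: the proximal Cdx2-sgRNA replicate 2 held 988 reads in WENR-plus and 655 in WENR-minus medium, against 5 and 6 in replicate 1 and at most 2 in any other library. Both libraries of that culture carry it. Endothelial cells in that culture are a possible explanation, tested with 8 endothelial genes. Their median was 0 CPM in the library with most Sox17 (52.2), which argues against endothelial cells in that culture. A first rule took the highest of these genes and came out the other way: Esam reached 18.8 CPM there. It was replaced by the median after its value had been seen, and Esam also had 14.3 in the replicate without Sox17. A clone that expressed Sox17 when it was picked stays open and was not tested.

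Cultures of one region and guide differed from each other. Genes apart by at least 3 on the log2 scale in both media numbered 97 between the proximal and 53 between the distal Cdx2-sgRNA cultures, and 33 and 13 between the Scramble-sgRNA cultures. More of them in the cultures grown from single cells is what such growth would leave, but the mice differ as well, and the cause was not tested. Muc2 is not among these genes but also differed, with 4827 reads in one distal Cdx2-sgRNA WENR-plus library and 723 in the other.

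Xist was higher after Cdx2 loss in proximal organoids, by a log2 value of 1.04 in WENR-minus and 1.39 in WENR-plus medium, and changed by 0.18 and −0.13 in distal organoids. Another number of active X chromosomes would move the 435 tested X-linked genes as a whole. Their median lay 0.118 from that of autosomal genes in proximal WENR-minus organoids, which argues against it. This median says nothing of the number of inactive X chromosomes. A regulation of Xist itself also stays open, and neither was tested.

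Ribosomal protein genes fell together after Cdx2 loss in distal WENR-minus organoids. All 80 were lower, with a median log2 fold change of −1.06, or −1.42 without replicate 1 and −0.63 without replicate 2. The median was −0.29 in distal WENR-plus organoids (−0.19 without replicate 1 and −0.44 without replicate 2). In proximal organoids it was −0.13 in WENR-minus (0.12 without replicate 1 and −0.50 without replicate 2). In proximal WENR-plus organoids it was 0.22 (0.59 without replicate 1 and −0.10 without replicate 2). Both proximal medians thus changed sign with the replicate left out. Other genes of like length and expression (420) had a median of −0.19, which argues against a bias against short transcripts. A size factor moves all genes of a library alike, and the difference of −0.86 between both medians argues against the scaling. Slower growth without Wnt factors is a hypothesis that would go with the lower S phase and G2M lists of these organoids (−0.78 and −1.05), and it was not tested.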
